# Reproductive history determines *Erbb2* locus amplification, WNT signalling and tumour phenotype in a murine breast cancer model

**DOI:** 10.1242/dmm.048736

**Published:** 2021-05-18

**Authors:** Liliana D. Ordonez, Lorenzo Melchor, Kirsty R. Greenow, Howard Kendrick, Giusy Tornillo, James Bradford, Peter Giles, Matthew J. Smalley

**Keywords:** HER2, *NeuNT*, *Erbb2*, WNT, Pregnancy, Breast cancer

## Abstract

Understanding the mechanisms underlying tumour heterogeneity is key to the development of treatments that can target specific tumour subtypes. We have previously targeted CRE recombinase-dependent conditional deletion of the tumour suppressor genes *Brca1*, *Brca2*, *p53* (also known as *Trp53*) and/or *Pten* to basal or luminal oestrogen receptor-negative (ER^−^) cells of the mouse mammary epithelium. We demonstrated that both the cell-of-origin and the tumour-initiating genetic lesions cooperate to influence mammary tumour phenotype. Here, we use a CRE-activated HER2 orthologue to specifically target HER2/ERBB2 oncogenic activity to basal or luminal ER^−^ mammary epithelial cells and perform a detailed analysis of the tumours that develop. We find that, in contrast to our previous studies, basal epithelial cells are less sensitive to transformation by the activated *NeuKI* allele, with mammary epithelial tumour formation largely confined to luminal ER^−^ cells. Histologically, most tumours that developed were classified as either adenocarcinomas of no special type or as metaplastic adenosquamous tumours. The former were typically characterized by amplification of the *NeuNT/Erbb2* locus; in contrast, tumours displaying squamous metaplasia were enriched in animals that had been through at least one pregnancy and typically had lower levels of *NeuNT/Erbb2* locus amplification but had activated canonical WNT signalling. Squamous changes in these tumours were associated with activation of the epidermal differentiation cluster. Thus, in this model of HER2 breast cancer, cell-of-origin, reproductive history, *NeuNT/Erbb2* locus amplification and the activation of specific branches of the WNT signalling pathway all interact to drive inter-tumour heterogeneity.

## Abstract (precis)

**Summary:** Using a mouse model of breast cancer, the authors show mammary epithelial cell-type sensitivity to transformation by HER2, as well as a change in tumour phenotype associated with reproductive history and driven by WNT signalling.

## INTRODUCTION

The ERBB2/HER2 receptor tyrosine kinase (a member of the epidermal growth factor receptor family) is amplified and overexpressed in 20-30% of human breast cancers, leading to an aggressive form of the disease (Andrulis et al., 1998). Therapeutic strategies that block HER2 activity, either with antibodies targeted to the extracellular domain or with small molecules blocking intracellular kinase activity, have substantial benefit (Nielsen et al., 2013), although primary or acquired resistance remains an issue (Garrett and Arteaga, 2011). HER2 activity has been associated with stem cell-like behaviour in normal breast and breast cancer (Ithimakin et al., 2013; Korkaya et al., 2008), but the cell-of-origin of HER2 breast cancers remains unclear.

Understanding how cell-of-origin and genetic lesions interact to drive tumour behaviour and heterogeneity is key to the development of treatments that can be targeted to specific tumour subtypes. In the mammary epithelium, potential cells of tumour origin include basal cells, luminal oestrogen receptor-negative (ER^−^) progenitors and luminal ER^+^ cells (largely differentiated hormone-sensing cells, although including a small proportion of progenitors) (Soady et al., 2015). In previous studies of mammary tumour origin, we used genetically engineered mouse models in which CRE recombinase-dependent conditional deletion of the tumour suppressor genes *Brca1*, *Brca2*, *p53* (also known as *Trp53*) and/or *Pten* were targeted to basal or luminal ER^−^ cells using the *Krt14* or *Blg* promoters, respectively. We demonstrated that both the cell-of-origin and the tumour-initiating genetic lesions cooperate to influence the tumour behaviour, with a more diverse range of tumour phenotypes arising from luminal ER^−^ cells but basal-origin tumours having significantly shorter latency (Melchor et al., 2014; Molyneux et al., 2010).

Here, we have addressed whether cell-of-origin similarly affects the development and phenotype of *HER2*-amplified tumours. We have taken advantage of the *NeuKI* allele, in which an activated mutant variant of *Neu* (*NeuNT*), the rat *Erbb2/Her2* orthologue, has been knocked into the endogenous *Erbb2* locus. *NeuNT* is therefore expressed under the control of the endogenous promoter but only when an upstream *loxP-*flanked neomycin cassette is excised by CRE recombinase activity (Andrechek et al., 2000). Using this allele, we have been able to target NeuNT activity to basal or luminal ER^−^ cells using our established *Krt14Cre* and *BlgCre* lines. We have performed a detailed analysis of *Krt14Cre-NeuKI* and *BlgCre-NeuKI* mice, assessing tumours from virgin and parous animals. For comparison, we have used both normal non-transgenic tissue and tumours from the *MMTV-NeuNDL* model, in which *Neu* expression is driven constitutively by a very strong mammary promoter (Siegel et al., 1999).

We find that, in contrast to our previous studies, basal epithelial cells are less sensitive to transformation by the activated *NeuKI* allele, with mammary epithelial tumour formation enriched in luminal ER^−^ cells. Most tumours arising from the latter population were classified as either adenocarcinomas of no special type [AC(NST)] or metaplastic adenosquamous carcinomas (ASQC). Remarkably, the proportion of ASQCs arising from this cell type depended on the reproductive history of the animal, with ASQC tumours strongly associated with animals that had been through at least one pregnancy. Furthermore, whereas AC(NST) tumours were typically characterized by high amplification of the *NeuNT/Erbb2* locus, ASQC tumours typically had lower levels of *NeuNT/Erbb2* locus amplification but activated canonical WNT signalling and the set of genes known as the epidermal differentiation cluster (EDC).

Thus, reproductive history affects *NeuNT/Erbb2* locus amplification and the activation of specific branches of the WNT signalling pathway and ultimately drives inter-tumour heterogeneity in this murine model of human HER2 breast cancer. Importantly, our findings also demonstrate that different cell types can be differentially sensitive to transformation by particular oncogenic drivers, suggesting at least one mechanism why certain mutations only cause cancer in a distinct range of target organs.

## RESULTS

### *Erbb2*/*Neu* is expressed in preneoplastic *Krt14Cre*-*NeuKI* and *BlgCre*-*NeuKI* mammary epithelium at comparable levels to wild type

To assess baseline levels of endogenous *Erbb2* expression in pre-neoplastic tissue from the mouse lines in this study, we stained sections of wild-type, *Krt14Cre-NeuKI* and *BlgCre-NeuKI* mammary fat pads from 10-week-old virgin mice (Fig. S1B). There were no obvious differences in staining of the mammary epithelium between these samples; however, immunohistochemistry is difficult to accurately quantify. Therefore, we used our standard flow cytometric protocols (Soady et al., 2015) to isolate mammary epithelial cell subpopulations (basal stem cells, myoepithelial cells, luminal ER^−^ progenitors and luminal ER^+^ differentiated cells) from 10- to 12-week-old (before any evidence of tumour formation) *MMTV-NeuNDL*, *Krt14Cre-NeuKI* and *BlgCre-NeuKI*, as well as wild-type C57Bl6, mice. Comparison of relative expression levels of endogenous *Erbb2* in each mammary epithelial subpopulation showed that endogenous *Erbb2* was expressed at lower levels in the transgenic/knock-in lines than in the wild-type cells in three of the four populations, the exception being the luminal ER^+^ cells, in which it was higher in the transgenic/knock-in lines than in the wild-type cells (Fig. S1C). These differences may result from a combination of the design/expression of the genetic constructs in the transgenic/knock-in lines, as well as the difference in background strains (the wild-type cells were from C57/BL6, whereas the genetically modified mice were a mixed background).

### Luminal progenitors are more sensitive and basal cells less sensitive to *NeuKI* allele-dependent tumourigenesis

*Krt14Cre* targets CRE expression/activity primarily to basal cells and *BlgCre* primarily to luminal ER^−^ cells in the mammary epithelium (Molyneux et al., 2010). To test the contribution of cell-of-origin to tumour phenotype in HER2 mouse models, cohorts of *Krt14Cre-NeuKI*, *BlgCre-NeuKI* and *MMTV-NeuNDL* mice were aged, together with a control group carrying the *NeuKI* allele but no *Cre* transgene. A subset of the *BlgCre* and *Krt14Cre* cohorts underwent one or more pregnancies.

Full details of the animals in the cohorts are provided in Table S1. These included 33 *MMTV-NeuNDL* mice (26 virgin, seven parous), 42 *BlgCre-NeuKI* mice (23 virgin, 19 parous), 27 *K14Cre-NeuKI* mice (18 virgin, nine parous) and 12 control mice carrying the *NeuKI* allele but no *Cre* transgene (all virgin). Kaplan–Meier curves for overall survival are shown in Fig. 1A and statistical comparisons are provided in Table S3. The penetrance of the different phenotypes within each line is shown in Fig. 1B.

**Fig. 1.**
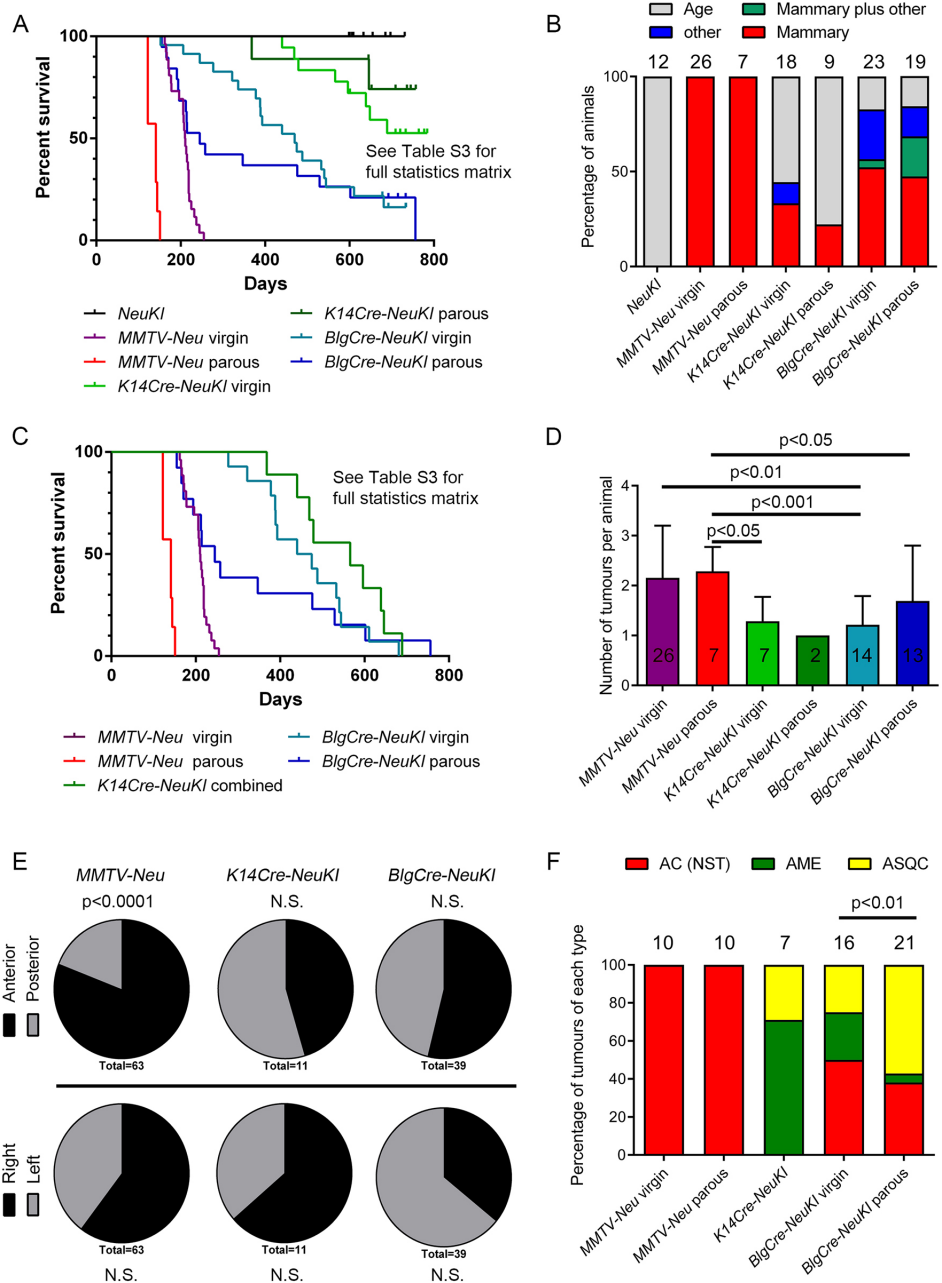
**Features of tumour cohorts.** (A) Kaplan–Meier survival curves (time to euthanasia for any reason) for all cohorts. Statistical significances between the cohorts is provided in full in Table S3. (B) Reason for euthanasia as a proportion of cohort. ‘Age’: no phenotype/mice had reached 2 years of age. ‘Other’: tumours developed elsewhere than the mammary gland (head/neck). Numbers of mice in each cohort are indicated. (C) Kaplan–Meier curves of mammary tumour latency. Full statistics are provided in Table S3. Owing to small numbers, data for virgin and parous *K14Cre-NeuKI* cohorts are combined. (D) Numbers of tumours per animal (data are mean±s.d.). The total number of animals assessed is indicated. Full statistical information is provided in Table S3. (E) Body location of mammary epithelial tumours. The number of tumours assessed is indicated (which may include more than one tumour from one animal). Anterior, tumours developing in the 1st/2nd/3rd mammary fat pads; posterior, tumours developing in the 4th/5th fat pads. Right/left, tumours developing on the right/left-hand side when viewing the animal from the dorsal aspect. (F) Distribution of mammary epithelial tumour histopathological phenotypes. The number of tumours in each group undergoing detailed histological analysis is indicated. AC(NST), adenocarcinoma (no special type); AME, adenomyoepithelioma; ASQC, adenosquamous carcinoma. Sarcomas arising in the mammary gland and elsewhere are not included. Data for virgin and parous *K14Cre-NeuKI* tumours are combined. Full details of all tumours are provided in Table S4. N.S., not significant.

Control cohort animals survived more than 600 days, whereas both parous and virgin *MMTV-NeuNDL* mice rapidly succumbed to mammary tumours (median latencies 141 and 210 days, respectively). *BlgCre-NeuKI* mice survived longer than *MMTV-NeuNDL* mice (*P*<0.0001, Log Rank Mantel–Cox; *P*<0.0001, Gehan–Breslow–Wilcoxon) but had a significantly shorter survival than *K14Cre-NeuKI* mice (*P*=0.0017, Log Rank Mantel–Cox; *P*=0.0007, Gehan–Breslow–Wilcoxon comparing the virgin mice of each cohort) (*P*=0.0024, Log Rank Mantel–Cox; *P*=0.0030, Gehan–Breslow–Wilcoxon comparing the parous mice of each cohort) (Fig. 1A; Table S3). Indeed, the majority of *K14Cre-NeuKI* mice were culled due to age rather than pathology, whereas *BlgCre-NeuKI* mice developed tumours in a number of sites, mainly the mammary gland but also on the head/neck (some *BlgCre-NeuKI* mice were also culled due to age; Fig. 1B). This is in strong contrast to our previous studies on mice carrying conditional *Brca1*, *p53* or *Pten* alleles, in which mice carrying the *K14Cre* transgene had a significantly shorter survival than *BlgCre* mice (Melchor et al., 2014; Molyneux et al., 2010).

Parity significantly accelerated tumour onset in *MMTV-Neu* mice (*P*<0.0001, Log Rank Mantel–Cox; *P*<0.0001, Gehan–Breslow–Wilcoxon). It also lowered median overall survival and tumour-specific survival in *BlgCre* mice (median overall survival: virgin animals, 470 days; parous animals, 245 days; tumour-specific survival: virgin animals, 457 days; parous animals, 245 days); however, the overall survival effects were not significant, and the significance of the difference in age of mammary tumour onset depended on the statistical test used (*BlgCre* virgin versus parous overall survival, *P*=0.4109 not significant, Log Rank Mantel–Cox; *P*=0.0809 not significant, Gehan–Breslow–Wilcoxon) (*BlgCre* virgin versus parous tumour-specific survival, *P*=0.2619 not significant, Log Rank Mantel–Cox; *P*=0.0204, Gehan–Breslow–Wilcoxon) (Fig. 1C; Table S3). The median tumour-specific survival of the combined *K14Cre-NeuKI* cohort was 566 days.

Therefore, whereas our previous findings established that basal mammary cells were more sensitive than luminal cells to loss of *Brca1/2*, *Pten* and *p53* (Melchor et al., 2014; Molyneux et al., 2010), here we demonstrate that luminal cells are more sensitive to activation of the *NeuKI* allele and that the basal cell population is less sensitive to the tumour-promoting activity of this allele.

### Parity alters tumour phenotype in the *BlgCre*-*NeuKI* model

We next focused on the numbers and locations of mammary tumours in the tumour cohorts on a mouse-by-mouse basis, as well as on the tumour phenotypes. Given the small number of mammary tumours from the *Krt14Cre-NeuKI* model, data from the virgin and parous cohorts of this line were combined.

Mice from the *MMTV-NeuNDL* cohorts developed, on average, 2.2 tumours per animal, whereas *Krt14Cre-NeuKI* mice and *BlgCre-NeuKI* virgin animals developed 1.3 and 1.2 tumours per animal, respectively (Fig. 1D; Table S3). There was no significant difference in mean tumour number per animal between *BlgCre-NeuKI* parous mice (1.7) and either the virgin mice of the same cohort or the *MMTV-NeuNDL* mice. However, there was a wide range in the numbers of tumours per animal seen in the *BlgCre-NeuKI* parous cohort (Table S1), suggesting that, although pregnancy was having a biological effect on this cohort, it was not consistent between animals.

Breast cancer shows a laterality bias, with ∼10% higher incidence in the left breast (Amer, 2014; Ekbom et al., 1994; Senie et al., 1980). We therefore analysed mouse necropsy data for evidence of a locational bias in tumour origins. For this analysis, virgin and parous cohorts were combined and we categorized tumours as originating on either the left or right side of the mouse or in the anterior or posterior mammary glands (mammary glands 1, 2 and 3 being anterior, 4 and 5 being posterior) (Fig. 1E). There was no significant left-right bias in tumour origins in any of the mouse lines. There was no significant anterior-posterior bias in the *Krt14Cre-NeuKI* and *BlgCre-NeuKI* lines. However, in the *MMTV-NeuNDL* line, tumours were significantly (*P*<0.0001) more likely to develop from the anterior, as opposed to the posterior, mammary glands.

For the analysis of tumour phenotypes, we undertook a detailed comparative study as previously described (Melchor et al., 2014; Molyneux et al., 2010). In brief, mouse mammary tumours fall into four main histotypes: adenomyoepithelioma (AME), metaplastic adenosquamous carcinoma (ASQC), metaplastic spindle cell carcinoma (MSCC) and adenocarcinoma of no special type [AC(NST)], all of which can be readily diagnosed from Haematoxylin and Eosin (H&E) and ΔNp63 staining (which identifies key differential diagnostic features, i.e. the presence of metaplastic features and the number/pattern of ΔNp63-stained cells). Full details of the analysis are given in Table S4. Ten virgin and ten parous *MMTV-Neu* tumours were analysed. These were invariably diagnosed as AC(NST) (Fig. 1F). They grew as sheets of epithelioid cells; only one showed evidence of metaplasia. In these tumours, ERBB2 showed, as expected, extremely strong membrane staining (Fig. 2A).

**Fig. 2.**
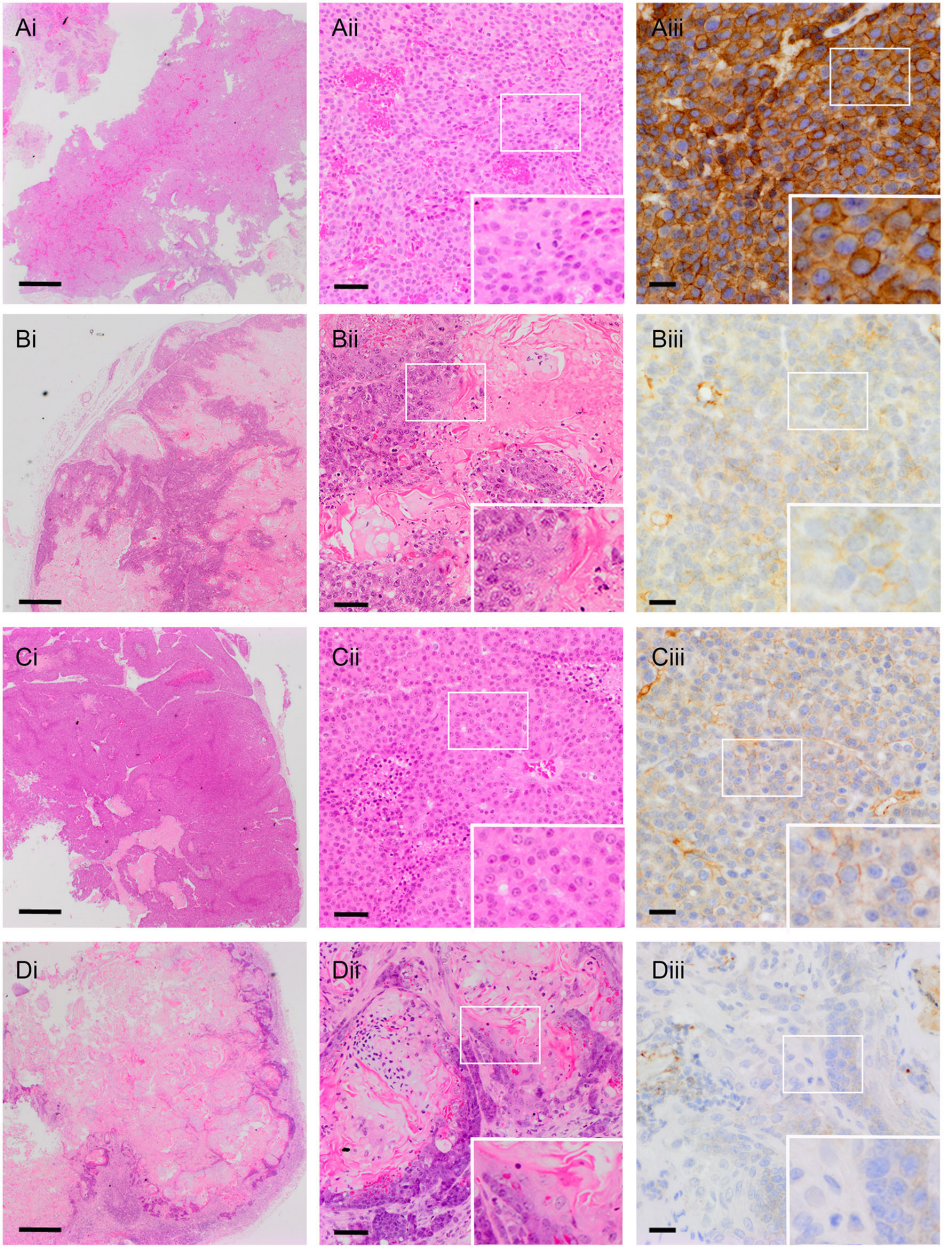
**Tumour histology.** (A-Diii) Representative low-magnification (i) and high-magnification (ii) H&E images, and ERBB2 staining (iii) of (A) a virgin *MMTV-NeuNDL* AC(NST) tumour, (B) a virgin *Krt14Cre-NeuKI* ASQC tumour, (C) a virgin *BlgCre-NeuKI* AC(NST) tumour and (D) a parous *BlgCre-NeuKI* ASQC tumour. Insets are at twice the magnification of the boxed region in each panel. Scale bars: 500 µm in i; 50 µm in ii; 20 µm in iii.

Six virgin and one parous *K14Cre-NeuKI* tumours were available for histological analysis. The low numbers resulted from the cystic nature of many of these tumours, which collapsed upon excision and left little or no material for embedding. Of those that could be analysed, five were diagnosed as AMEs and two as ASQC tumours (Fig. 1F), consistent with our previous findings on phenotypes of tumours arising from the basal populations. Four of these tumours were available for ERBB2 staining. One parous tumour showed no ERBB2 staining; in one virgin tumour, staining was punctate within the cytoplasm; in two virgin tumours, weak membrane staining could be seen (Fig. 2B).

Analysis of the *BlgCre-NeuKI* tumours was the most striking. Seventeen virgin and 23 parous tumours arising in the mammary gland were available for analysis. One of the virgin and two of the parous tumours were diagnosed as malignant mammary sarcomas and excluded from the analysis (the head/neck tumours were also diagnosed as sarcomas). Of the remainder, 50% (*n*=8) virgin tumours were classed as AC(NST), 25% (*n*=4) as AMEs and 25% (*n*=4) as ASQCs. In contrast, 38% (*n*=8) of parous tumours were AC(NST), 5% (*n*=1) were AME and 57% (*n*=12) were ASQCs. This was a statistically significant increase in ASQC tumours in parous compared with virgin *BlgCre-NeuKI* mice (Fig. 1F). The change in proportion of AC(NST) tumours compared with non-AC(NST) tumours in virgin versus parous mice was not significant (*P*=0.077, χ^2^ test), indicating that the shift to the ASQC phenotype was largely at the expense of the AME phenotype. In contrast to the strong membrane staining seen in *MMTV-Neu* tumours, ERBB2 staining in *BlgCre-NeuKI* tumours was weak and typically cytoplasmic, with weak membrane staining in fewer than half of all cases (Fig. 2C,D). In some tumours, ERBB2 staining was undetectable. No MSCCs were observed in any cohort.

Importantly, the parous and virgin *BlgCre-NeuKI* cohorts were established from littermates randomly assigned to the groups and therefore of identical background genetics. Thus, in this model, developmental history of the mammary gland has a biological effect on tumour phenotype, with parity favouring the formation of ASQC tumours.

### AC(NST) tumours show the largest copy number gain at the *Erbb2*/*Neu* locus

Tumour formation in a mouse model in which the *NeuKI* allele was activated by an *MMTV-Cre* transgene was associated with amplification of this locus (Andrechek et al., 2000). To test whether the *Neu* allele was also amplified in tumours from the *BlgCre*-*NeuKI* model, we tested a subset of tumours with a quantitative PCR (qPCR) approach using a *Neu*-specific probe on genomic tumour DNA. The tumours consisted of a mixture of AC(NSTs) and ASQCs (nine versus five) that had come from both virgin and parous animals (five versus nine). Additionally, one non-epithelial tumour (a mammary sarcoma) was included (Fig. 3A). We found that the *Erbb2/Neu* locus was typically most highly amplified in AC(NSTs) relative to control DNA from normal primary mammary cells. In contrast, in ASQC tumours and the sarcoma, there were lower levels of amplification, although some AC(NST)s (e.g. MS1166.1) also fell within the low amplification group.

**Fig. 3.**
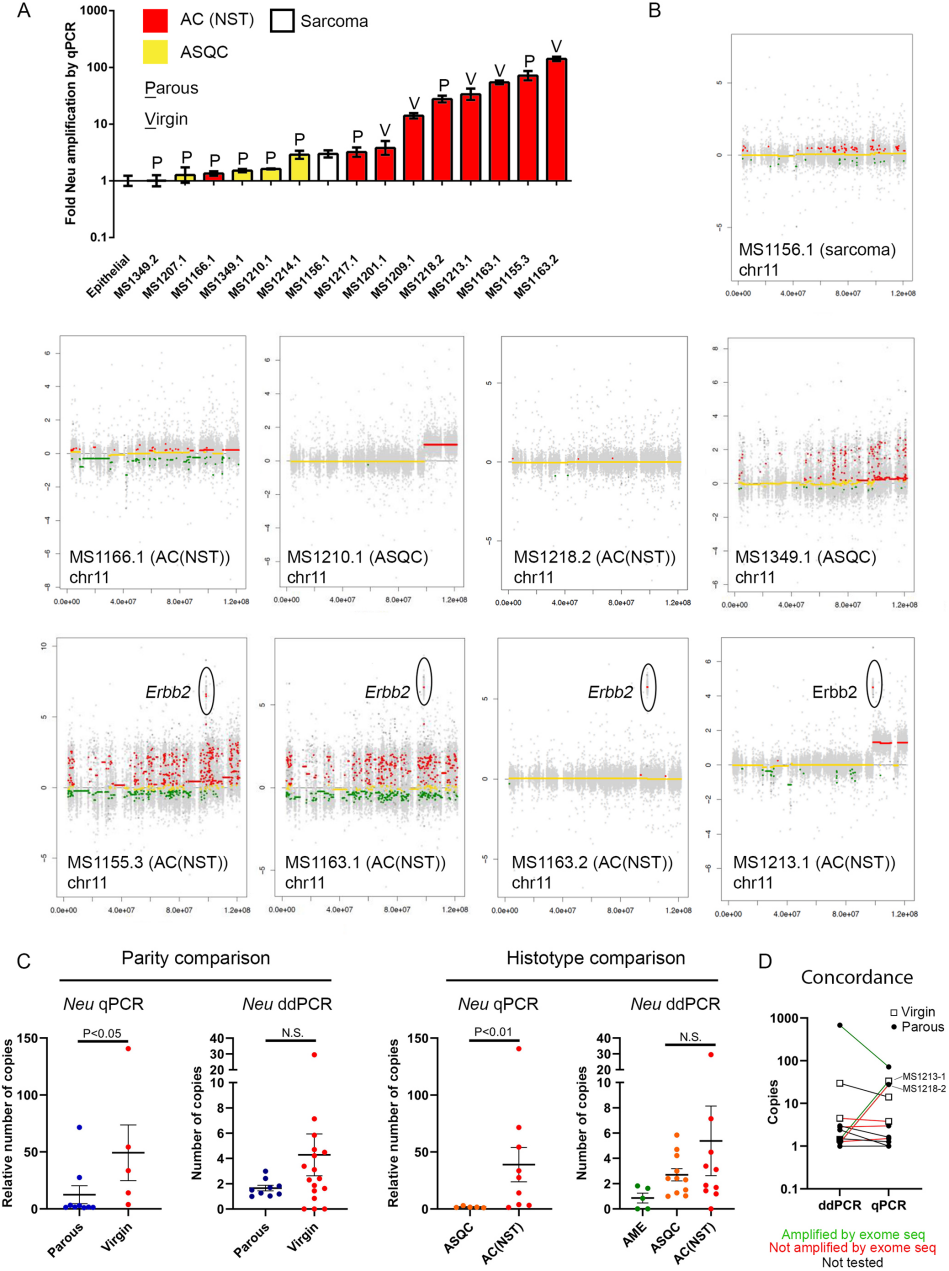
***Neu* allele amplification in *BlgCre-NeuKI* tumours.** (A) *Neu* allele amplification assessed by qPCR on tumour genomic DNA relative to control normal primary mammary epithelial cells. Data are mean±95% confidence intervals of three technical replicates on each tumour. Parity status and tumour histotype are indicated. (B) CNV-by-exome analysis of chromosome 11 in nine tumours from the *BlgCre-NeuKI* cohort. Tumour type and amplification of the *Erbb2* locus are indicated. See Table S7 for the full results in detail and Table S8 for a summary of the significant changes identified. (C) Comparison of *Neu* amplification status (data are mean±s.e.m.; two-tailed *t*-test with Welch's correction on Log10-transformed values) by parity and histotype as assessed by qPCR and ddPCR. Parity status/histotypes are indicated. (D) Concordance in findings between tumours analysed for *Neu* copy number by both ddPCR and qPCR, with CNV-by-exome findings indicated by the colour of the connecting line where available. The majority of tumours have similar copy number levels when assessed by both methods, although there is more variability in tumours with the very highest values. However, two tumours score ‘low’ Neu by ddPCR but ‘high’ Neu by qPCR. One of these was found to be amplified, while the other was not amplified, by CNV-by-exome, arguing against a systematic error in the methods and in favour of sampling errors relating to tumour heterogeneity. N.S., not significant.

We selected ten tumours that were copy number profiled by qPCR, together with matched spleens, for exome sequencing. The tumour samples used for molecular analysis are summarized in Table S5, detailed exome sequencing results are provided in Table S6 and a summary of the results in Table S7. DNA/RNA isolated from one ASQC sample (MS1207.1) was of insufficient quality for sequencing. The remaining nine tumours consisted of six AC(NST), two ASQC tumours and a sarcoma. The nine tumours had a median of 278 mutations, both coding and non-coding (range 167-636). There was a median of 19 coding mutations (range 13-33) predicted to alter protein expression (Table S7). However, only 14 genes were mutated in more than one sample, and only two of these in more than two samples. Furthermore, there was no consistent association with parity or tumour phenotype (Table S7) and some recurrently mutated genes were identified in the sarcoma as well as epithelial tumours. These findings suggested that coding sequence mutations did not underlie the phenotypic changes seen in parous compared with virgin tumours.

Using the exome data to estimate copy number variations (CNVs) confirmed the qPCR analysis of the *Erbb2/Neu* locus in genomic DNA in eight of the nine tumours (Fig. 3B; Table S8 for detailed results, Table S9 for summary data). Four tumours that had a strongly amplified *Neu* locus by qPCR, all of which were AC(NST), showed amplification by exome data of a segment in chromosome 11 that included *Erbb2* but also nearby genes *Mien1* and *Grb7*. Two tumours also had amplified loci on chromosome 19, which included *Pten* and *Atad1*. In four tumours [two ASQCs, one an AC(NST) and a mammary sarcoma], all of which had low levels of amplification by qPCR, no CNVs passing the statistical threshold could be detected (Fig. 3B; Tables S8 and S9). Only one tumour, an AC(NST) (MS1218.2), showed discordant results between the qPCR and sequencing-based analysis of CNVs.

To broaden these findings to CNVs across a larger tumour sample, we carried out digital droplet PCR (ddPCR) for the genomic *Erbb2/Neu*, *Grb7*, *Mien1*, *Pten* and *Atad1* loci on the tumour cohorts and matched spleen samples, using both snap-frozen tumour samples and DNA isolated from formalin-fixed paraffin-embedded (FFPE) blocks. We also analysed the *NeoR loxP-stop-loxP* cassette to confirm its deletion (and thus activation of the *NeuKI* locus). We included *Erbb2/Neu* locus-specific probes to both the mutant *NeuKI* allele and exon 12 of the endogenous *Erbb2* gene (see schematic in Fig. S1). As controls, we used DNA extracted from primary mammary epithelial organoids isolated from 10-week-old virgin wild-type mice or from mice carrying the *NeuKI* allele but no CRE and cultured *in vitro* for 7 days.

As expected, in wild-type organoids, *NeoR* and *Neu* were undetectable, whereas *Erbb2* exon 12 was present in two copies. In *NeuKI* organoids, as expected, *NeoR* and *Neu* were each present in a single copy and *Erbb2* exon 12 was present in two copies. In most spleens from tumour cohort animals (Fig. S2A, see Table S10 for full numerical ddPCR results), *NeoR* and *Neu* were also present in a single copy, and *Erbb2* in two copies. This was as expected, given that *Blg* is considered a mammary-specific promoter. However, in one animal, MS1163, the *NeoR* cassette had been lost and *Neu* had undergone low level amplification. Therefore, there may be a low level of background recombination in the spleen, either due to leakiness of the *Blg* promoter or to non-specific effects of endogenous recombinases.

Twenty-six out of 29 tumours tested (of all phenotypes) showed evidence of *NeoR* recombination or locus amplification, or both (Fig. S2B-E). The exceptions were three ASQC tumours (Fig. S2D, samples MS1207-1 MS1349-1 and MS1448-1). When comparing tumours either by the parity status of the animals or the tumour histotype, there was broad agreement in the findings from the ddPCR with the CNV-by-exome analysis and the original genomic qPCR analysis of the *NeuNT/Erbb2* locus (Fig. 3C; Table S10). The mean copy number of the *Neu* allele was higher in tumours from virgin animals, and in tumours of the AC(NST) histotype. However, the range of amplification was wide, and these differences were significant by genomic qPCR but not significant by ddPCR for both comparisons. When considering individual tumours in which both ddPCR and qPCR had been performed on the *Neu* allele, there were discordant results for tumours MS1213-1 (virgin) and MS1218-2 (parous) (Fig. 3D). Both of these tumours had also been CNV profiled by exome sequencing (ExomeSeq), but in one case (MS1213-1) the ExomeSeq agreed with the qPCR result, while in the other (MS1281-2), the ExomeSeq agreed with the ddPCR result. It is not clear whether the differences arising from different approaches, and the discordant results between some individual tumours, are a result of technical limitations or from tumour heterogeneity leading to sampling biases. However, taken together, all the approaches used to analyse *NeuKI* allele copy number support the model that AC(NST) tumours tend to have higher levels of *NeuKI* amplification, whereas ASQC tumours have lower levels.

Confirming the CNV-by-exome analysis, ddPCR analysis of *Grb7* and *Mien1*, which are located close to *Erbb2* in both mouse and human (the locus is syntenic in the two species), demonstrated similar levels of amplification in the tumours to *Erbb2/Neu* (Fig. S3, Table S10). This supports a model in which the whole locus is a hotspot for amplification, and it is not simply a feature of the engineered allele. In contrast, although amplification of *Atad1* and *Pten*, as suggested by the CNV-by-exome analysis, was confirmed by ddPCR in some tumours, potential copy number losses were also observed in others (Fig. S4, Table S10). Thus, the significance of changes in *Pten* and *Atad1* is uncertain.

### *Erbb2*/*Neu* locus amplification is the prime determinant of tumour phenotype, and distinct gene expression patterns are associated with locus amplification state

Next, we performed RNA sequencing (RNAseq) analysis on the same tumours used for exome sequencing. 

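RNA from 9 tumours was analysed, with 1 library per tumour. The 5 high-amplified tumours were all AC(NST): MS1213.1, MS1163.1 and MS1163.2 from virgin mice, and MS1218.2 and MS1155.3 from parous mice. The 3 not/low-amplified epithelial tumours, MS1210.1 and MS1349.1 (ASQC) and MS1166.1 (AC(NST)), and the sarcoma MS1156.1 came from parous mice. MS1163.1 and MS1163.2 carry the number of the same mouse, and each tumour was treated as a replicate. No tumour of a virgin mouse was not/low-amplified and no ASQC was high-amplified, so that amplification, parity and histotype overlap in these groups, and neither the labels nor the paper's text names a sequencing batch. For each tumour the authors deposited the number of reads counted on each of 18484 genes, and for the 8 epithelial tumours also these counts divided by a single size factor per tumour. According to the paper the libraries were strand-specific, but the reads had been aligned to mouse genome build GRCm38 with settings for unstranded libraries. Only reads with a unique position were kept. The paper gives no strand option for the counting. Reads in the overlap of neighbouring genes or in near-identical copies could thus be lost or assigned to either gene. Between 12501225 and 23912429 reads per tumour were counted on genes, with a median of 14940450 in the high-amplified tumours, a median of 23703980 in the not/low-amplified tumours and 13058738 in the sarcoma. Normalized counts are the counts divided by DESeq2's median-of-ratios size factors, and are given as mean ± SD over tumours. Expression was compared between groups with edgeR's quasi-likelihood test on the counts, with TMM normalization and Benjamini-Hochberg adjustment, over the 14007 genes with at least 10 counts in at least 3 of the 8 epithelial tumours. A gene was called differentially expressed where the adjusted p-value was under 0.05 and the fold change over 2, the criteria given for Table S12. The biological coefficient of variation between tumours of the same group was 0.534 across genes. The NeuKI allele carries rat sequence, which was not used here, so counts of Erbb2 are those of reads that aligned to the mouse gene.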

Data were compared across the tumour sets as a whole to identify genes that were differentially expressed between biologically distinct tumour groups. Non-negative matrix factorization (see Materials and Methods) was used to compare samples on the basis of parity, tumour phenotype and *Erbb2/Neu* locus amplification status (by genomic qPCR) and to determine which of these comparisons generated the most distinct and stable sample clusters, i.e. which was the strongest driver of differences in gene expression pattern. 

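Each of the 3 labels was scored by its mean silhouette width over the 14007 genes (log2 of normalized count + 1, each gene centred, Euclidean distance), which is above 0 where tumours lie nearer to tumours with the same label than to the others. The width was 0.191 for amplification status (one-sided exact permutation test, p = 0.0179, the smallest p that the 56 splits of 8 tumours into 5 and 3 allow), 0.130 for histotype (p = 0.0714 over 28 splits, same test) and 0.0851 for parity (p = 0.0893 over 56 splits, same test). The alternative that moved these widths most was 1 minus Pearson's correlation as the distance, with which they were 0.310, 0.235 and 0.179 respectively. By edgeR's test, 129 genes were differentially expressed by amplification status, 33 by histotype and 0 by parity, against 3199, 1221 and 1984 genes with an unadjusted p-value under 0.05. The filter asks for 3 tumours, so that genes detected in the 2 ASQC tumours alone could not enter. Without the filter, edgeR called 227 genes by amplification status, 171 by histotype and 0 by parity. DESeq2 called 1601, 522 and 516 respectively, the last 2 counts added after seeing the data. Non-negative matrix factorization of all 9 tumours was run on the counts of 14510 genes, divided by median-of-ratios size factors over the 9 tumours and expressed as CPM (mean plus SD over 1 and coefficient of variation over 0.1) from 50 random starts with the Kullback-Leibler loss. At rank 3, the consensus clusters were the 5 high-amplified tumours, the 3 not/low-amplified tumours and the sarcoma, an adjusted Rand index of 1 with these groups, where 1 is identity and 0 is the level of random clusters. The index was 0.599 with histotype and 0.0556 with parity, the cophenetic correlation was 0.990, and single starts had a mean index of 0.838 ± 0.287 (SD, 50 starts) with the amplification groups. At the other ranks from 2 to 6 the index was lowest at ranks 2 and 6 (0.278 and 0.277), and at rank 2 the sarcoma alone was set apart. With the Frobenius loss at rank 3 the index was 0.363 with the amplification groups and 0.618 with histotype. At rank 2 the index with histotype, 0.372, was also above that with the amplification groups. Those clusters left the 8 epithelial tumours together, so that neither index there tells how a label parts them. In the other settings run at rank 3 the index was 1 with the amplification groups and 0.599 with histotype.

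**Figure D1:**
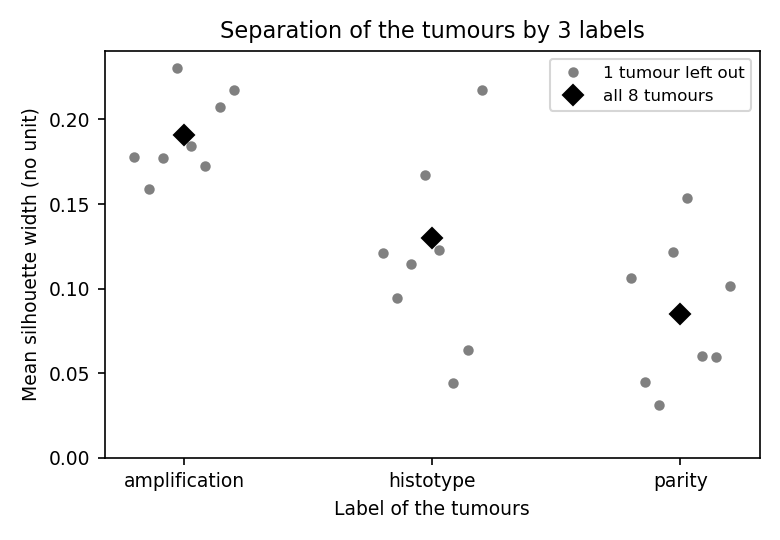
Mean silhouette width (y-axis, no unit) of the 8 epithelial tumours for each label (x-axis), over the 14007 genes; points are the values with each tumour left out in turn. With all 8 tumours the widths were 0.191 for amplification status, 0.130 for histotype and 0.0851 for parity.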

The results showed that the strongest determinant of gene expression differences between the samples was amplification status of the *Erbb2/Neu* locus in the epithelial tumours, with the mammary sarcoma being an outlier (Figs S5 and S6A).

As amplification status was the strongest determinant of gene expression differences, the RNAseq data were analysed to determine which genes were significantly differentially expressed between high-amplified [*n*=5; all AC(NST)] and not/low-amplified [*n*=3; two ASQC and one AC(NST)] tumours (excluding the data from the sarcoma). Normalized fragments per kilobase per million fragments mapped (FPKM) values for each of these tumours are shown in Table S11 and the full list of genes significantly differentially expressed between the two classes is given in Table S12. 

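Between the 5 high-amplified and the 3 not/low-amplified tumours, 61 of the 14007 genes tested were called higher in the high-amplified tumours and 68 higher in the not/low-amplified tumours, and the smallest adjusted p-value was 0.0164 (edgeR's quasi-likelihood test). The alternative that raised the counts most was DESeq2 in place of edgeR, which called 907 and 694 genes. With parity as a covariate, edgeR called 0 genes in either direction, and 2051 genes had an unadjusted p-value under 0.05. Papln (ENSMUSG00000021223; chromosome 12, 83763634 to 83792382), which encodes papilin, had the smallest adjusted p-value. Its normalized count was 17306 ± 7410 (SD, n = 5) in the high-amplified and 282 ± 87.8 (SD, n = 3) in the not/low-amplified tumours, a log2 fold change of 5.95 (standard error 0.56, adjusted p = 0.0164, edgeR). Cdh19 and Chrm3, with log2 fold changes of 7.00 (standard error 0.86) and 6.37 (standard error 0.79), were also higher in every high-amplified tumour than in every not/low-amplified tumour (adjusted p = 0.0175 for each, edgeR). Among genes higher in the not/low-amplified tumours, Stra6 fell by 7.50 on the log2 scale in the high-amplified tumours (standard error 1.14, adjusted p = 0.0287, edgeR) and Muc4 fell by 7.41 (standard error 1.32, adjusted p = 0.0389, edgeR). With each tumour left out in turn, between 1 and 1255 genes were called, and Plekhs1 was the 1 gene called every time. Plekhs1, chosen after its values were seen, had a log2 fold change of −4.82 (standard error 0.55, adjusted p = 0.0175, edgeR).

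**Figure D2:**
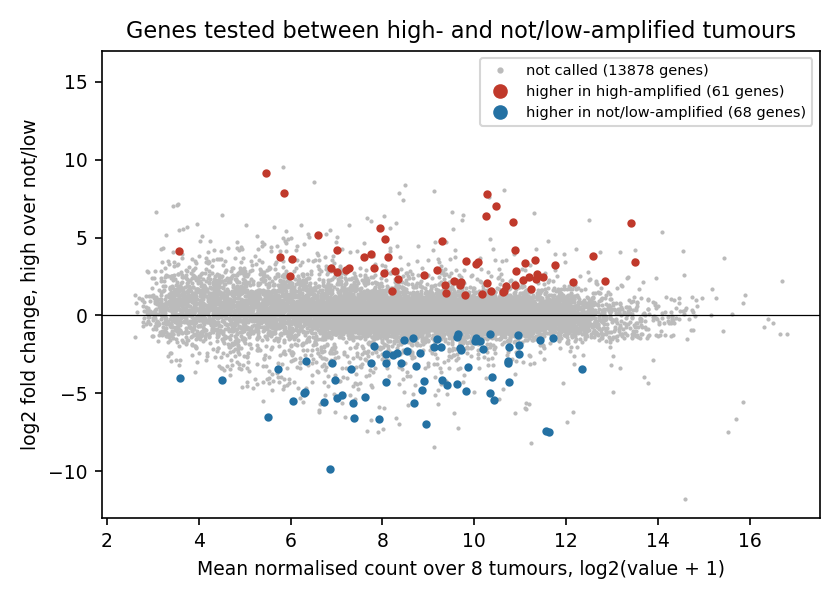
Log2 fold change of high-amplified over not/low-amplified tumours (y-axis) against the mean normalized count over the 8 tumours (x-axis, log2 of count + 1), 1 point per gene. The 61 genes called higher in the high-amplified tumours are red, the 68 called higher in the not/low-amplified tumours blue and the other 13878 grey.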

Eight-hundred and sixty-five genes were significantly expressed >2-fold higher in high-amplified versus not/low-amplified tumours, with 619 genes being significantly >2-fold higher in the not/low-amplified tumours versus high-amplified tumours. Unsupervised hierarchical clustering of samples based on these significantly differentially expressed genes clustered the samples, as expected, by amplification status of the *Erbb2/Neu* locus (see heatmap in Fig. S6B). 

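Clustered on the 129 called genes (log2 normalized counts, average linkage, 1 minus Pearson's correlation), the 8 tumours formed a group of the 5 high-amplified and a group of the 3 not/low-amplified tumours. The 1601 genes called by DESeq2 gave the same 2 groups. Both lists consist of genes chosen for a difference between these groups. All 14007 genes past the filter, chosen without regard to amplification status, also gave these 2 groups, an adjusted Rand index of 1 in each case.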

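Erbb2 (ENSMUSG00000062312) lies on chromosome 11 from 98412470 to 98437716. Its normalized count was 105019 in MS1155.3, 51764 in MS1213.1, 15261 in MS1218.2, 6689 in MS1163.2 and 5284 in MS1163.1, the 5 high-amplified tumours. In the not/low-amplified tumours it was 2783 in MS1210.1, 1943 in MS1349.1 and 1532 in MS1166.1. The lowest high-amplified tumour was thus 1.90-fold above the highest not/low-amplified tumour, while the high-amplified tumours differed among themselves by up to 19.9-fold. The mean was 36804 ± 42549 (SD, n = 5) against 2086 ± 638 (SD, n = 3), a log2 fold change of 4.16 (standard error 1.13), which did not pass the threshold (adjusted p = 0.0879, edgeR's quasi-likelihood test) and passed it with DESeq2 (adjusted p = 6.63e-05). An exact permutation test on the log2 values gave p = 0.0357 (two-sided, 56 splits, smallest possible p = 0.0179). Grb7 and Mien1 lie within the same stretch of the chromosome. Grb7 had 9395 ± 2690 (SD, n = 5) against 675 ± 279 (SD, n = 3) normalized counts, a log2 fold change of 3.82 (standard error 0.45, adjusted p = 0.0175, edgeR). Mien1, from 98437708 to 98438991 on the other strand, overlaps Erbb2 only up to 98437716. It had a log2 fold change of 5.35 (standard error 1.05, adjusted p = 0.0510, edgeR). Reads in this short overlap could not be assigned with certainty.

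**Figure D3:**
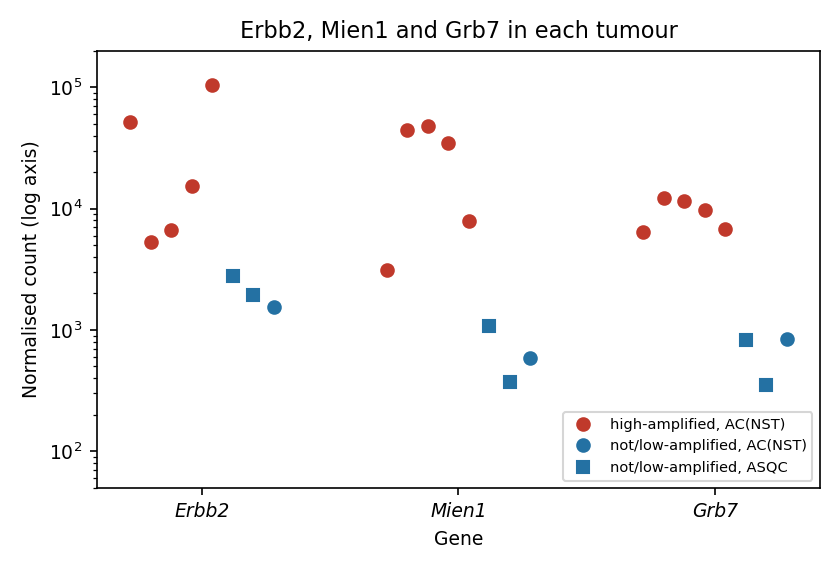
Normalized counts (y-axis, log scale) of Erbb2, Mien1 and Grb7 (x-axis) in each of the 5 high-amplified and 3 not/low-amplified tumours, 1 point per tumour. Each gene was higher in every high-amplified tumour than in every not/low-amplified tumour.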

The six tumour samples with the highest levels of normalized *Erbb2* expression were from the six high-amplified tumours, while the three samples with the lowest levels of *Erbb2* expression were from the three not/low-amplified tumours.

### The EDC is activated in ASQC tumours

Functional annotation of differentially expressed genes was carried out using the DAVID (v6.8) on-line tool (Huang da et al., 2009a,b) using Gene Ontology (GO; Bioprocess) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. 

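The ErbB signalling pathway term lists 7 genes higher in the high-amplified tumours: Erbb2, Erbb4, Nrg1, Nrg2, Nrg4, Ptk2 and Shc4. All 7 were more than 2-fold higher in these tumours and had an unadjusted p-value under 0.05, and 3 of them did not overlap between the groups. Nrg2 (ENSMUSG00000060275; chromosome 18, 36017652 to 36197380), which encodes neuregulin 2, was the 1 gene past the adjusted threshold, with 413 ± 156 (SD, n = 5) against 14.4 ± 10.2 (SD, n = 3) normalized counts, a log2 fold change of 4.89 (standard error 0.58, adjusted p = 0.0175, edgeR's quasi-likelihood test). Shc4 (log2 fold change 4.19, standard error 0.93, adjusted p = 0.0652, edgeR) and Nrg1 (log2 fold change 3.20, standard error 0.84, adjusted p = 0.0826, edgeR) did not pass it. Over the 20 genes of Table 1 higher in the high-amplified tumours the median log2 fold change was 2.86, and over the 41 higher in the not/low-amplified tumours it was −2.77. These medians are from edgeR's fit without the filter on counts, which gives a value for every gene. All 61 changed in the direction of their list by more than 2-fold, and edgeR called 1 of the 20 and 5 of the 41 (Axin2, Nxn, Abca12, Frat2 and Rac3). Adjusted over the list alone, 20 and 32 genes passed; since the lists are the paper's own calls on these data, this shows no stability. DESeq2 called all 61.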

Key GO/KEGG annotations of particular interest, together with their associated genes, are listed in Table 1, and include ERBB2 signalling and WNT signalling (see Table S13 for full dataset, with GO and KEGG results in separate tabs corresponding to analysis of gene sets differentially expressed in high-amplified and not/low-amplified tumours). 

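The terms keratinocyte differentiation and keratinization hold 18 genes of Table 1 between them, all with higher expression in the not/low-amplified tumours. Their median log2 fold change was −5.35 in edgeR's fit without the filter on counts. Of these, 10 passed the filter on counts and Abca12 was the 1 gene called. Abca12 (ENSMUSG00000050296; chromosome 1, 71242276 to 71414910), which encodes a lipid transporter, had normalized counts of 2591 in MS1210.1 and 411 in MS1349.1 (ASQC), 190 in MS1166.1 (AC(NST)) and 21.1 ± 16.2 (SD, n = 5) in the high-amplified tumours, a log2 fold change of −5.65 (standard error 0.90, adjusted p = 0.0301, edgeR's quasi-likelihood test). Krt16, at 4905 ± 6877 (SD, n = 3) in the not/low-amplified and 62.3 ± 109 (SD, n = 5) in the high-amplified tumours, varied more between tumours and was not called (log2 fold change −6.30, standard error 1.68, adjusted p = 0.0855, edgeR). Between the 2 ASQC and the 6 AC(NST) tumours, edgeR called 31 genes higher in ASQC and 2 higher in AC(NST).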

Also of interest were two GO terms associated with keratinocytes (GO:0030216∼keratinocyte differentiation, GO:0031424∼keratinization), which were enriched in the not/low-amplified tumours, consistent with the ASQC histology of two of the three samples in this group. Keratinization is driven by activation of the EDC (Oh and de Guzman Strong, 2017), a group of co-regulated epidermal genes. To determine whether there was evidence for activation of the EDC in non/low amplified tumours/ASQCs, the genomic locations of each of the 1484 significantly differentially expressed genes from Table S12 were retrieved from the JAX Mouse Genome Informatics database, taking the chromosome on which the gene is located and its ‘start position’ as the genomic location (Table S14).

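Of the 18484 genes in the deposited counts, 18420 were placed on GRCm38 through the GENCODE M21 annotation and 64 had no match. The EDC was taken as the stretch of chromosome 3 from the start of S100a1 at 90511034 to the end of S100a10 at 93564643, which holds 67 genes of the files. Of these, 43 had at least 10 normalized counts in some tumour and 11 passed the filter for the test, since most EDC genes were detected in the ASQC tumours alone and the filter asks for 3 tumours.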

**Table 1.**
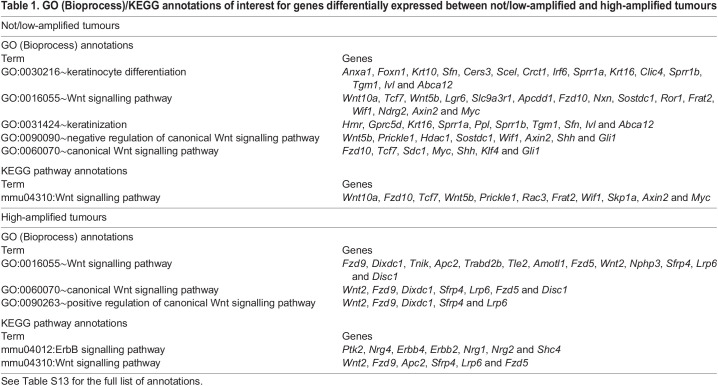
GO (Bioprocess)/KEGG annotations of interest for genes differentially expressed between not/low-amplified and high-amplified tumours

In mice, the EDC is located on chromosome 3. Therefore, the relative expression levels of the differentially expressed genes located on chromosome 3 were plotted against their genomic locations (Fig. 4A). 

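On chromosome 3, edgeR called S100a14 and Mrpl9 higher in the not/low-amplified tumours and Col11a1, Tmem154 and Lppr4 higher in the high-amplified tumours, the last 3 genes named after their values were seen. Mrpl9 (ENSMUSG00000028140), from 94443318 to 94451130 and so just beyond the EDC, encodes a mitochondrial ribosomal protein. It had 972 ± 293 (SD, n = 3) normalized counts in the not/low-amplified and 342 ± 36.5 (SD, n = 5) in the high-amplified tumours, a log2 fold change of −1.49 (standard error 0.26, adjusted p = 0.0377, edgeR's quasi-likelihood test). All 16 genes annotated in the expanded part of Fig. 4A were more than 2-fold higher in the not/low-amplified tumours. Their log2 fold changes lay between −12.3 and −1.26 in edgeR's fit without the filter on counts. Of the 16, 7 passed the filter and DESeq2 called all 16.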

Notably, the genes on this chromosome that are upregulated in the not/low-amplified tumours, cluster to the EDC in a location just proximal to the 1×10^9^ base position, supporting the model that squamous metaplasia in ASQC tumours is driven by coordinated activation of the EDC.

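Of the 43 EDC genes with at least 10 normalized counts in some tumour, 39 were highest in an ASQC tumour and 35 were higher in both ASQC tumours than in every AC(NST) tumour, against 3.57% of genes by chance. Only 4 were higher in every not/low-amplified than in every high-amplified tumour, against 1.79% by chance. Rptn (ENSMUSG00000041984), which encodes repetin, had normalized counts of 8180 in MS1210.1 and 3066 in MS1349.1 and at most 2.38 in any AC(NST) tumour, MS1166.1 included. Tchh (ENSMUSG00000052415), which encodes trichohyalin, had 3292 and 15830 in these 2 tumours, 7.14 in MS1166.1 and at most 57.2 in the high-amplified tumours. S100a14 (ENSMUSG00000042306), from 90526856 to 90528837, was an exception, with 6416 and 2662 in the ASQC tumours, 1508 in MS1166.1 and 79.4 ± 36.2 (SD, n = 5) in the high-amplified tumours. It was the 1 gene of the 11 tested that was called higher in the not/low-amplified tumours (log2 fold change −5.45, standard error 0.62, adjusted p = 0.0175, edgeR's quasi-likelihood test), an odds ratio of 20.8 for EDC genes among the 68 genes called higher in these tumours (Fisher's exact test, two-sided, p = 0.0522; genes are not independent replicates). Of the alternatives that compare the tumours by amplification status, the one with the smallest p was DESeq2, which called 17 of 33 EDC genes tested (odds ratio 22.2, p = 1.19e-14, same exact test; this alternative was chosen after seeing the data). The Sprr2 and Lce genes of the EDC are near-identical copies, and their counts are uncertain since only reads with a unique position were kept.

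**Figure D4:**
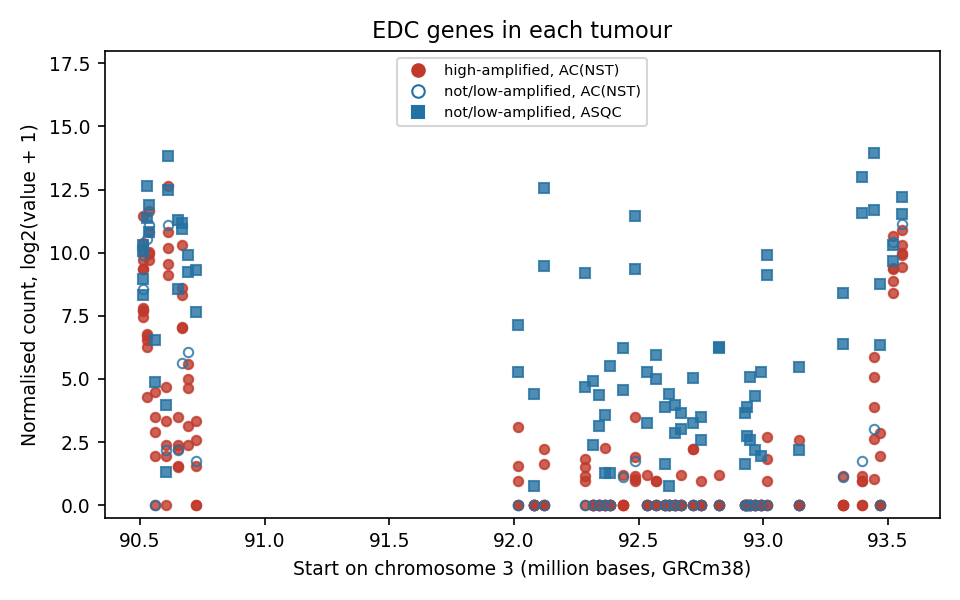
Normalized counts (y-axis, log2 of count + 1) of the EDC genes that reached at least 10 normalized counts in some tumour, by start position on chromosome 3 (x-axis, Mb, GRCm38), 1 point per gene and tumour. Squares are the 2 ASQC tumours, open circles the not/low-amplified AC(NST) tumour and filled circles the 5 high-amplified tumours.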

**Fig. 4.**
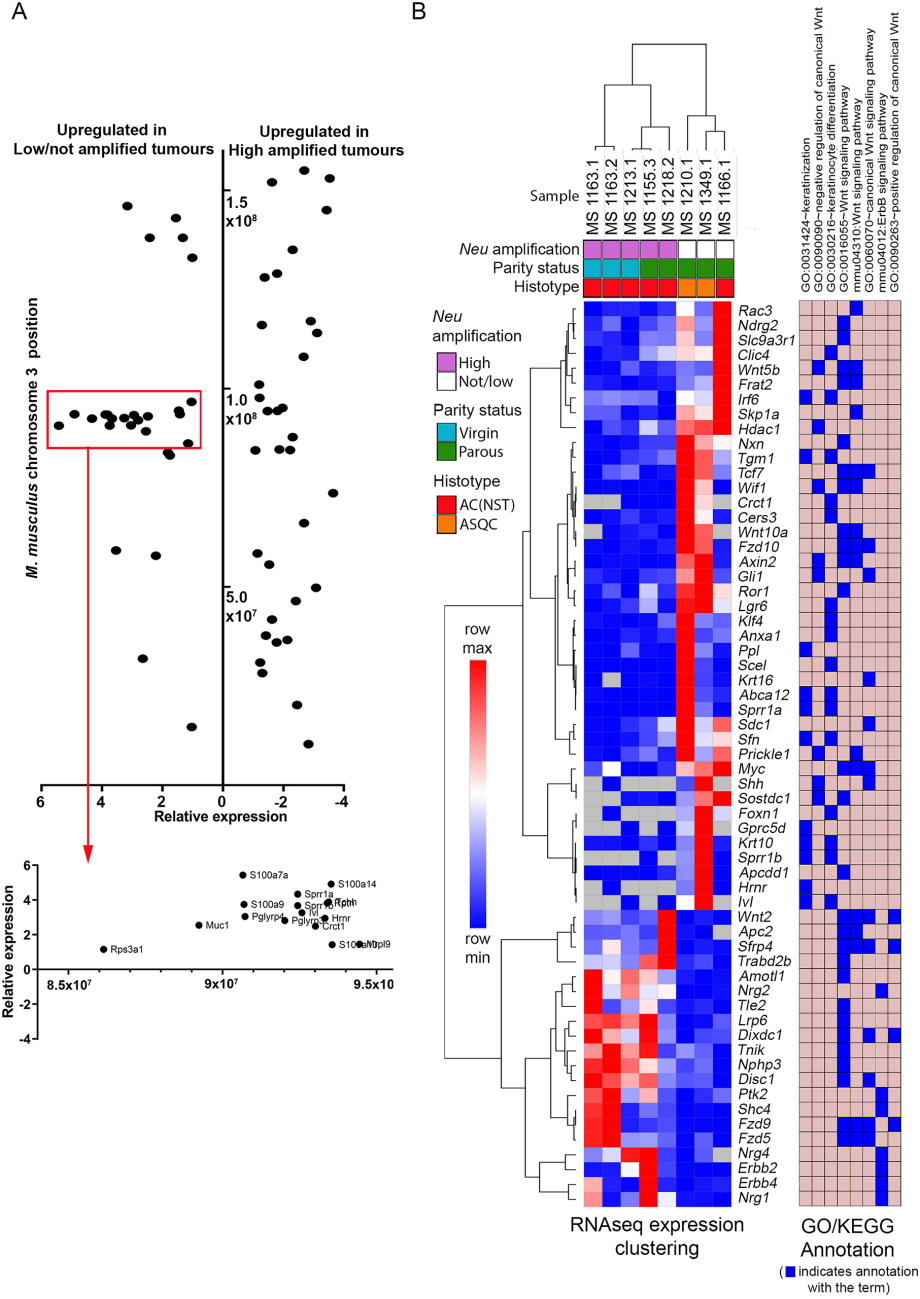
***Neu* amplification status is associated with differential WNT signalling and activation of the epidermal differentiation cluster.** (A) Log2 relative expression of genes on *M. musculus* chromosome 3 significantly differentially expressed between not/low-amplified and high-amplified tumours. Genes are plotted by their relative expression levels (*x*-axis) and their chromosomal location (*y*-axis) (Table S14). A cluster of genes is highly expressed in the not/low-amplified tumours immediately before base position 1×10^8^ (red rectangle), suggesting co-regulation. This region is expanded below and the genes annotated. This is the epidermal differentiation cluster, and includes genes associated with epithelial keratinization. (B) Unsupervised hierarchical clustering of Log2 FPKM data for genes of interest identified by functional annotation (mmu04310:Wnt signalling pathway, GO:0016055∼Wnt signalling pathway, GO:0060070∼canonical Wnt signalling pathway, GO:0090090∼negative regulation of canonical Wnt signalling pathway, GO:0090263∼positive regulation of canonical Wnt signalling pathway, mmu04012:ErbB signalling pathway, GO:0030216∼keratinocyte differentiation and GO:0031424∼keratinization) (see Table 1). *Neu* amplification status (by qPCR), parity, histotype are indicated. The GO/KEGG annotations of each gene are indicated.

### High- and not/low-amplified tumours express different patterns of WNT signalling-associated genes

The enrichment of WNT signalling-related KEGG/GO terms in the set of differentially expressed genes (Table 1) was of interest, as WNT signalling is an important regulator of mammary epithelial development (Jarde and Dale, 2012). 

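In Table 1 the term mmu04310 (Wnt signalling pathway) holds 6 genes higher in the high-amplified and 11 higher in the not/low-amplified tumours, the GO term of the same name 13 and 15, and the GO term canonical Wnt signalling pathway 7 and 7. None of the 3 terms has a gene in both lists (0 genes shared), which follows from the assignment of each gene to the group in which it is higher. Over all WNT terms together there are 13 genes higher in the high-amplified and 23 higher in the not/low-amplified tumours, of which 12 and 16 did not overlap between the groups. EdgeR called 0 of the 13, all of which had an unadjusted p-value under 0.05, and 4 of the 23 (Axin2, Nxn, Frat2 and Rac3). Axin2 (ENSMUSG00000000142; chromosome 11, 108920349 to 108950783), a target and inhibitor of canonical WNT signalling, had 3306 ± 2619 (SD, n = 3) normalized counts in the not/low-amplified and 104 ± 49.6 (SD, n = 5) in the high-amplified tumours, a log2 fold change of −4.98 (standard error 0.78, adjusted p = 0.0296, edgeR's quasi-likelihood test). Nxn fell by 2.18 on the log2 scale in the high-amplified tumours (standard error 0.31, adjusted p = 0.0283, edgeR).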

Intriguingly, the annotations mmu04310:Wnt signalling pathway, GO:0016055∼Wnt signalling pathway and GO:0060070∼canonical Wnt signalling pathway were enriched in both the high- and not/low-amplified tumours, but the genes annotated by those two terms were different (Table 1)*.* To better understand WNT signalling-associated gene expression in the high- and not/low-amplified tumours, the tumour samples were analysed by unsupervised hierarchical clustering of the expression levels of the genes annotated by the mmu04310, GO:0016055, GO:0060070, GO:0090090 and GO:0090263 WNT-associated KEGG/GO terms. Also included in the analysis were the mmu04012:ErbB signalling pathway, GO:0030216∼keratinocyte differentiation and GO:0031424∼keratinization genes: a total of 61 genes.

This analysis (Fig. 4B) confirmed that the high- and not/low-amplified tumours had distinct patterns of expression of WNT-associated genes. 

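Average-linkage clustering of the 8 tumours on the normalized counts of all 61 genes set the 2 ASQC tumours apart from the 6 AC(NST) tumours, so that MS1166.1, the not/low-amplified AC(NST) tumour, fell among the high-amplified tumours (adjusted Rand index with amplification status 0.505). Normalized counts per gene were used here, without division by gene length.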

Not only were different subsets of the mmu04310:Wnt signalling pathway, GO:0016055∼Wnt signalling pathway and GO:0060070∼canonical Wnt signalling pathway gene sets associated with the different tumour classes, but also genes annotated by the term GO:0090090∼negative regulation of canonical Wnt signalling pathway were associated with not/low-amplified tumours, while genes annotated by the term GO:0090263∼positive regulation of canonical Wnt signalling pathway were associated with high-amplified tumours. 

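The 8 genes annotated to negative regulation of canonical Wnt signalling were Wnt5b, Prickle1, Hdac1, Sostdc1, Wif1, Axin2, Shh and Gli1. In edgeR's fit without the filter on counts, their log2 fold changes lay between −6.57 and −1.06. Of these genes, 7 passed the filter and 6 did not overlap between the groups. The 5 genes annotated to positive regulation of this signalling were Wnt2, Fzd9, Dixdc1, Sfrp4 and Lrp6. Their log2 fold changes in the same fit lay between 1.05 and 5.51, and none overlapped between the groups. Sfrp4 had 126 ± 96.0 (SD, n = 5) normalized counts in the high-amplified and 10.4 ± 6.70 (SD, n = 3) in the not/low-amplified tumours, a log2 fold change of 3.59 (standard error 0.81, adjusted p = 0.0670, edgeR's quasi-likelihood test). Sostdc1 had a log2 fold change of −5.13 (standard error 1.10, adjusted p = 0.0587, edgeR).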

Importantly, repeating this analysis with the keratinocyte and ERBB2 pathway-associated genes excluded resulted in the same clustering pattern (Fig. S6C), confirming that the pattern of expression of WNT-associated genes does distinguish between the tumour classes.

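With the 36 WNT-associated genes alone, the 2 clusters were the 5 high-amplified and the 3 not/low-amplified tumours, an adjusted Rand index of 1. Complete linkage with Euclidean distance, linear values and values per kilobase of exon, the last chosen after seeing the data, left this index at 1. The 36 genes had been chosen for a difference between the groups. Of 1000 random lists of 36 genes, 18.7% gave the same 2 clusters (median index 0.172), as did 20.4% of lists of 35 genes matched on mean expression. From the clusters formed with and without the keratinocyte and ERBB2 genes, the paper concludes that WNT-associated expression separates the tumour classes.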

### ASQC tumours have activated canonical WNT signalling

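Scores for the branches of the pathway were computed from lists of genes written before the counts were seen, as the mean of each gene's z-scored log2 normalized count. For 18 target genes of canonical WNT signalling, the score was −0.307 ± 0.196 (SD, n = 5) in the high-amplified and 0.512 ± 0.753 (SD, n = 3) in the not/low-amplified tumours, a difference of −0.820 (exact permutation test, two-sided, p = 0.054 over 56 splits). The list holds Axin2, Tcf7, Wif1, Lgr6 and Apcdd1, which are also in Table 1. It was 0.709 in MS1210.1 and 1.15 in MS1349.1 (ASQC) but −0.320 in MS1166.1 (AC(NST)), within the range of the high-amplified tumours, from −0.505 to −0.073. For 23 planar cell polarity genes, the score was −0.002 ± 0.131 (SD, n = 5) against 0.004 ± 0.352 (SD, n = 3), a difference of −0.006 (p = 0.946, same exact test). The alternative that moved the canonical difference most on this scale was AC(NST) tumours alone, among which it was 0.013 (a value without a test, since 1 of them is not/low-amplified). With unscaled log2 values, on another scale, it was −1.76 (p = 0.071, same exact test), and the planar cell polarity difference changed its sign, to 0.185 (p = 0.518, same exact test).

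**Figure D5:**
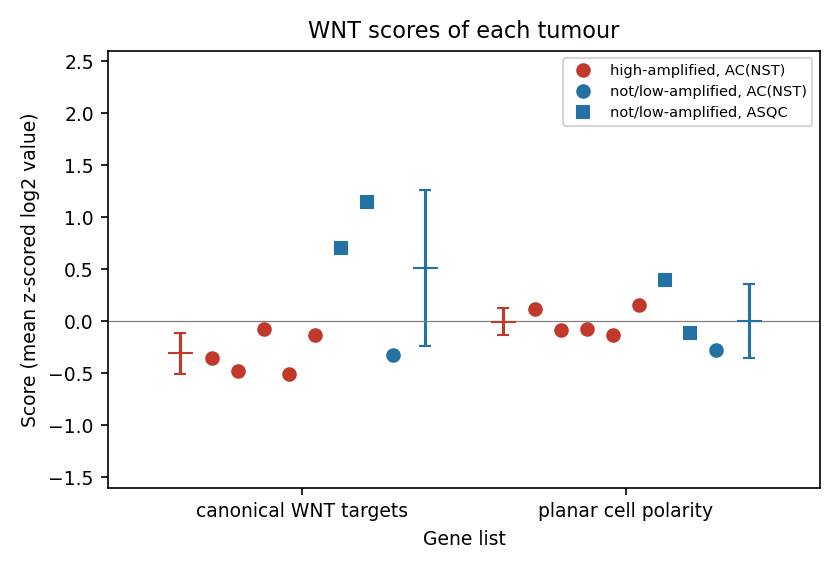
Mean z-scored log2 normalized count (y-axis) of 18 canonical WNT target genes and 23 planar cell polarity genes (x-axis), 1 point per tumour, with mean and SD of the 5 high-amplified and 3 not/low-amplified tumours. For the canonical targets, the 2 ASQC tumours (squares) are at 0.709 and 1.15 and the not/low-amplified AC(NST) tumour is at −0.320.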

The WNT pathway-associated genes differentially expressed between not/low-amplified and high-amplified tumours suggest different branches of the WNT signalling pathway were being activated in these tumours. The two main WNT pathways are the canonical signalling pathway, characterized by the role of β-catenin as a nuclear transcription factor driving gene expression changes, and the non-canonical or planar cell polarity pathway, which regulates the actin cytoskeleton and is an important regulator of collective cell migration in tumour metastasis (VanderVorst et al., 2019). At face value, the association of GO:0090090 (negative regulation of canonical Wnt signalling pathway) with not/low-amplified tumours and GO:0090263 (positive regulation of canonical Wnt signalling pathway) with high-amplified tumours makes clear which pathway is active in each tumour class. However, regulation of WNT signalling pathways is highly complex. There are 19 mammalian WNT ligands interacting with one or more of ten mammalian FZD receptors (Najdi et al., 2012; Voloshanenko et al., 2017; Wang et al., 2016), and several co-receptors, as well as activation of feedback loops and interactions with other signalling pathways. WNT2 can activate both canonical and non-canonical WNT signalling (Mazzotta et al., 2016; Najdi et al., 2012), while FZD5 and FZD9, both of which are expressed in the high-amplified tumours, activate different branches of the pathway (FZD5 the canonical pathway and FZD9 the non-canonical pathway) (Wang et al., 2016). Furthermore, WIF1 (WNT-inhibitory factor 1) is a secreted inhibitor of canonical WNT signalling and, therefore, although annotated as a negative regulator of the pathway and found in the not/low-amplified tumours (Table S14), it is also a target gene of canonical WNT signalling, acting as part of a negative-feedback loop. 

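Wnt2 (ENSMUSG00000010797; chromosome 6, 17988940 to 18030585) had 56.2 ± 50.2 (SD, n = 5) normalized counts in the high-amplified and 5.54 ± 4.08 (SD, n = 3) in the not/low-amplified tumours, a log2 fold change of 3.31 (standard error 0.89, adjusted p = 0.0867, edgeR's quasi-likelihood test). With MS1218.2 grouped as not/low-amplified its sign changed, to −0.24 (adjusted p = 0.906, edgeR). Fzd5 (ENSMUSG00000045005; chromosome 1, 64730558 to 64737751) was expressed in both groups, at 2221 ± 1291 (SD, n = 5) and 626 ± 352 (SD, n = 3) normalized counts, a log2 fold change of 1.83 (standard error 0.55, adjusted p = 0.107, edgeR). Fzd9 (ENSMUSG00000049551; chromosome 5, 135248938 to 135251230) had 182 ± 190 (SD, n = 5) against 3.73 ± 2.29 (SD, n = 3), a log2 fold change of 5.51 (standard error 1.25, adjusted p = 0.0662, edgeR). Each of the 3 genes was higher in every high-amplified tumour than in every not/low-amplified tumour, and DESeq2 called each (adjusted p = 0.00144, 0.0137 and 1.81e-06 respectively).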

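Wif1 (ENSMUSG00000020218) lies on chromosome 10 from 121033960 to 121100650. Its normalized count was 1507 in MS1210.1 and 931 in MS1349.1 (ASQC), 4.76 in MS1166.1 (AC(NST)) and 8.86 ± 10.4 (SD, n = 5) in the high-amplified tumours, so that the groups overlapped. The log2 fold change was −6.57 (standard error 1.45, adjusted p = 0.0641, edgeR's quasi-likelihood test; DESeq2, adjusted p = 0.00106).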

Its expression indicates activity of the canonical pathway.

Given this complexity, to directly determine in which tumour type canonical WNT signalling was active, we assessed nuclear β-catenin staining and measured expression of canonical WNT target genes [*Myc*, *Tcf7*, *Axin2* and *Wif1*] by quantitative real-time RT-PCR (qrtPCR) in AC(NST) and ASQC tumours of the *BlgCre-NeuKI* cohort. Nuclear β-catenin staining was highly significantly (*P*<0.001) associated with ASQC tumours (Fig. 5A,B), although there was no significant difference in levels of *Ctnnb1* gene transcription between the histotypes (Fig. 5C). Interestingly, the single AC(NST) tumour in which nuclear β-catenin staining was observed (MS1217-1) had relatively low levels of *Neu* amplification by qPCR (3.2-fold; Fig. 3A). There was no difference in *Myc* expression between AC(NST) and ASQC tumours; however, expression of *Tcf7*, *Axin2* and *Wif1* were all significantly (*P*<0.01) elevated in ASQC tumours (Fig. 5D; detailed results provided in Table S15). Canonical WNT signalling is, therefore, activated in the ASQC histotype and not in the AC(NST) histotype. The non-canonical pathway is likely activated in the latter.

**Fig. 5.**
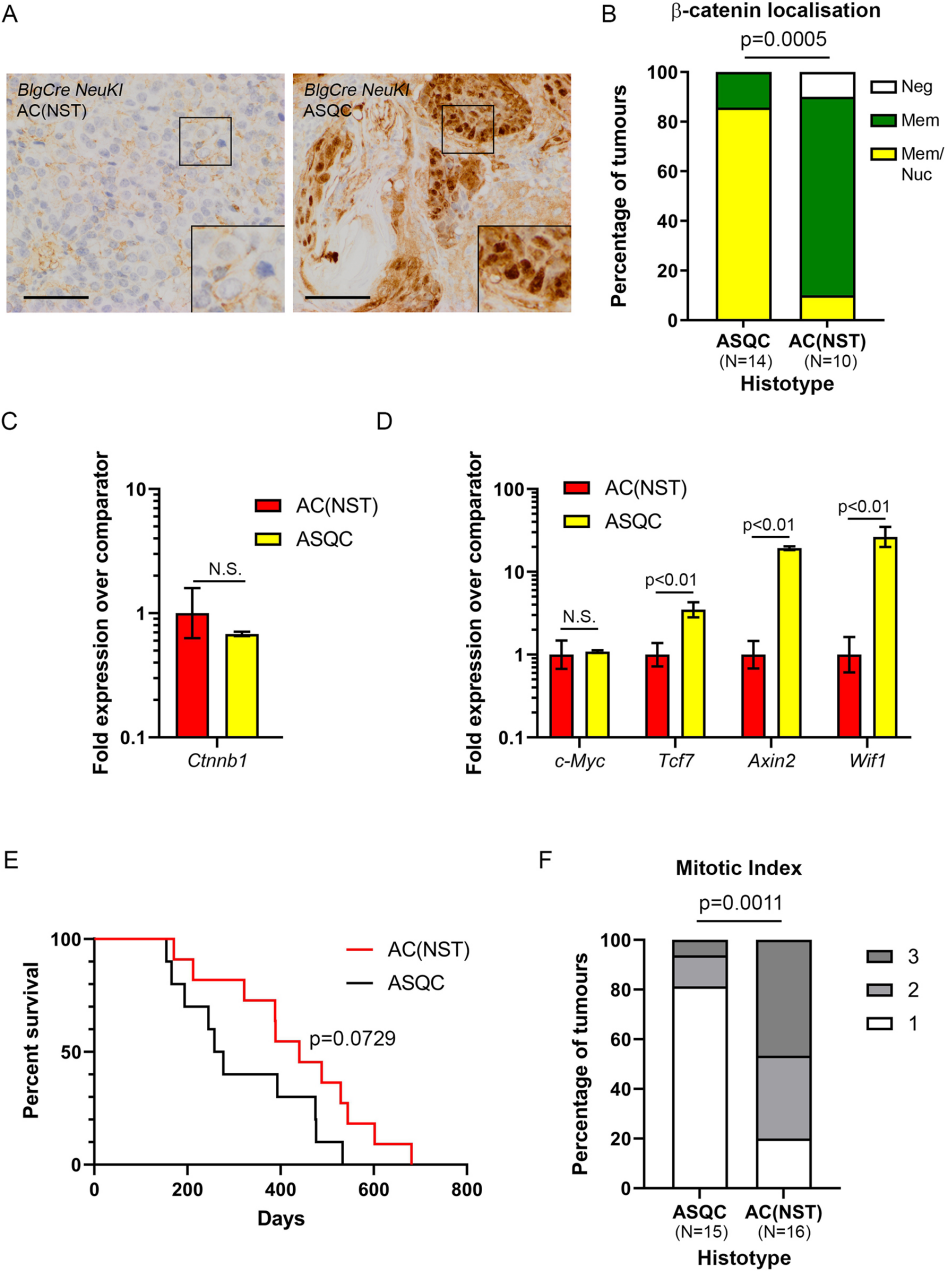
**Canonical WNT signalling is activated in ASQC tumours.** (A) Representative examples of membrane and nuclear β-catenin localization in AC(NST) and ASQC tumours. Scale bars: 50 µm. (B) Quantitation of β-catenin localization. *P*=0.0005 (Fisher's exact test of the proportion of tumours with nuclear staining versus no nuclear staining/no staining). (C) qrtPCR analysis of *Ctnnb1* gene expression [mean fold expression±95% confidence intervals relative to the AC(NST) cohort; *n*=8 AC(NST) and *n*=6 ASQC tumours, three technical replicates of each tumour; significance determined from confidence intervals (Cumming et al., 2007)]. (D) qrtPCR analysis of canonical WNT target gene (*Myc*, *Tcf7*, *Axin2* and *Wif1*) expression [mean fold expression±95% confidence intervals relative to the AC(NST) cohort as for C]. (E) Kaplan–Meier survival curves for *BlgCre-NeuKI* mice according to tumour histotype. Only mice with one or more ASQC tumours (*n*=10 animals), or one or more AC(NST) tumours (*n*=11 animals) were included. Mice with AME tumours, non-mammary epithelial tumours or that developed multiple tumours of different histotypes were excluded. *P*=0.0729 by Log-Rank test. (F) Comparison of mitotic index in 15 ASQC and 16 AC(NST) tumours from *BlgCre-NeuKI* mice. Fisher's exact test of proportion of tumours with grade 1 mitotic index versus tumours with grade 2 or 3 mitotic index as defined by the WHO breast cancer classification criteria (Lakhani et al., 2012). N.S., not significant.

To assess the significance of elevated expression of canonical WNT target genes in human HER2 breast cancer, the KM plotter resource (Nagy et al., 2018) was used to mine relapse-free survival data for unselected human breast cancers, for HER2-amplified breast cancers and for HER2-non-amplified breast cancers stratified according to *MYC*, *TCF7*, *AXIN2* and *WIF1* expression (Fig. S7). The results show that high expression of *TCF7*, *AXIN2* and *WIF1* all predict shorter relapse-free survival (RFS) in HER2-amplified breast cancer, but longer RFS in HER2-non-amplified disease. Interestingly, the pattern is reversed for *MYC* expression. Although RFS in human disease cannot be directly correlated with survival curves for mouse tumour models, these findings suggested that expression of canonical WNT target genes in the mouse tumours might be associated with differences in survival. We had already shown that parity in the *BlgCre-NeuKI* cohort was associated with a slightly shorter median survival compared with virgin animals, although this was of borderline significance (Fig. 1C). We had also shown that the ASQC phenotype (in which canonical WNT signalling is active) was associated with parity (Fig. 1F). Therefore, we directly tested whether animals that developed only ASQC phenotype tumours had a difference in survival compared with animals that developed only AC(NST) tumours. ASQC tumour-bearing animals had a shorter median survival of 267 days compared with AC(NST) animals with a median survival of 440 days (Fig. 5E), although this was not significant. However, these curves are based on the time at which mice had to be euthanized because the tumours reached specified size limits. They do not reflect growth rates of the tumours. Indeed, comparison of mitotic index scores, based on the World Health Organization (WHO) breast tumour grading guidelines, demonstrate that ASQC tumours had a significantly lower mitotic index than AC(NST) tumours (Fig. 5F). This suggests that ASQC tumours had an earlier onset than AC(NST) tumours but grew more slowly; therefore, the overall survival of the animals with the tumours was not significantly different.

Therefore, unlike our previous analyses of the sensitivity of different mammary epithelial cell populations to loss of *Brca1*, *Brca2*, *Pten* and *p53*, the basal mammary epithelial layer is less sensitive to transformation by activation of the *NeuKI* allele, whereas the luminal ER^−^ mammary epithelial cells are more sensitive. Activation of the allele in luminal cells in virgin animals tends to generate AC(NST) tumours associated with high locus amplification. In contrast, in parous animals, activation tends to generate ASQC tumours with lower levels of locus amplification and activation of both the EDC and canonical WNT signalling. ASQC tumours tend to occur earlier than AC(NST) tumours, but grow more slowly. The key features of the different models we describe here are summarized in Table 2.

**Table 2.**
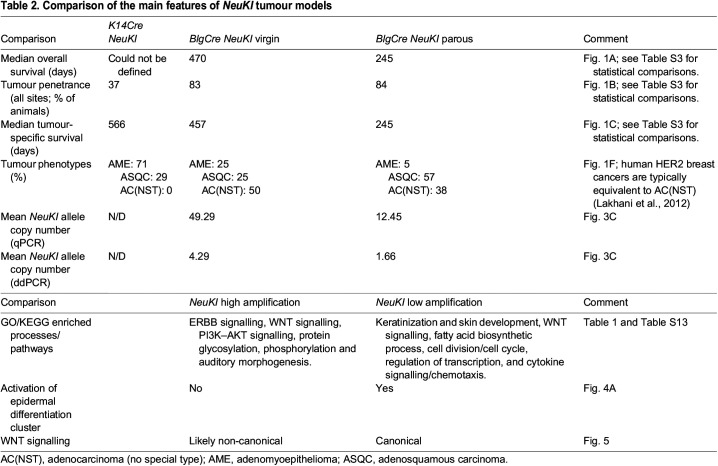
Comparison of the main features of *NeuKI* tumour models

## DISCUSSION

Use of *MMTV*-*Neu* mouse models has been key in identifying many of the genetic and molecular events that control *HER2*-induced breast cancer progression (Bouchard et al., 1989; Muller et al., 1988). Both wild-type (*NeuN*) and activated (*NeuNT*) forms of Neu have been used; however, both drive rapid tumour formation as a result of the activity of a strong exogenous promoter, rather than amplification of the genomic locus, as occurs in the human disease (Jacot et al., 2013). In contrast, when *NeuNT* was knocked into the endogenous *Erbb2* locus, and therefore expressed under the control of the endogenous promoter, *MMTV-Cre*-dependent activation of expression resulted in mammary hyperplasia and the formation of focal tumours after a long latency (over 1 year) (Andrechek et al., 2000). Importantly, tumour formation in this system was associated with *Erbb2/NeuNT* locus amplification (Andrechek et al., 2000) by an unknown mechanism. Tumours from the *MMTV-Cre NeuNT* Knock-In (*MMTV-Cre NeuKI*) mouse model showed similar additional genomic abnormalities to *HER2*-initiated human breast cancer (Hodgson et al., 2005; Montagna et al., 2002). However, the target cell for tumour formation in both *MMTV-NeuN/NT* and *MMTV-Cre NeuKI* models has not been defined, and likely depends on which mouse line is used. These models have been unable, therefore, to contribute to our understanding of how cell-of-origin may affect HER2 amplification, tumour formation, phenotype and behaviour in humans.

We have previously demonstrated that tumour phenotypic heterogeneity is driven by a combination of the cell-of-origin and initiating genetic lesion, and that the ER^−^ luminal stem/progenitor population has the potential to be the origin of both TNBC-like and ER positive-like mammary tumours. To determine whether cell-of-origin also affects development and phenotype of HER2-amplified tumours, we used our cell type-targeted promoter approach to activate the *NeuNT* allele in either basal or luminal ER^−^ mammary epithelial populations. In contrast to our previous studies in which *Brca1*, *Brca2*, *Pten* and *p53* were conditionally deleted in these populations (Melchor et al., 2014; Molyneux et al., 2010), we found that the basal mammary epithelium is less sensitive to transformation by *NeuKI* activation than the luminal epithelium. This demonstrates that at least one reason for distinct organ tumour tropisms associated with specific somatic or germline mutations is that individual cell types are differentially sensitive to transformation by different genetic lesions. The reason that luminal ER^−^ cells are sensitive to *NeuKI* activation is not clear, but we suggest it is, at least in part, due to the role of WNT signalling in mammary development/pregnancy and interactions between these two pathways.

During early mammary development and the ductal elongation, which occurs during puberty, the most highly expressed mammary WNTs are WNT2 (which can activate both canonical and non-canonical signalling) and WNT5A (non-canonical) (Weber-Hall et al., 1994), consistent with the role of non-canonical WNTs in planar cell polarity and the regulation of collective cell migration (VanderVorst et al., 2019). During pregnancy, there is a switch to the expression of canonical WNT4, WNT5B and WNT6 (Weber-Hall et al., 1994). The canonical pathway is typically associated with regulation of stem/progenitor cells, consistent with the activation of alveolar progenitors in preparation for milk production. We have previously demonstrated that strong activation of WNT signalling in organoid culture *in vitro* (by R-spondins) results in squamous metaplasia (Jarde et al., 2016). Here, our *in vivo* findings support this, with the ASQC tumour phenotype strongly associated with activation of canonical WNT signalling, triggered in this case by pregnancy. Pregnancy results in a spike of canonical WNT signalling within the mammary gland. Our findings suggest that, in the context of activation (but not amplification) of the *NeuKI* allele, this canonical WNT spike persists and becomes a chronic activity that leads to formation of tumours with squamous metaplasia. We suggest that in this system the canonical WNT and *NeuKI* allele-driven pathways are interacting at the level of β-catenin and Forkhead (FoxO) factors.

Transcription factors of the FoxO class have been characterized as positive transcriptional regulators of pro-apoptotic and cell cycle arrest genes (Stahl et al., 2002). In response to activation of PI3K–AKT signalling, nuclear FoxOs are phosphorylated and translocated out of the nucleus. Apoptosis is thus suppressed and cell cycle inhibition relieved, allowing proliferation. We propose a model in which activation of PI3K–AKT signalling by the *NeuNT* allele in virgin mice results in FoxO phosphorylation, translocation out of the nucleus, an increase in proliferation and protection from apoptosis. The stronger the NeuNT–PI3K–AKT signal, the more FoxO is excluded from the nucleus and the greater the increase in proliferation and protection from apoptosis. Hence, in a population of transformed cells, the greatest ‘fitness’ will be conferred on the clone with the strongest activity of the NeuNT–PI3K–AKT pathway. Therefore, clones in which the *NeuNT* locus has been amplified will emerge and dominate the tumour, as seen in virgin/amplified/AC(NST) tumours.

WNT and FoxO signalling are normally considered mutually inhibitory antagonistic pathways. For example, canonical WNT pathway activity shifts FOXO1 from a nuclear to a cytoplasmic location in an AKT-dependent manner, although how AKT is activated by canonical ligand activity remains unclear (Sreekumar et al., 2017). However, in colon cancer it has been reported that nuclear β-catenin and nuclear FoxO cooperate to promote tumour invasion and metastasis. Indeed, it was observed that if AKT activity was inhibited pharmacologically, the resultant increase in nuclear FoxO protein promoted cell invasion. Thus, in the context of an active canonical WNT signal, nuclear FoxO can switch from being a tumour-suppressing factor to a tumour-promoting factor. Therefore, the genomic variations observed in our mouse model are likely to result from changes in selection pressure on clonal populations arising from differences in the order in which WNT and NeuNT signalling are activated. If strong canonical WNT signalling occurs (e.g. during pregnancy) when NeuNT has been activated but prior to expansion of a *NeuNT*-amplified clone, this would allow tumour-promoting levels of β-catenin and FoxO to accumulate in the nucleus. In this case, if *Neu* were amplified it would boost the PI3K–AKT signal, drive FoxO out of the nucleus and, in the context of canonical WNT signalling, decrease fitness. Thus, in this context, expansion of a highly amplified clone would be selected against. Assessment of a time course of *Erbb2/Neu* expression and amplification as the luminal mammary epithelium progresses from normal, through preneoplasia to the neoplastic state, in both virgin and parous animals, would enable these processes to be better delineated.

Although we suggest that the emergence of *NeuNT* amplified or not/low-amplified clones depends on the outcome of interaction between WNT and FoxO signalling, it is unclear from our findings whether the WNT signal is itself directly driving locus amplification. *Erbb2/Neu* amplification is likely a result of oncogene-induced replicative stress. This is characterized by inappropriate replication origin licencing/firing leading to collisions between the replication fork and transcriptional machinery, resulting in replication fork stalling and collapse, and the formation of double-stranded DNA breaks (Hills and Diffley, 2014). This increase in genomic instability results in junctions forming between chromosomes, which resolve during cell division to create ‘neochromosomes’ – so-called chromoanasynthesis events – that are susceptible to focal amplification. Chromoanasynthesis has been demonstrated to be a mechanism of *ERBB2* amplification (Vasmatzis et al., 2018).

A distinct feature of ASQC tumours is activation of the EDC, a group of co-regulated genes for proteins required for keratinization of skin cells to form the protective barrier of the epidermis. Co-regulated gene clusters are typically under the control of ‘super-enhancer’ genetic elements and an H3K27ac chromatin immunoprecipitation with sequencing (ChIP-seq)-based catalogue identified super-enhancers associated with epidermal development in the mammary epithelium (Hnisz et al., 2013). In keratinocyte precursors and differentiated keratinocytes, super-enhancer elements are highly enriched in ΔNp63-binding sites (Cavazza et al., 2016). ΔNp63 is a key transcriptional regulator typically expressed in basal layers of stratified epithelia, such as the epidermis, the prostatic epithelium, the myoepithelial cells of the mammary gland and the basal-like cell compartment, which is seen in AME phenotype tumours. Expression of ΔNp63 is regulated by a complex network of well-known developmental pathways (in particular NOTCH, canonical WNT, Hedgehog, FGFR2 and EGFR signalling), often with complex negative- and positive-feedback loops, which are characteristic of systems that establish and maintain tissue boundaries (reviewed by Yoh and Prywes, 2015). ΔNp63 expression is one of the diagnostic features of metaplastic adenosquamous tumours in the mouse and also in the human (Tse et al., 2006), with strong ΔNp63 nuclear positivity seen in regions undergoing squamous metaplasia. Thus, we suggest that, in our system, canonical WNT and ERBB2 pathway activation combine to strongly activate ΔNp63, which in turn activates the EDC and drives the squamous metaplastic phenotype. It may be that a lower level of ΔNp63 activity drives cells into a basal epithelial lineage without activation of the EDC, instead resulting in the formation of an adenomyoepithelioma. Differences in the regulation of ΔNp63 between the mammary epithelium of the mouse and human may underlie the differences in frequency of breast tumours with adenomyoepithelial and adenosquamous features between the two species.

Although adenosquamous tumours of the breast are rare in humans, tumours with a squamous histotype are common in other body sites, e.g. the lung, prostate, pancreas and skin. Notably, dysregulated WNT signalling has been previously linked with overproliferative skin diseases of humans such as psoriasis (Gudjonsson et al., 2010), and activating WNT pathway mutations are important tumour drivers in human squamous cell carcinoma (SCC) (Lee et al., 2014). Furthermore, upregulation of putative WNT transcriptional targets has been demonstrated in feline oral SCCs (Giuliano et al., 2016) and the murine SCC model is WNT driven (Malanchi et al., 2008). Therefore, it is likely that the WNT–ΔNp63–EDC–squamous metaplasia pathway is common across cancers and that tumours with a squamous phenotype should be considered for therapy that targets canonical WNT signalling. Notably, a recent study found that 44% of breast cancers showing squamous metaplasia had WNT pathway mutations, compared with 28% of triple-negative breast cancers of no special type (Piscuoglio et al., 2017).

In human HER2-non-amplified tumours, high expression of canonical WNT target genes was associated with better prognosis. This is consistent with the less aggressive phenotype of the non-*NeuKI* amplified, canonical WNT-active ASQC mouse tumours. Metaplastic adenosquamous human breast tumours, as a subset of triple-negative breast cancer, would be expected to fall within the HER2-non-amplified tumour definition, although their overall rarity means they would only make up a very small proportion of that group. In contrast, canonical WNT signalling was associated with more aggressive tumours in HER2-amplified disease in humans, whereas canonical WNT signalling was not upregulated in the HER2-amplified mouse tumours. This difference highlights the caveats of comparing mouse and human tumours, and the importance of recognizing that there are likely to be both similarities and differences in the fundamental biological mechanisms driving tumour formation in the two species.

The formation of sarcomas, both in the mammary gland and on the head/neck, was a unique feature of this model. The *BlgCre* allele used here was the same as we have previously used, with no evidence of any tumour formation outside the mammary gland until now. However, while *BlgCre* mainly targets the luminal ER− population (Molyneux et al., 2010), we cannot exclude low-level off-target activation in other tissues. If a particular off-target cell type is also particularly sensitive to the genetic lesion being induced in this manner, then a low-level background of tumours from other tissues will be seen. Potentially, mammary and head/neck mesenchymal cells are sensitive to activation of the *NeuKI* allele, but not to the other alleles we have previously used. Importantly, however, the *K14Cre* and *BlgCre* drivers we have used here are the same ones we have used in previous studies and therefore our results – in particular the difference in *K14Cre*-driven cohorts – are comparable.

Our study has limitations. No virgin ASQC samples were available for analysis of *Erbb2/Neu* amplification by qPCR for direct comparison to parous ASQC and virgin/parous AC(NST) samples (Fig. 3). We were however able to analyse amplification from three virgin ASQC samples by ddPCR (Fig. S2). For FFPE samples analysed by ddPCR, there is the potential that analysis of nucleic acids, which have been through FFPE processing and subsequent extraction, may be prone to artefacts. However, FFPE samples were likely to contain a high percentage of viable tumour cells (following H&E histology), although we do not know what percentage of tumour cells was in a piece of snap-frozen tissue. Unfortunately, no samples were available in which a direct comparison of analysis of *Erbb2* locus amplification had been carried out by all four approaches available to us: qPCR (snap-frozen samples), CNV-by-exome (snap-frozen samples), ddPCR (snap-frozen samples) and ddPCR (FFPE samples). Without this, it is difficult to determine whether any one approach is a source of systematic technical errors or sampling variation. These caveats must be considered when interpreting our results. Nevertheless, Fig. 3D shows that, for most samples that we were able to test using multiple methods (although all from snap-frozen tissue), the conclusions on *Erbb2/Neu* amplification were in broad agreement.

In summary, targeting of *Erbb2/Neu* activation to specific cell populations within the mouse mammary epithelium supports the role of luminal ER^−^ stem/progenitor cells as the cells of origin for most breast cancer subtypes: TNBC/‘basal-like’, luminal ER^+^ (Melchor et al., 2014; Molyneux et al., 2010) and now HER2^+^. In this model, reproductive history, *Erbb2/Neu* activation and WNT signalling all interact to drive tumour phenotype, and a key determinant of that phenotype is the activation status of the ΔNp63-regulated EDC, which underlies squamous metaplasia. These results add reproductive history to cell-of-origin and initiating genetic lesion as interacting factors that determine mammary tumour phenotypic heterogeneity. Importantly, our findings also suggest that cell type-specific intrinsic sensitivity towards the transforming potential of activated oncogenes (and potential tumour suppressor genes) is at least one mechanism underlying the propensity for different mutations to generate tumours in a specific range of tissues.

## MATERIALS AND METHODS

### Experimental mice

All procedures were conducted according to UK Home Office regulations and Animal Research: Reporting of *In Vivo* Experiments (ARRIVE) guidelines, and under the authority of appropriate licences following local ethical review by the Cardiff University Animal Welfare Ethical Review Body. Mice carrying the targeted *NeuKI* allele (see schematic in Fig. S1A) were kindly supplied by Prof. Margaret Frame (University of Edinburgh, UK) with permission from the originator (Prof. Bill Muller, McGill University, Montreal, Canada). Mice of two genotypes, *Krt14Cre-NeuKI* and *BlgCre-NeuKI*, were bred and maintained on a mixed FVB/C57Bl6 background. Some animals from each genotype were aged as virgin animals, others went through one or more pregnancies (full details of all animals used are provided in Table S1). *Cre* and *NeuKI* alleles were maintained as heterozygous loci; the non-recombined *NeuKI* locus is inactive and homozygosity of this allele is lethal. Genotyping primers and conditions are given in Table S2.

The well-established *MMTV-NeuNDL* mouse line (a kind gift from Don White, Institute of Cancer Research, London) (Siegel et al., 1999) was maintained to enable comparison with a widely used model of *HER2* disease driven purely by strong overexpression. For analysis of gene expression in wild-type mice, C57Bl6 animals were used. Wild-type and *MMTV-NeuNDL* mice have two functional endogenous *Erbb2* alleles, and the *MMTV-NeuNDL* mice have, in addition, rat-derived *Neu* transgenes driven by the *MMTV* promoter. In contrast, *Krt14Cre-NeuKI* and *BlgCre-NeuKI* mice have only a single functional endogenous *Erbb2* gene, as well as a single copy of the engineered *Neu* oncogene, expression of which is driven by the endogenous promoter but only when the *neo* STOP cassette is recombined (Fig. S1A). As the *NeuKI* allele is knocked into the endogenous *Erbb2* locus, once activated by CRE-dependent recombination of the *Flox-STOP-Flox* cassette, it is expressed under the control of the endogenous *Erbb2* promoter at physiologically comparable levels. It is not directly regulated by the *K14* or *Blg* promoters. In contrast, in the *MMTV-NeuNDL* mouse, *NeuNDL* is directly regulated by the strong *MMTV* promoter.

This study took place over an extended period of time, with samples being collected for the *NeuKI* cohorts between 2011 and 2015. Censored *K14Cre-NeuKI* animals were born later in this period, and we cannot definitively exclude genetic drift occurring in these mice over that time scale. It should be noted, however, that the *BlgCre* cohorts included animals born from 2010 to 2014; there was no obvious pattern to which animals in these cohorts developed tumours and which did not and were therefore censored.

### Flow cytometric isolation of mammary subpopulations

Single cells were prepared from fourth mammary fat pads of 10-week-old virgin female mice as described previously (Regan et al., 2012) and stained using anti-CD24-FITC (clone M/69 at 1.0 µg/ml; BD Biosciences; catalogue #553261), anti-Sca-1-PE (clone D7 at 1.0 µg/ml; eBioscience; catalogue #17-5981), anti-CD49f-PE-Cy5 (clone GoH3 at 5.0 µl/ml; BD Biosciences; catalogue #551129) and DAPI. Single-stained samples were used to set compensation values and establish cut-offs to define positive/negative populations. Basal mammary stem cells, basal non-stem cells, luminal ER^−^ cells and luminal ER^+^ cells were gated as previously described (Regan et al., 2012). Endogenous *Erbb2* expression in the different populations was analysed using a Taqman qrtPCR probe specific for the mouse transcript (Table S2).

### Histology and immunohistochemistry

Tumour tissue was fixed in ice-cold 4% neutral buffered formalin for 24 h before being processed into paraffin blocks according to standard procedures. Tissue sections (5 μm) were either stained using H&E for histological analysis, or were used for immunohistochemistry as described previously (Melchor et al., 2014). The following antibodies were used: anti-K14 (ab7800; 1:500; Abcam), anti-K18 (65028; 1/5; Progen Biotechnik), anti-ΔNp63 (ab735; 1:100; Abcam), anti-ERα (VP-E613; 1:500; Vector Labs), anti-PRA (hPAa7; 1:500; ThermoFisher Scientific), anti-PRB (αPR6; 1:75; Abcam), anti-β-catenin (clone 14; 1:200; BD Biosciences), anti-ERBB2/Neu (Ab-3 3B5 OP15; 1/500; Calbiochem) and anti-ERBB3 (B-3 Ab-7 2C3 MS-313-P0; 1:50; Neomarkers). Mouse tumour phenotyping, based on H&E appearance and on levels and staining patterns of ΔNp63, keratins, ER and progesterone receptor (PR), was carried out as previously described (Melchor et al., 2014; Molyneux et al., 2010) according to the WHO classification of tumours in the breast (Lakhani et al., 2012) by M.J.S. with support and advice from Professor Barry Gusterson (FRCPath, University of Glasgow, Western Infirmary, Glasgow).

### qrtPCR

Total RNA was isolated from tissues using Trizol (Life Technologies) or the RNeasy kit (QIAGEN) according to the manufacturer's protocol. One microgram of RNA was reverse transcribed using Quantitect (Life Technologies) according to the manufacturer's protocol. Gene expression analysis was carried out using TaqMan Universal PCR Mastermix according to the manufacturer's protocol (Applied Biosystems, Life Technologies). TaqMan probes (Table S2) were obtained from Taqman gene expression assays (Applied Biosystems). Data analysis was carried out using QuantStudio 7 (Applied Biosystems). Relative expression levels of target genes were calculated using the ΔΔC_t_ method as described previously (Kendrick et al., 2008) with *Actb*, *B2m* and *Gapdh* as the endogenous controls.

### ddPCR for CNV

DNA for ddPCR was extracted using the Gentra Puregene Tissue Kit (QIAGEN) as per the manufacturer's guidelines. Test samples were diluted to 300 ng/µl in RNase/DNase-free water, and CNV assays were prepared for partitioning by adding 300 ng of DNA per CNV assay probe (Table S2) to a restriction enzyme mix containing 0.01 U each of PacI, PsiI and MluI. Samples were incubated for 5 min at 37°C before chilling and addition of ddPCR buffer and reference probe. This mix was then aliquoted into PCR strips containing individual test probes and RNase/DNAse-free water to a total of 25 µl per sample. The partition mix was then transferred into the appropriate wells of a Bio-Rad droplet generation cartridge, followed by addition of droplet oil to respective wells, the cartridge gasket sealed and droplets generated using the Bio-Rad QX200 Droplet Generator. Droplets were subsequently transferred to a PCR plate for amplification consisting of one initial cycle of 95°C for 10 min followed by 40 cycles of 94°C for 30 s and 60°C for 1 min with a final denaturing step of 98°C for 10 min. Plates were then analysed within 1 h of droplet generation on a Bio-Rad QX200 droplet reader. Analysis was performed using the QuantaSoft Analysis program (Bio-Rad).

### Next-generation sequencing analysis

Ten *BlgCre-NeuKI* tumours with representative phenotypes were selected for RNAseq-based analysis of gene expression. Genomic DNA was isolated from the same ten tumours, together with matched spleens, for exome sequencing. Next-generation sequencing analysis was carried out by the Institute of Cancer Research Tumour Profiling Unit (Chester Beatty Laboratories, London, UK).

For RNAseq, genomic DNA was removed from 500 ng of total RNA using the genomic DNA eliminator column from RNeasy Plus Micro Kit (QIAGEN) and rRNA removed using RiboZero (Epicentre) following the manufacturer's instructions. Strand-specific libraries were created using NEBNext Ultra Directional RNA Library Prep Kit for Illumina and 20 ng of the rRNA-depleted RNA.

For ExomeSeq, genomic DNA (200-600 ng) was fragmented to 200 bp using a Covaris E Series and the resultant libraries were subjected to DNA Capture using SureSelect XT Mouse All Exon kit (Agilent, Stockport, Cheshire) following the manufacturer's instructions.

Final libraries from both RNAseq and ExomeSeq preparations were quantified using qPCR and clustered at a molarity of 14.5 pM; sequencing was performed on an Illumina HiSeq 2500 using 2×76 cycles of version 3 SBS chemistry. Raw and processed RNAseq and ExomeSeq data have been deposited at Gene Expression Omnibus (GEO) with the overall accession number GSE162348.

### Bioinformatic analysis of RNAseq data

Raw FASTQ sequence files were quality control checked using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). To estimate gene expression, reads were aligned to the mouse genome (build 38) using StarAlign (Dobin et al., 2013) with no more than three mismatches, and only uniquely mapped reads were permitted. Reads for which ratio of mismatches to mapped length was greater than 0.10 were also discarded. All other parameters were set to their defaults for unstranded alignment. The expression level, based on FPKM, of each gene present in the mouse GTF annotation (build 38) file downloaded from Ensembl (Yates et al., 2016) was estimated using Cufflinks (Trapnell et al., 2010) with library type defined as ‘fr-unstranded’. All other parameters were set to defaults. Read counts across each gene were calculated by HTSeq-count (Anders et al., 2015), and input to DESeq2 (Love et al., 2014) to detect differential expression. FPKMs from multiple samples were merged to generate a gene-by-sample matrix using a custom Perl script for input into downstream signature scoring algorithms.

Non-negative matrix factorization (NMF) was used to cluster tumour gene expression data. Only the most highly expressed and variable genes were chosen for clustering according to the following criteria: (mean FPKM+SD)>1.00 and CV>0.10, where CV=coefficient of variation. The underlying principle of NMF is dimensionality reduction in which a small number of meta-genes, each defined as a positive linear combination of the genes in the expression data, are identified and then used to group samples into clusters based on the gene expression pattern of the samples as positive linear combinations of these meta-genes. Using the R package NMF (Gaujoux and Seoighe, 2010), factorization rank *k* was chosen by computing the clustering for *k*=2-6 against 50 random initializations of both the actual and a permuted gene expression matrix, and selecting the *k* value achieving the largest difference between cophenetic correlation coefficients calculated from the actual and permutated data. For further visual confirmation of a sensible choice of *k*, consensus matrices were generated corresponding to different *k* values. To achieve stability, the NMF algorithm was then run against 200 perturbations of each gene expression matrix at the chosen value of *k*=3. 

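Stromal and immune cells in the tumours were assessed by the scores of 14 stromal and 13 immune genes, from lists written before the counts were seen. The stroma score was 1.59 in MS1218.2 and between −0.758 and 0.347 in the other 4 high-amplified tumours. The immune score was 1.25 in MS1218.2 and between −0.789 and 0.457 in the other 4. The 3 not/low-amplified tumours had stroma scores of 0.394, −0.602 and −0.949 and immune scores of 0.650, 0.261 and −1.30 (MS1210.1, MS1349.1 and MS1166.1). Between the groups, the stroma score differed by 0.617 (exact permutation test, two-sided, p = 0.375) and the immune score by 0.207 (p = 0.768, same exact test). The share of tumour cells itself was not computed here.

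**Figure D6:**
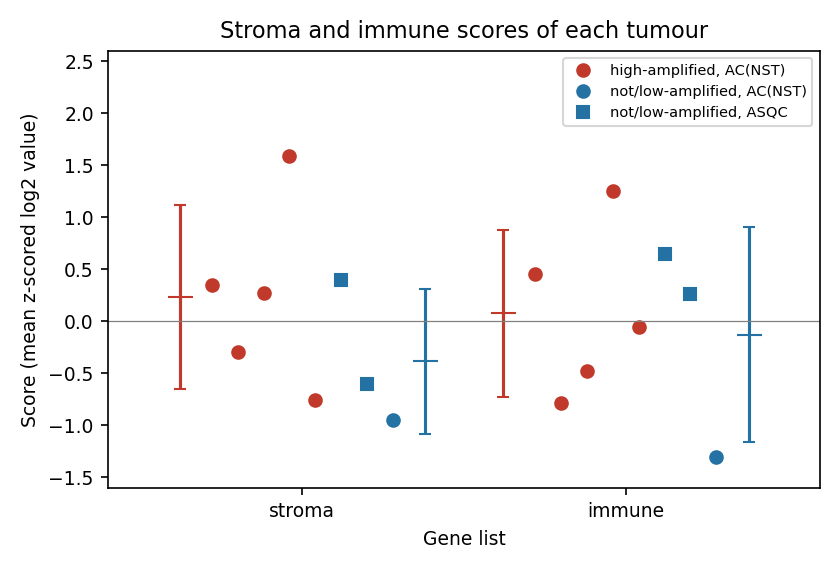
Mean z-scored log2 normalized count (y-axis) of 14 stromal and 13 immune genes (x-axis), 1 point per tumour, with mean and SD of the 5 high-amplified and 3 not/low-amplified tumours. The highest point of each list is MS1218.2, at 1.59 and 1.25.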

With the exception of sample MS1218.2, ESTIMATE analysis (Yoshihara et al., 2013) of the RNAseq data demonstrated that the samples had greater than 80% purity of tumour cells. Heatmaps were produced using the Broad Institute Morpheus tool, with default parameters for unsupervised hierarchical clustering.

### Mutation calling in ExomeSeq data

Read pairs were mapped against the mouse genome (build 38) using BWA ‘mem’ algorithm with default parameters (Li and Durbin, 2009). The resulting bam files were then pre-processed in preparation for somatic mutation detection using the Genome Analysis Toolkit (GATK) v3.5 best practice pipeline (Van der Auwera et al., 2013) and dbsnp version 144 in the base recalibration step (Sherry et al., 2001). MuTect v1.1.7 was then applied to compare the resulting bam files from tumour and matched normal tissue with call somatic mutations (Cibulskis et al., 2013). Mutations were annotated using the Ensembl Variant Effect Predictor (McLaren et al., 2016) using the canonical transcript, and non-silent protein coding mutations taken forward for further consideration.

### Copy number profiling using ExomeSeq data

Read pairs were mapped against the mouse genome (build 38) using BWA ‘mem’ algorithm with default parameters (Li and Durbin, 2009). Duplicate reads were removed, as were reads achieving mapping quality below 37. Depth of coverage at each position of all exons annotated according to the UCSC Genome Browser was calculated using GATK ‘DepthOfCoverage’ tool (Van der Auwera et al., 2013), and the resulting tumour and normal profiles input to ExomeCNV R package using default parameters (Sathirapongsasuti et al., 2011). Gene level log2 copy number ratios were then parsed using custom Perl scripts, with gains achieving log2 ratio >4.00, and losses <−2.50 taken forward for further consideration.

### Statistics

Statistical analysis was carried out in GraphPad Prism. Significance of survival curves was determined using Log Rank Mantel–Cox test and the Gehan–Breslow–Wilcoxon test. Statistics for differences between tumour numbers per animal used the Mann–Whitney test. Comparison of *Neu* amplification status used two-tailed *t*-test with Welch's correction on Log10-transformed values. Significance of gene expression differences analysed by qrtPCR were determined from 95% confidence intervals (Cumming et al., 2007).

## Supplementary Material

Supplementary information

# Supplementary material for: Reproductive history determines Erbb2 locus amplification, WNT signalling and tumour phenotype in a murine breast cancer model
**Source:** Dis Model Mech. 2021 May 18;14(5):dmm048736. doi: 10.1242/dmm.048736
**Supplement:** Supplementary information

A

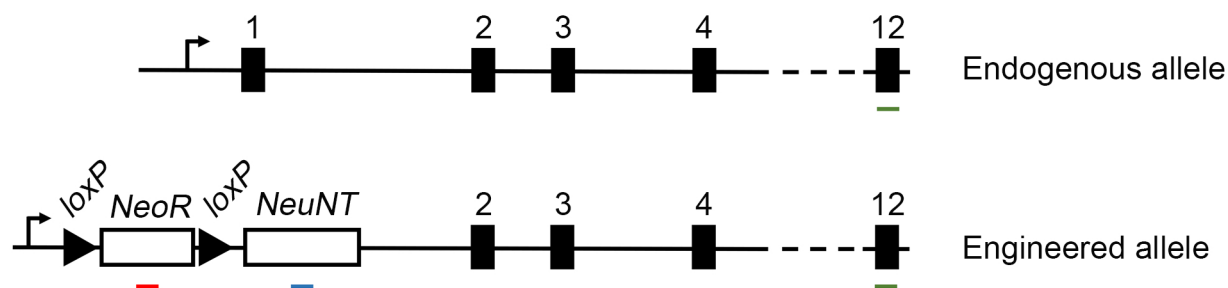

B

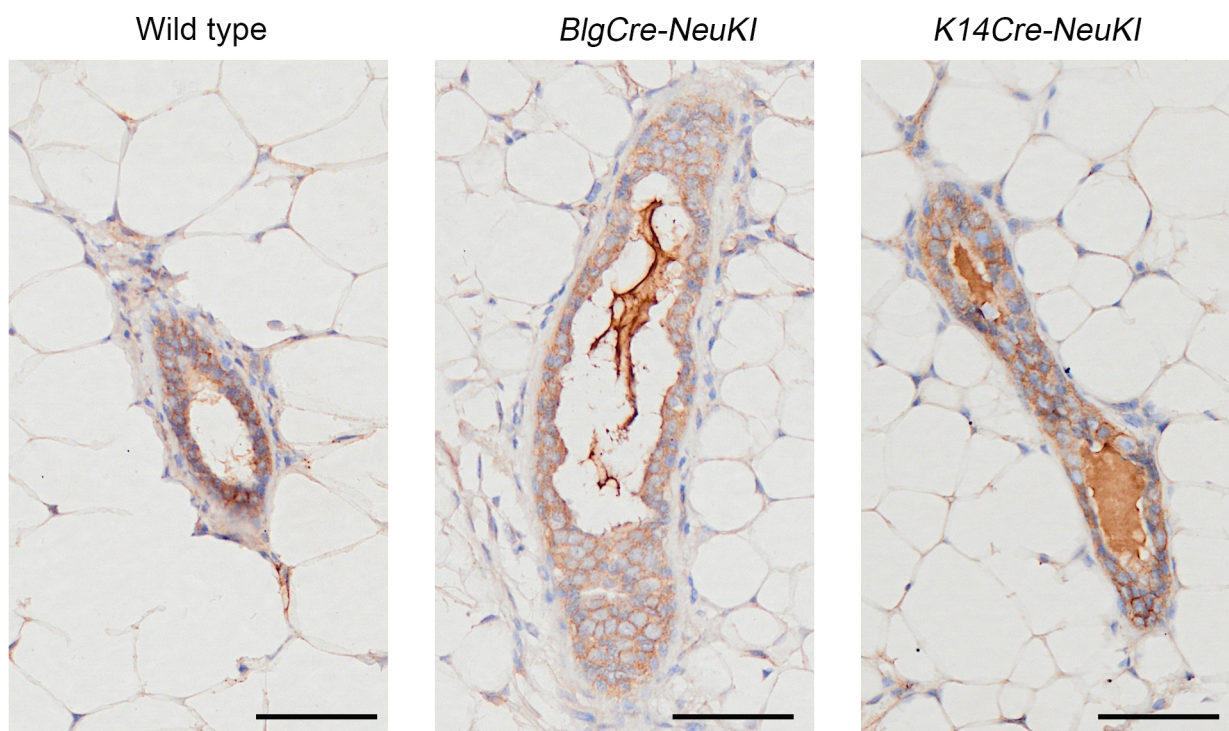

C

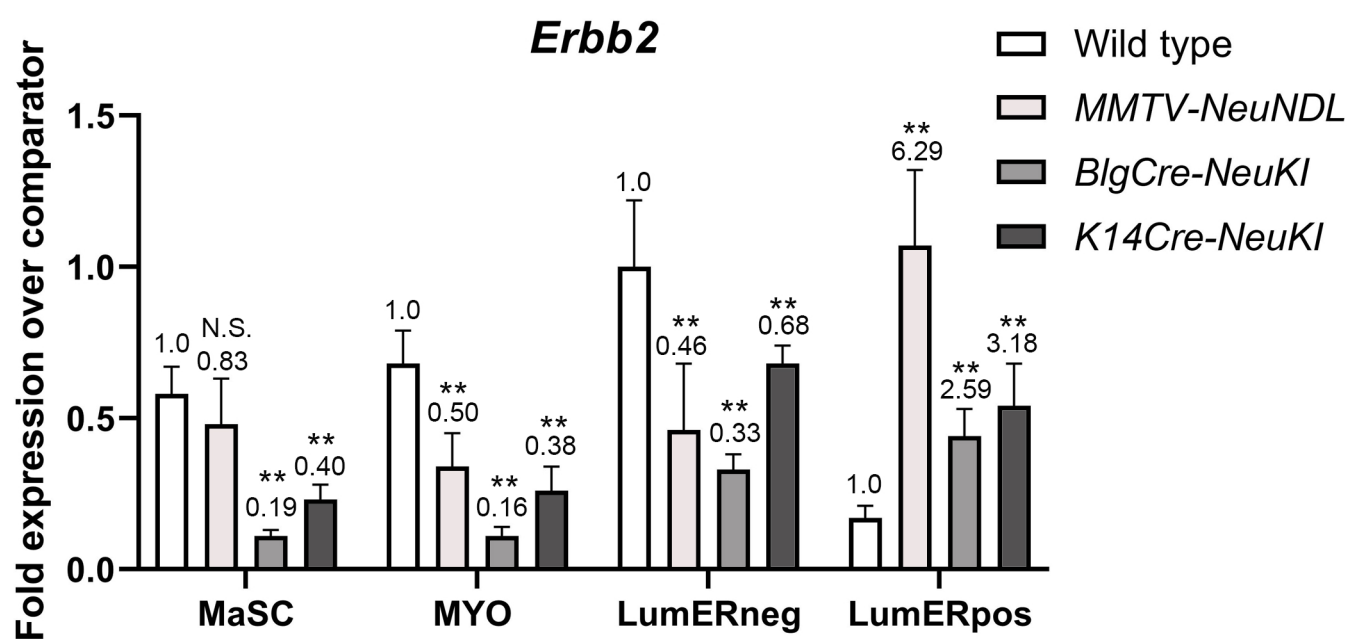

**Figure S1: Schematic of *ErbB2* locus in *NeuKI* mice. (A)** Modified from Andrechek et al., 2000, and indicating structure of wild type and engineered alleles and location of binding regions for ddPCR probes to the endogenous *ErbB2* sequences (exon 12, green), the activated rat *NeuNT* sequence (blue) and the *loxP* – *NeoR* – *loxP* (STOP) cassette (red). **(B)** Staining for ERBB2 in mammary epithelium of 10-week-old wild-type, *BlgCre-NeuK* and *Krt14Cre-NeuKI* mice. Bar = 50µm. **(C)** Comparison of *ErbB2* expression levels by mammary epithelial population across genetically modified mouse lines. Expression of endogenous *ErbB2* by qrtPCR in mammary epithelial subpopulations from 12-week-old wild-type, *MMTV-NeuNDL*, *Krt14Cre-NeuKI* and *BlgCre-NeuKI* mice. Data presented as relative expression  $\pm$ 95% confidence intervals relative to a comparator population (the luminal ER-cells from the wild type mice). Numbers above each column indicate the relative expression levels within each population compared to wild type mouse cells of the same population. For example, the expression of *ErbB2* in myoepithelial cells of *BlgCre-NeuKI* mice is 0.16 that of the expression of *ErbB2* in myoepithelial cells of wild type mice. \*\*P<0.01 relative to expression levels of that population from wild type mice (determined from 95% confidence intervals) (Cumming et al., 2007). All data from three independent flow cytometric isolations, each of which was from pooled tissue of a minimum of 5 animals. MaSC, basal mammary stem cells; MYO, myoepithelial cells; LumERneg, luminal ER- progenitors; LumERpos, luminal ER positive differentiated cells.

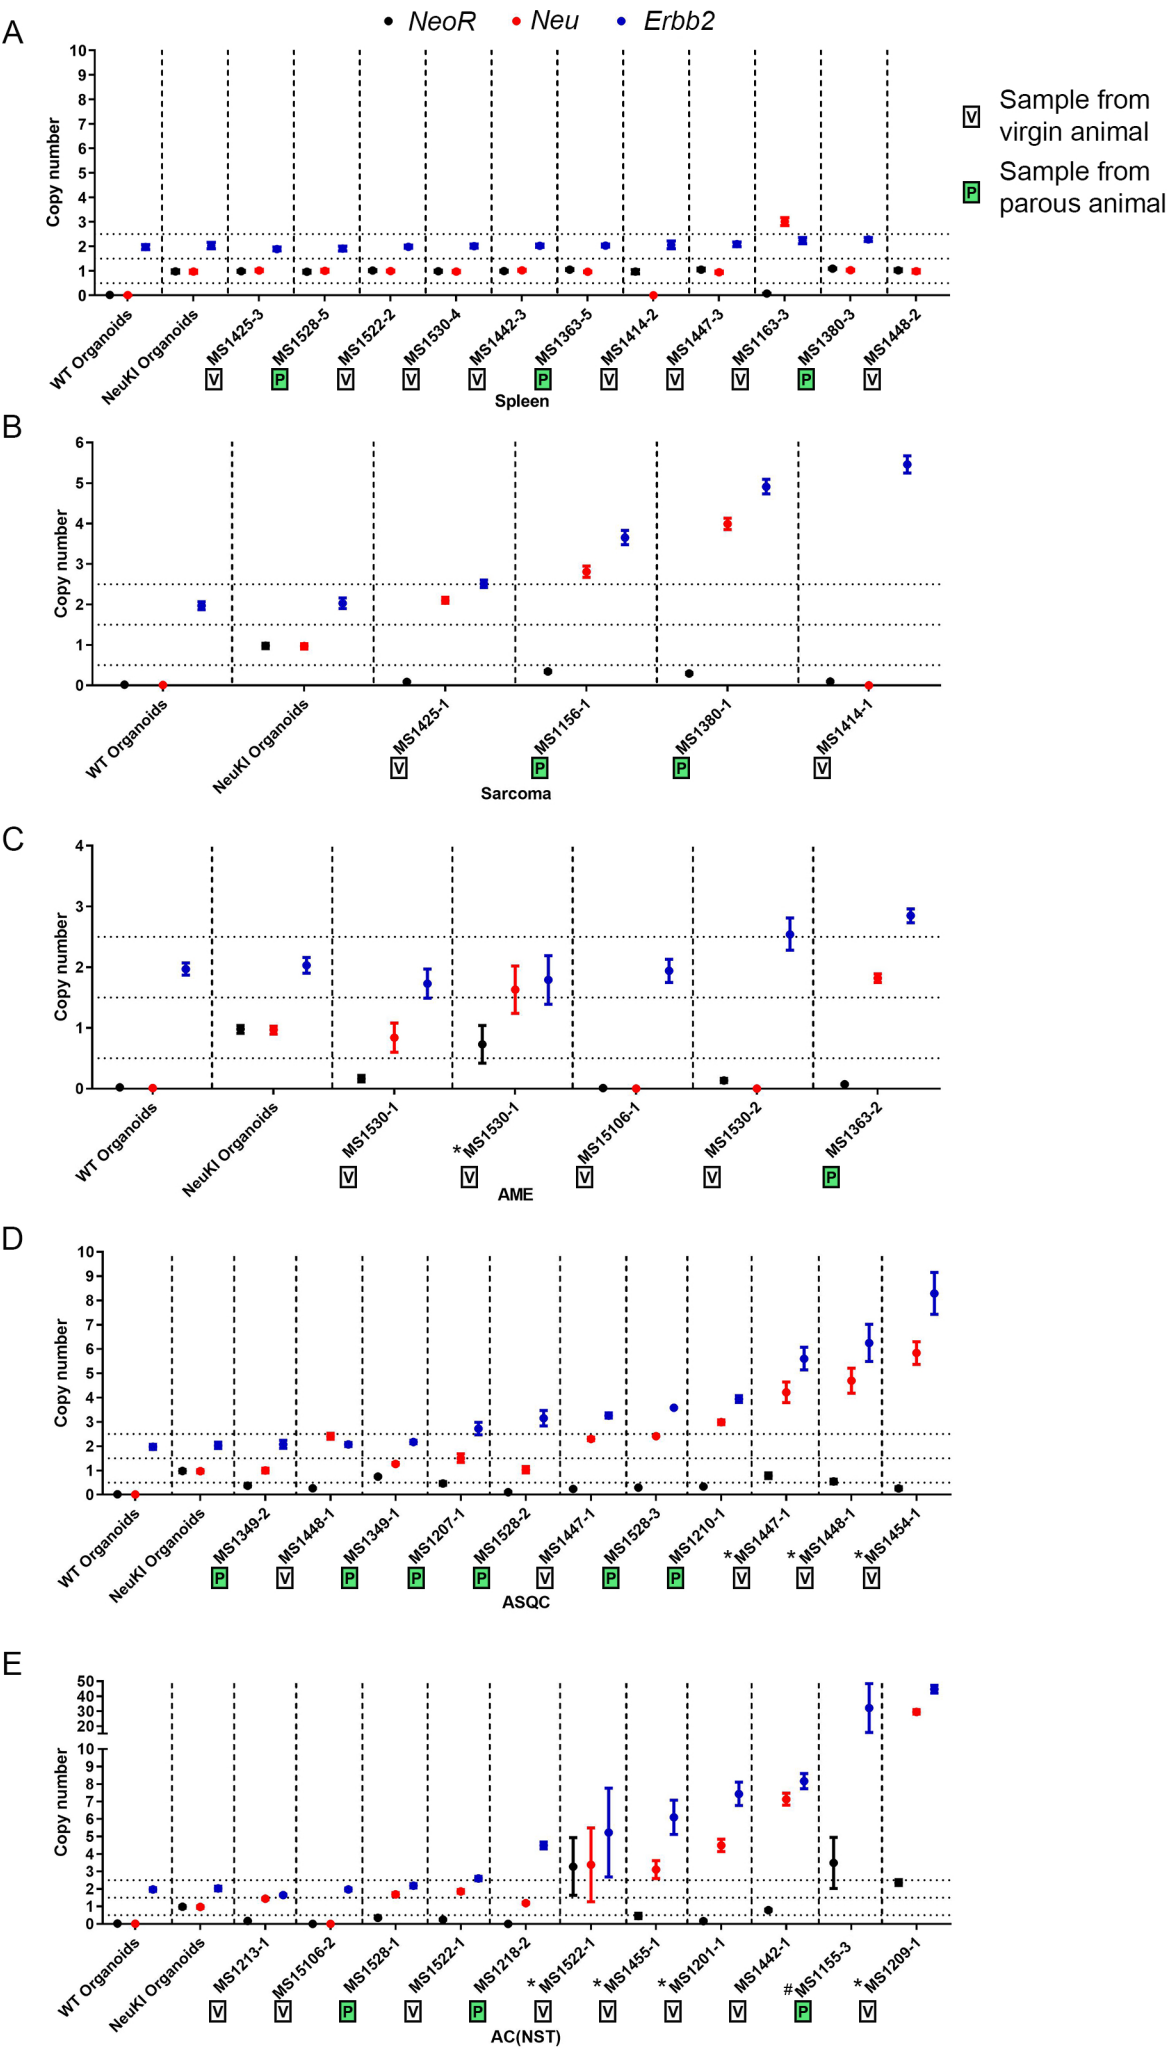

**Figure S2: Amplification of both *Neu* and endogenous *ErbB2* alleles in *BlgCre-NeuKI* tumours. (A – E)** Copy number of *NeoR* cassette, *Neu* and *ErbB2* alleles (mean $\pm$ 95% confidence intervals of three technical repeats for each sample) in spleens and tumour samples from *BlgCre-NeuKI* mice and in wild type and *NeuKI* organoid controls (eight biological replicates each of three technical replicates) by ddPCR. Samples are arranged from lowest to highest amplification from left to right. Black, *NeoR*; red, *Neu*; blue, *ErbB2*. Vertical dotted lines indicate the set of three results from each tumour sample. Horizontal lines are set at 0.5, 1.5 and 2.5. The non-recombined, non-amplified level for *NeoR* and *Neu* should be 1 (between the 0.5 and 1.5 marks); the level for *ErbB2* should be 2 (between the 1.5 and 2.5 marks). Parity status of animals is indicated. **(A)** Spleen. **(B)** Sarcomas. **(C)** AMEs. **(D)** ASQCs. **(E)** AC(NSTs). #The *Neu* ddPCR for MS1155-3 failed to be consistent, giving widely varying and often very high values. This result has been excluded. \*Indicates analysis carried out on DNA extracted from FFPE material. For four tumours, both snap frozen and FFPE material were tested. See **Table S10** for detailed results.

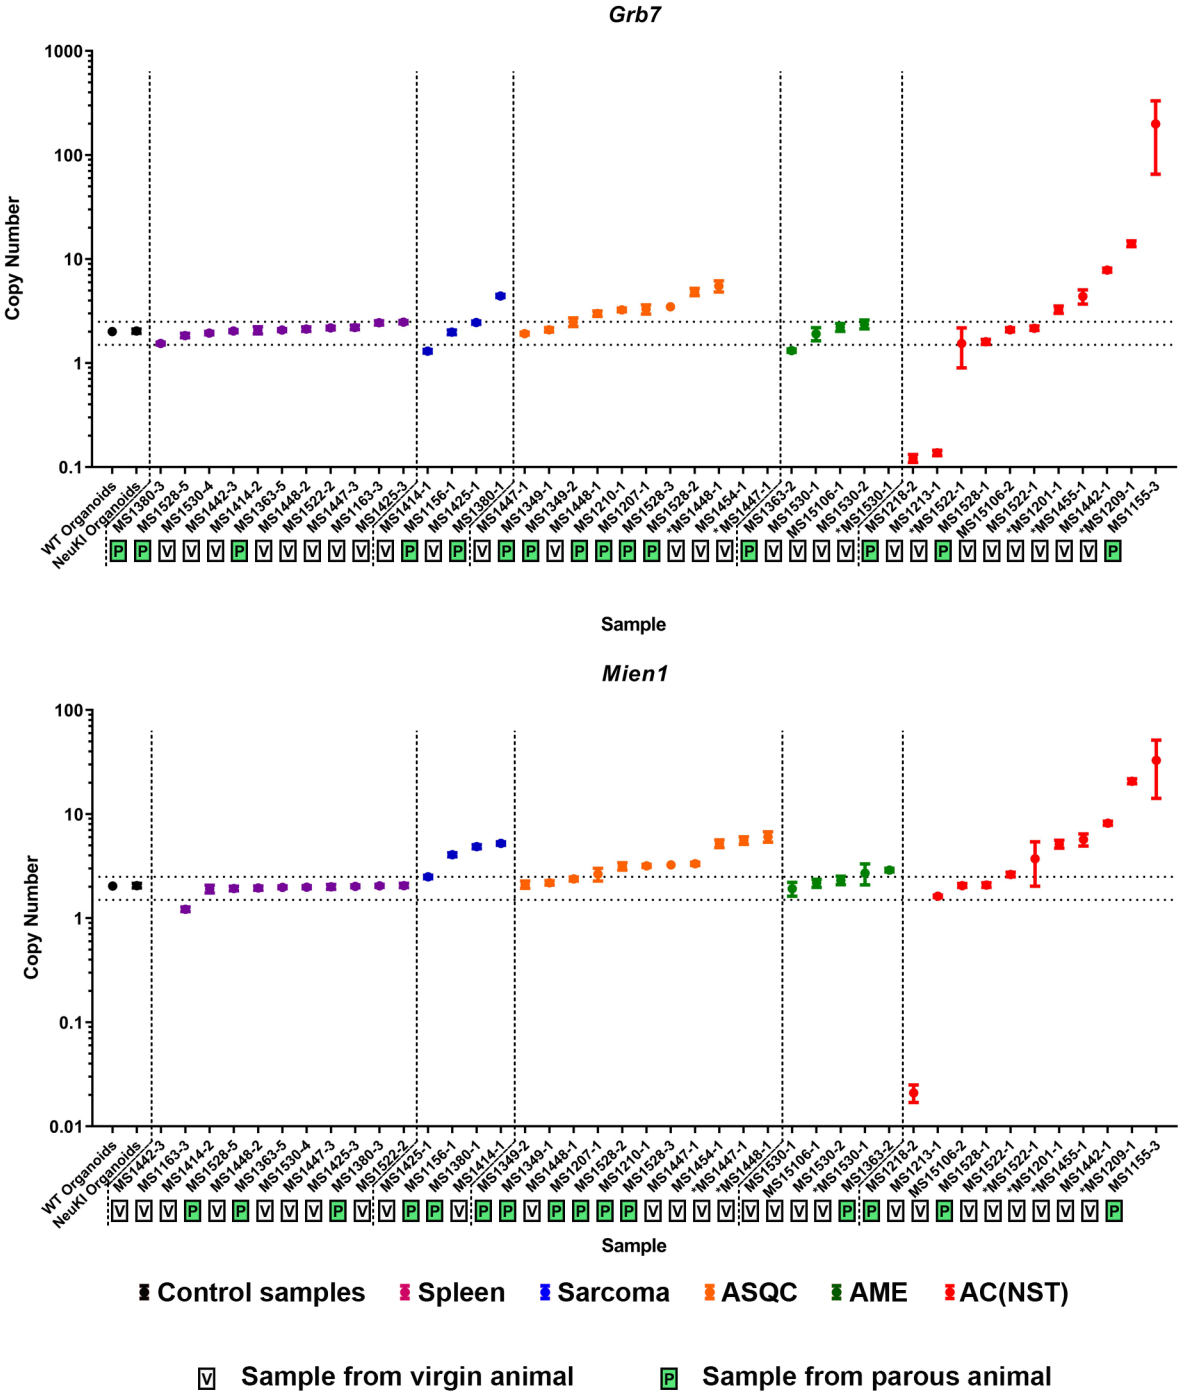

**Figure S3: Copy number changes in *Grb7* and *Mien1* in *BlgCre-NeuKI* tumours.** Copy number of *Grb7* (top) and *Mien1* (bottom) (mean $\pm$ 95% confidence intervals of three technical repeats for each sample) in spleens and tumour samples from *BlgCre-NeuKI* mice and in wild type and *NeuKI* organoid controls (eight biological replicates each of three technical replicates) by ddPCR. Samples are arranged from lowest to highest amplification from left to right and colour coded to indicate sample type (Black, control; purple, spleen; blue, sarcoma; yellow, ASQC; green, AME; red, AC(NST)). \*Indicates analysis carried out on DNA extracted from FFPE material. For some tumours, both snap frozen and FFPE material were tested. See **Table S10** for detailed results.

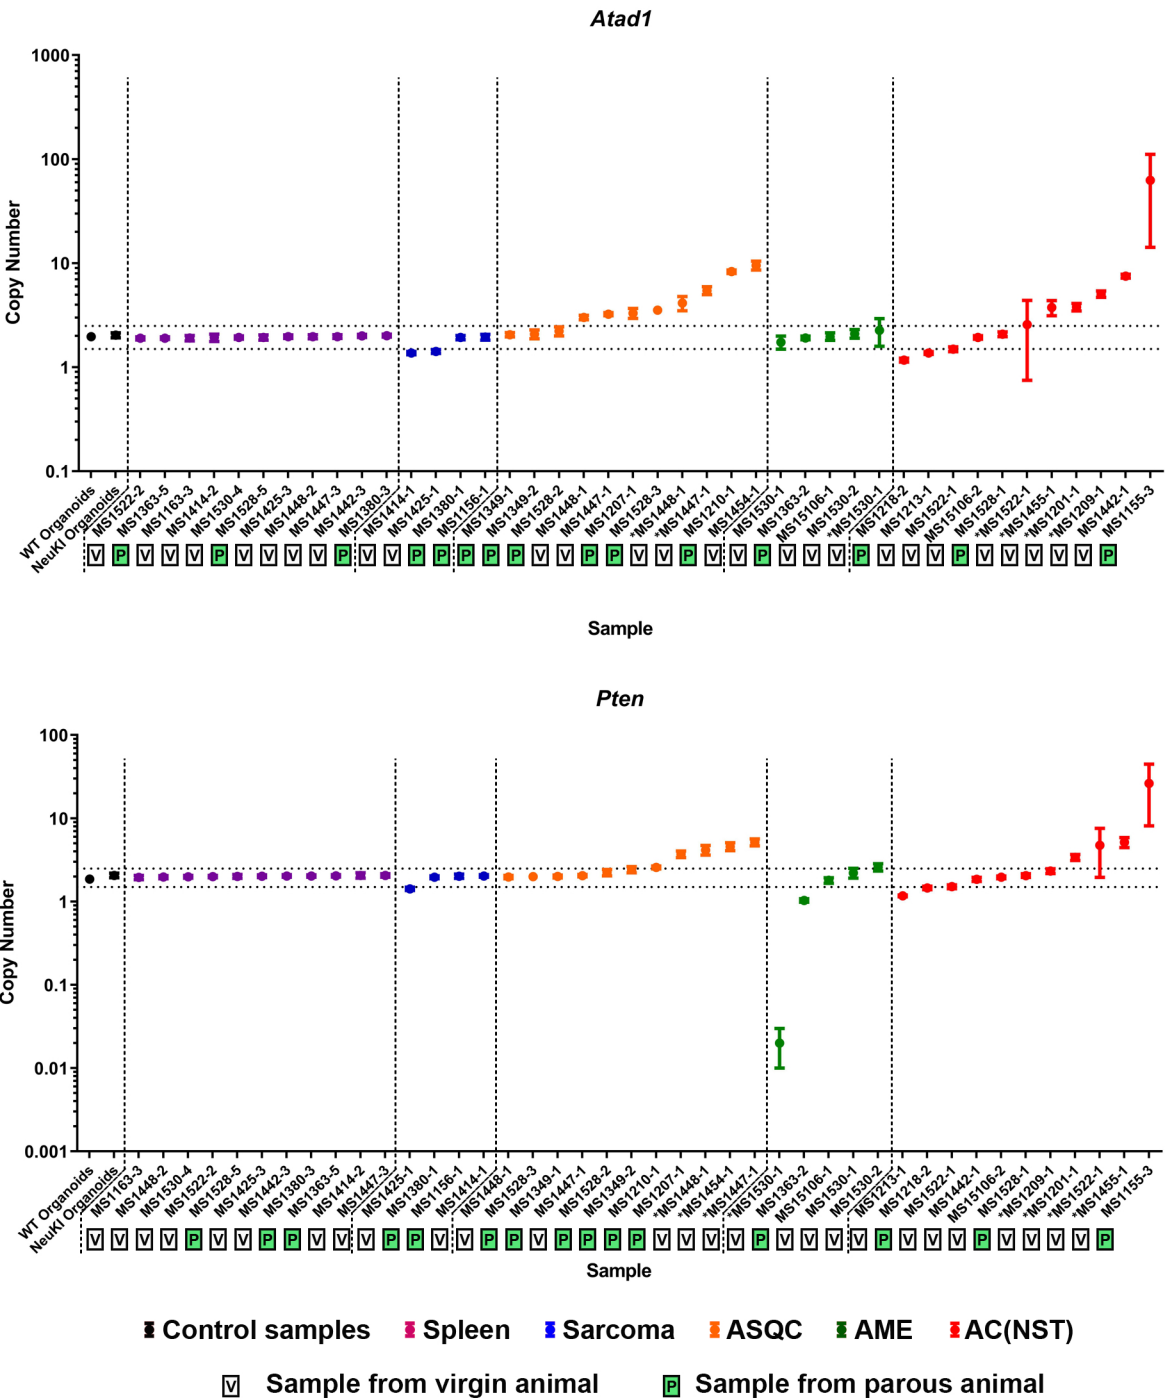

**Figure S4: Copy number changes in *Atad1* and *Pten* in *BlgCre-NeuKI* tumours.** Copy number of *Atad1* (top) and *Pten* (bottom) (mean±95% confidence intervals of three technical repeats for each sample) in spleens and tumour samples from *BlgCre-NeuKI* mice and in wild type and *NeuKI* organoid controls (eight biological replicates each of three technical replicates) by ddPCR. Samples are arranged from lowest to highest amplification from left to right and colour coded to indicate sample type (Black, control; purple, spleen; blue, sarcoma; yellow, ASQC; green, AME; red, AC(NST)). \*Indicates analysis carried out on DNA extracted from FFPE material. For some tumours, both snap frozen and FFPE material were tested. See **Table S10** for detailed results.

A

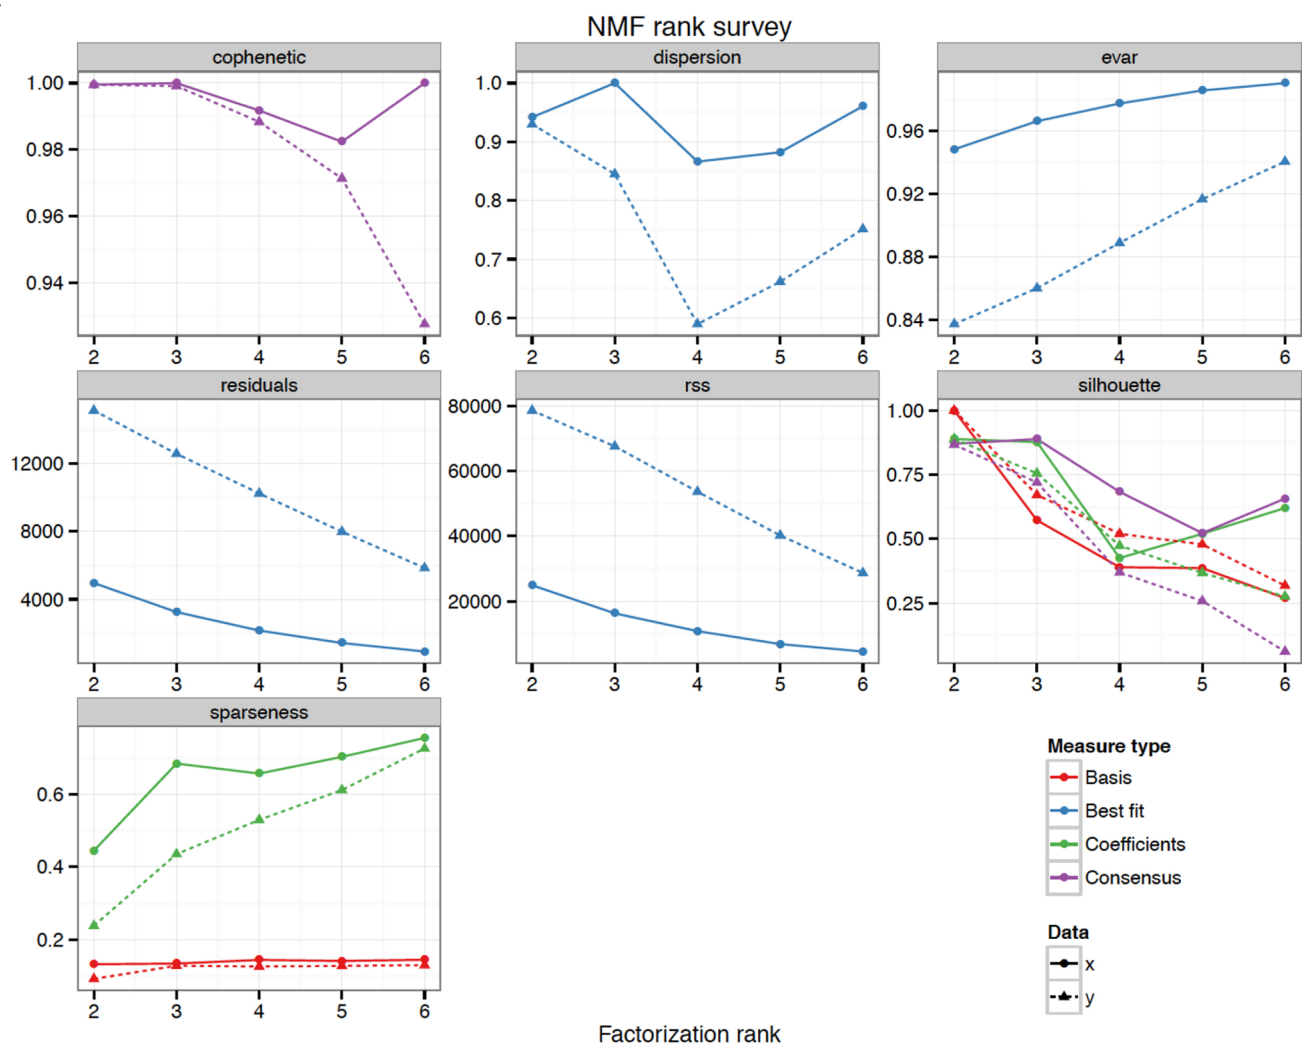

B

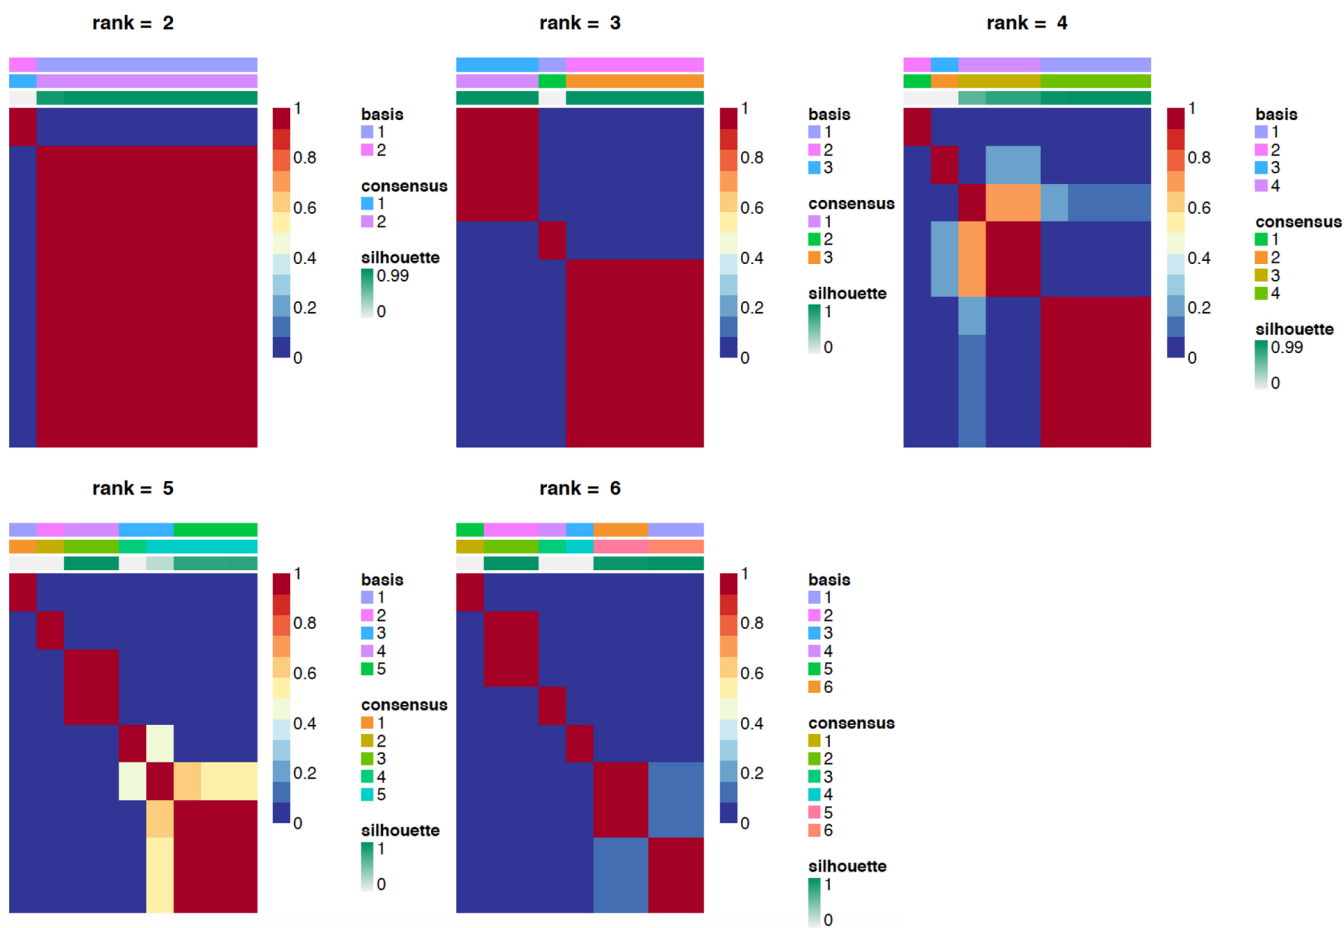

**Figure S5: Non-negative Matrix Factorisation analysis of RNAseq data.** Estimation of the rank by the R package *NMF* [18]. **(A)** Quality measures computed from 50 runs for each value of rank  $k$  across the expression dataset. **(B)** Consensus matrices ranked 2 – 6 computed from 50 runs for each value of rank  $k$  across the expression dataset. The top ranked matrix is shown in **Figure S6A**.

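The rank was also chosen here by the gap between the cophenetic correlation of the real matrix and that of a matrix permuted within genes, from 50 random starts at each rank from 2 to 6. The cophenetic correlation is near 1 where tumours fall together in every start or in none. The gap was 0.306 at rank 3, 0.368 at rank 4 and 0.373 at rank 5, the largest. With the 5000 genes of highest coefficient of variation the largest gap was 0.427, at rank 3, and with log2 values it was 0.366, also at rank 3. With the Frobenius loss it was 0.0563, at rank 6, and with CPM per kilobase of exon, an alternative chosen after seeing the data, 0.362, at rank 2. A single permuted matrix was drawn for each setting. The adjusted Rand index with the amplification groups was 1 at rank 3, 0.742 at rank 4 and 0.598 at rank 5. The computation used scikit-learn in place of the R package, and the 200 perturbed matrices of the paper's methods were not repeated.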

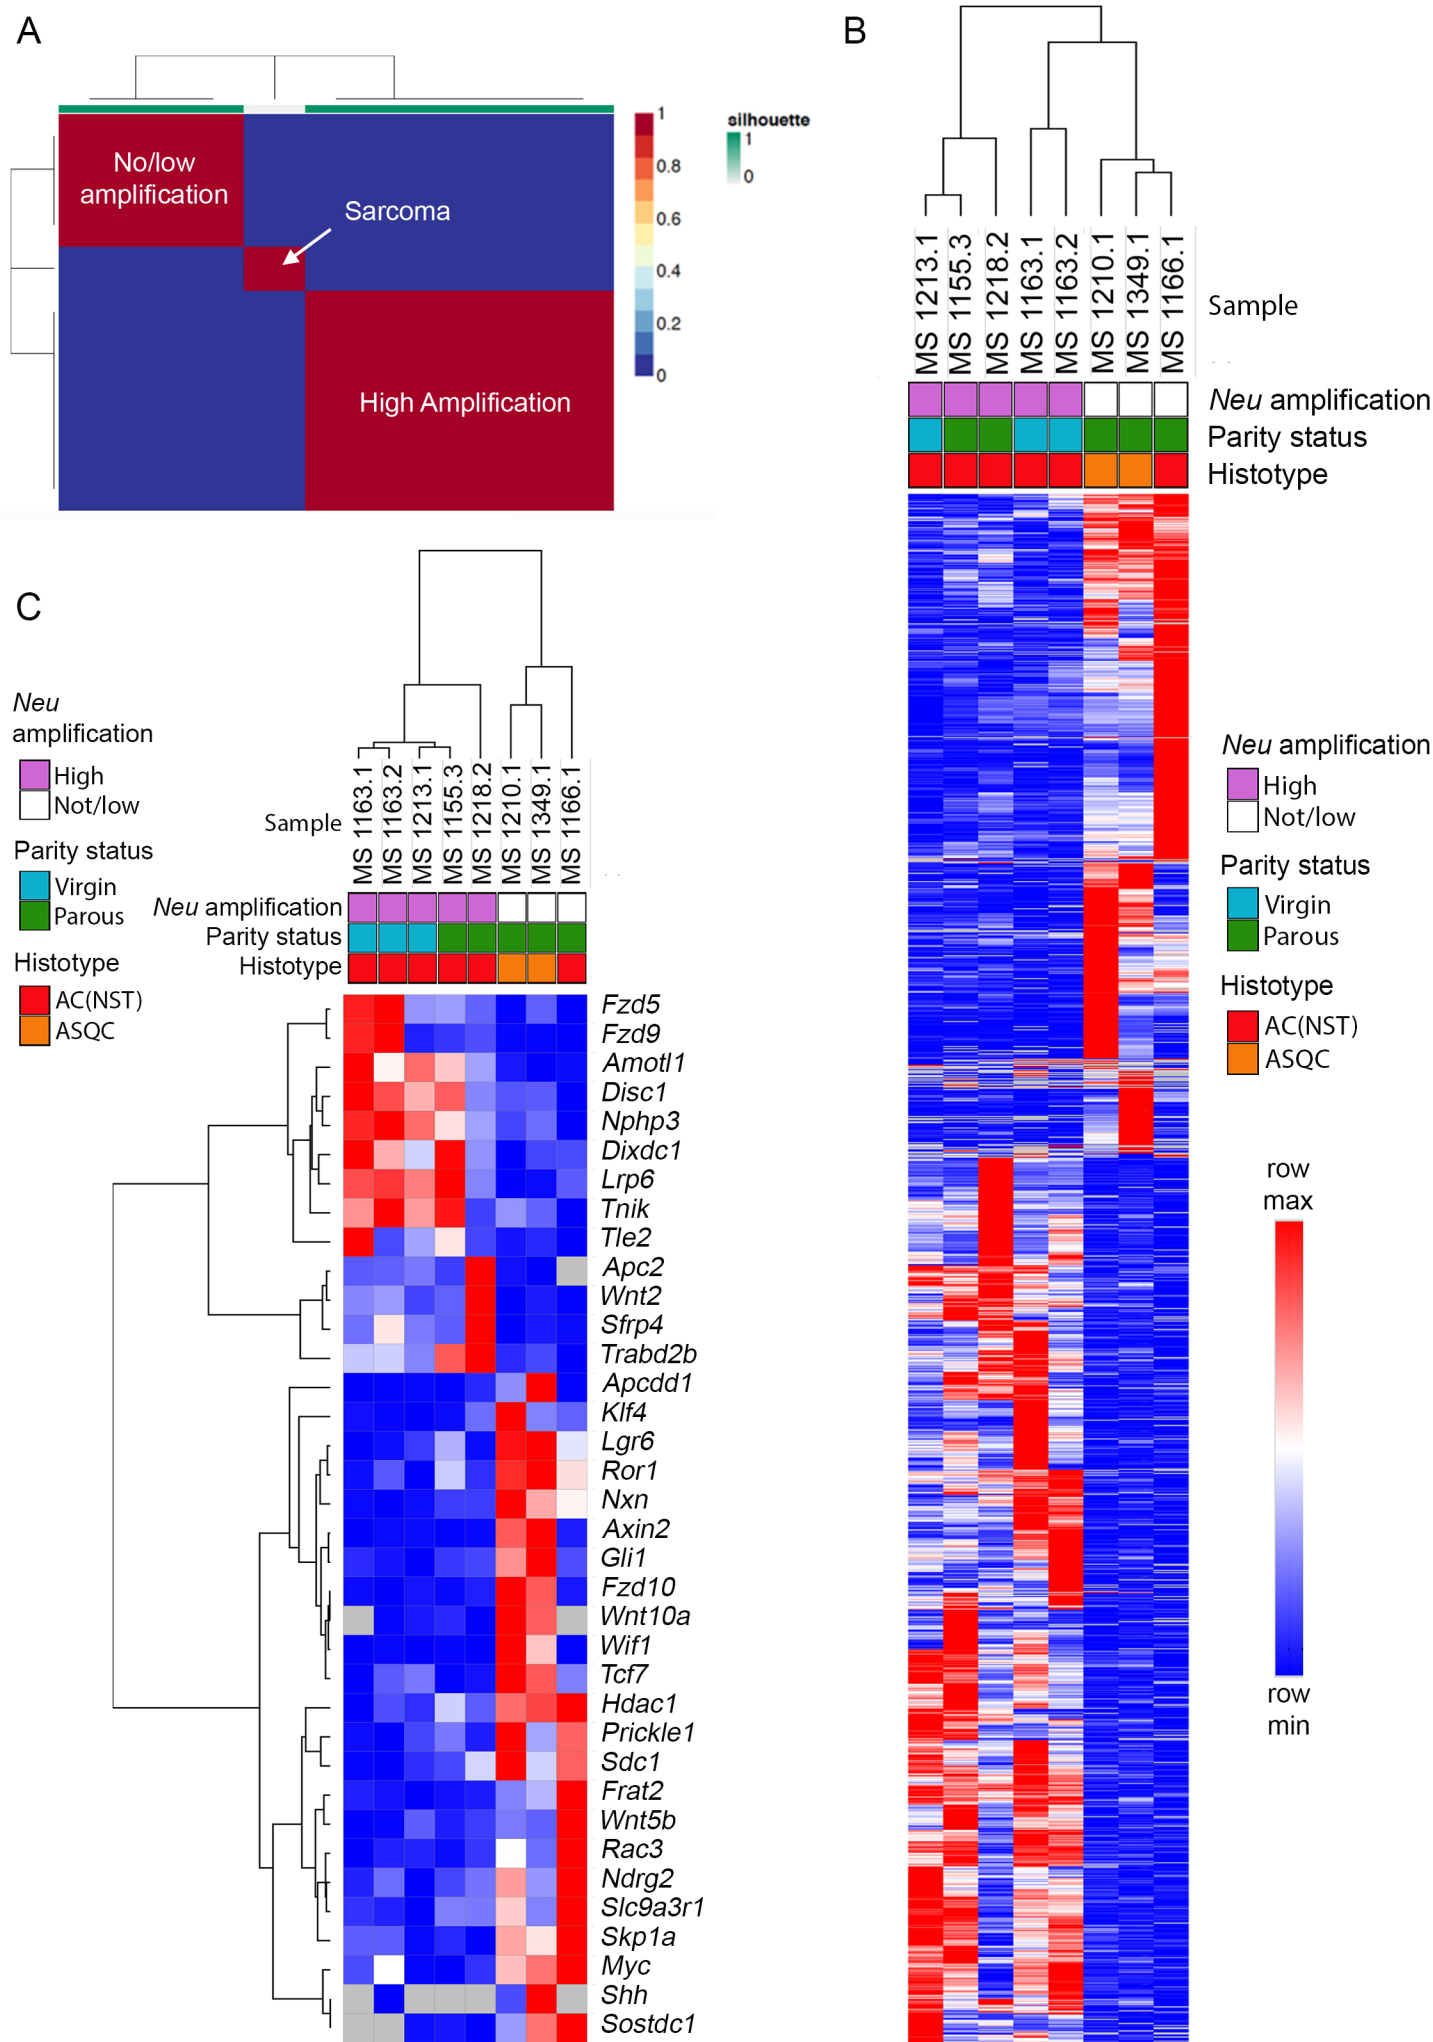

**Figure S6: Unsupervised hierarchical clustering of RNAseq data.** **(A)** Top ranked consensus matrix for cluster allocation analysis of RNASeq data using Non-negative Matrix Factorisation to identify correlations between tumour characteristics and gene expression. **(B)** Heatmap of results of unsupervised hierarchical clustering (use Broad Institute Morpheus tool with default parameters; clustering by both rows and columns) of normalized FPKM values for genes differentially expressed between not/low-amplified and high amplified samples. *Neu* amplification status (by qPCR), parity and histotype of each sample are indicated. **(C)** Heatmap of results of unsupervised hierarchical clustering of differentially expressed genes with the following GO (Bioprocess) / KEGG annotations: mmu04310:Wnt signalling pathway, GO:0016055~Wnt signalling pathway, GO:0060070~canonical Wnt signalling pathway, GO:0090090~negative regulation of canonical Wnt signalling pathway, GO:0090263~positive regulation of canonical Wnt signalling pathway. *Neu* amplification status (by qPCR), parity and histotype of each sample are indicated.

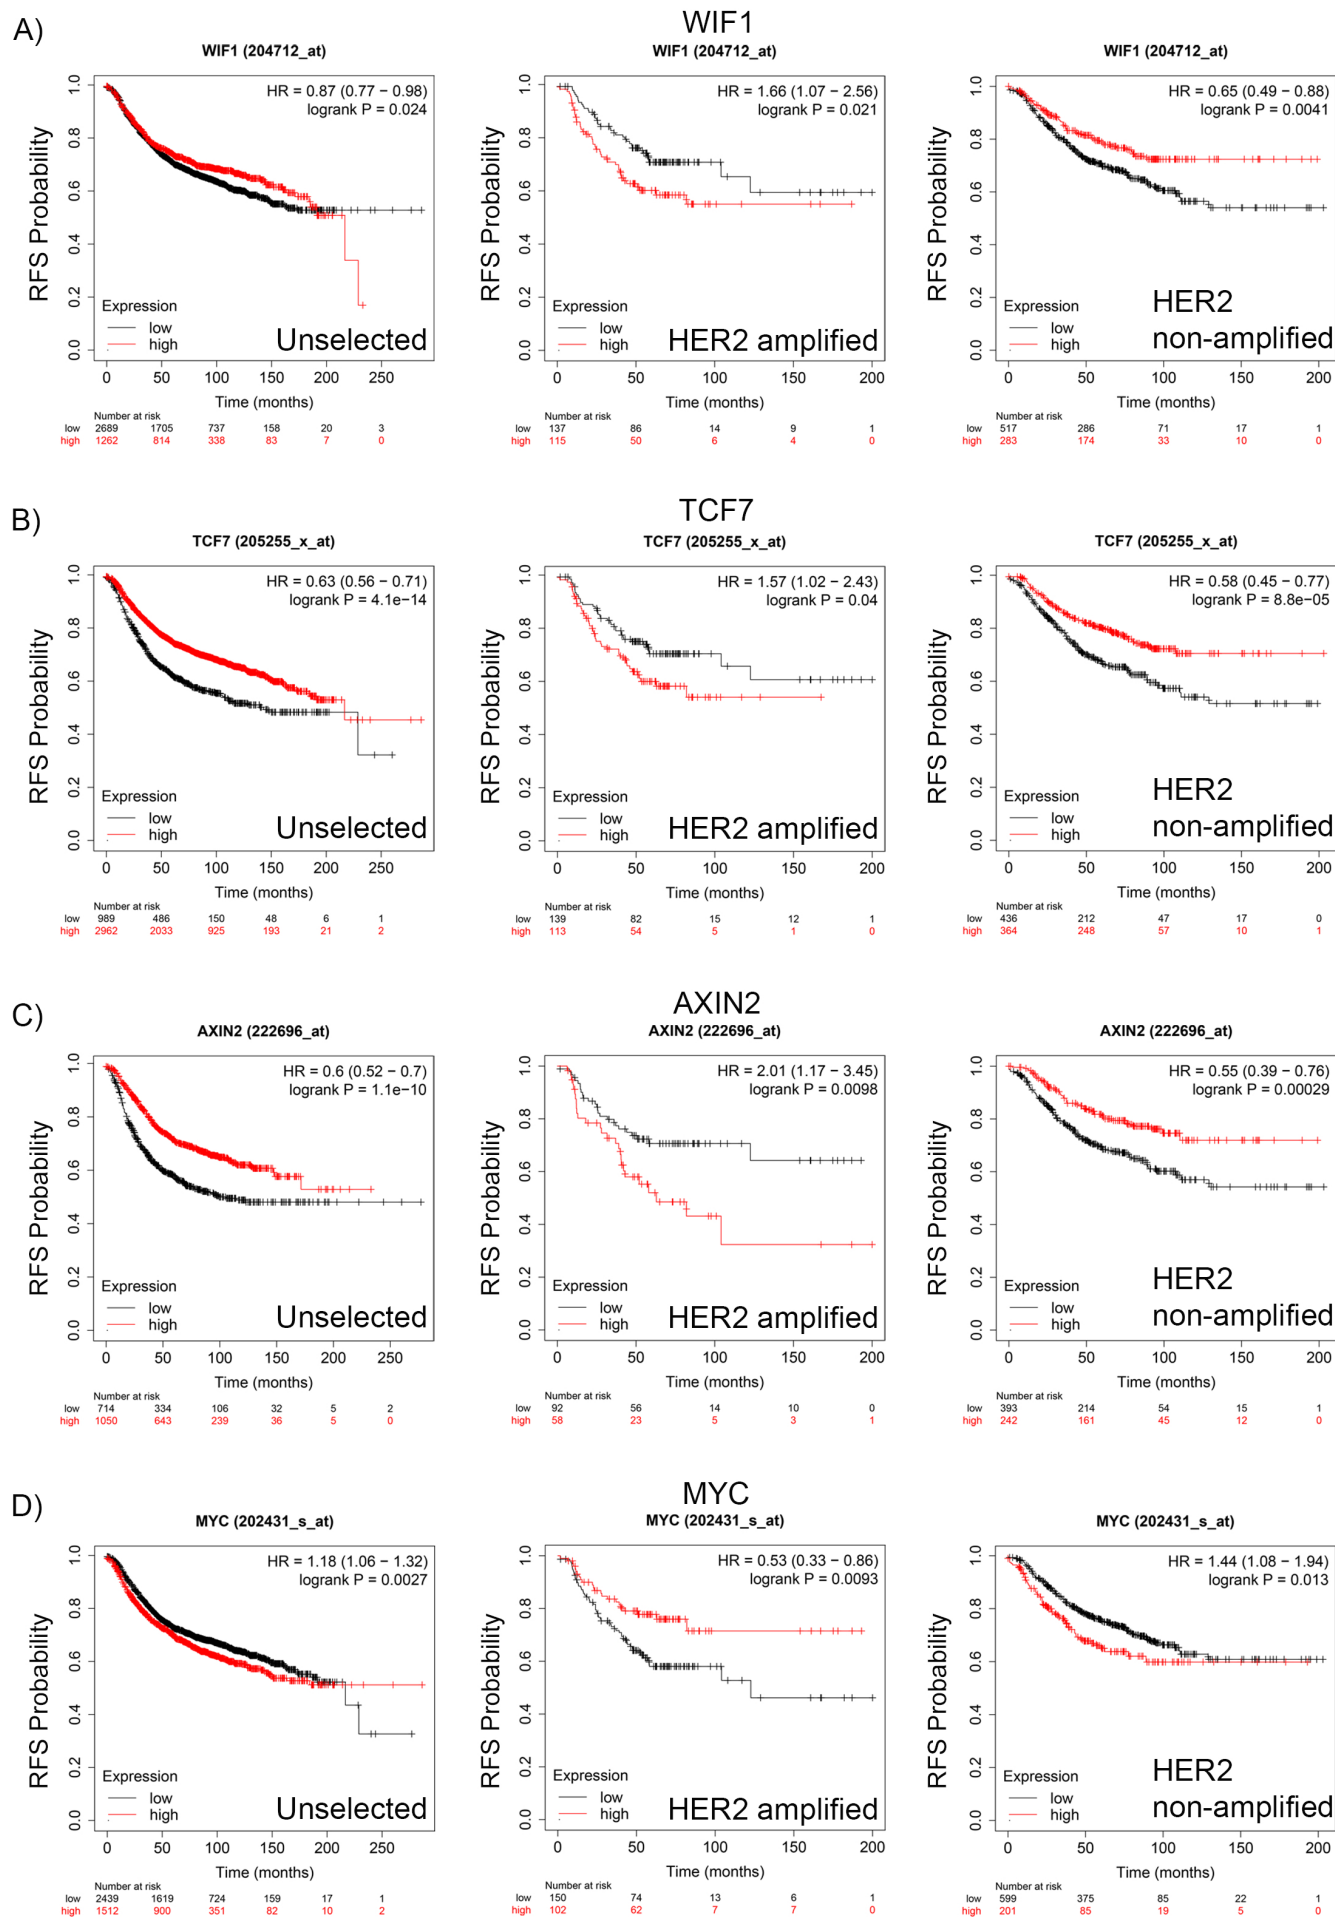

**Figure S7: Relapse Free Survival (RFS) of HER2 amplified and non-amplified breast cancer stratified by canonical WNT target genes.** Data from KM plotter for unselected breast cancers, HER2 amplified and HER2 non-amplified breast cancers stratified by expression of *WIF1* (A), *TCF7* (B), *AXIN2* (C) and *MYC* (D) using 'auto select best cut-off' mode.

## Supplementary Tables

**Table S1: Full details of tumour cohort animals included in the study.** The database number of the animal, the block number of any sample taken for pathology, age, parity status, number of tumours, location and comments are provided. For a small number of cases histology blocks were missing.

[Click here to download Table S1](#)

**Table S2: Probes for qRT-PCR, digital droplet PCR and genotyping.**

[Click here to download Table S2](#)

**Table S3: Full statistics matrix showing statistical differences between tumour cohorts.** Statistics for survival curves (**Figure 1A** and **1C**) are provided using both the Log Rank Mantel-Cox test and the Gehan-Breslow-Wilcoxon test. Statistics for differences between tumour numbers per animal (**Figure 1D**) used the Mann-Whitney test.

[Click here to download Table S3](#)

**Table S4: Full descriptions of tumours which underwent detailed histological examination.** Tumours were assessed as described previously [7,8]. All *K14Cre* and *BlgCre* tumours which were available underwent detailed examination. Only a selection of the *MMTV-NeuNT* tumours, chosen at random, underwent detailed examination. Scoring of staining for IHC markers (K14, K18, ER $\alpha$ , PR, p63) was by estimating percentages of positive cells within the tumour. Negative = no staining; 1 = <10% of cells positive; 2 = 10 – 50% cells positive; 3 = 50 – 75% cells positive; 4 = >75% cells positive.

[Click here to download Table S4](#)

**Table S5: Details of samples used for exome sequencing and RNAseq.** Sample numbers allocated by the sequencing facilities, tumour numbers, parity status, tumour phenotype and the amplification status of the locus by qPCR are provided, sorted by both tumour number and sequencing number for convenience. See also **Table S6** (detailed results of exome sequencing), **Table S7** (exome sequencing summary), **Table S8** (detailed results of CNV-by-exome analysis), **Table S9** (summary of CNV-by-exome analysis), **Table S11** (FPKM values for RNAseq), **Table S12** (differentially expressed genes) and **Table S13** (GO/KEGG analysis of differentially expressed genes).

[Click here to download Table S5](#)

**Table S6: Detailed results of exome sequencing.** Coding mutations identified are listed in the first sheet and the full Mutect and VEP outputs for each tumour are provided. Tumour IDs 11 to 32 refer to the IDs on Table S5 (B67-0011 to B67-0032). Summary data in **Table S7**.

[Click here to download Table S6](#)

**Table S7: Summarised exome sequencing data.**

[Click here to download Table S7](#)

**Table S8: Detailed results of CNV-by-exome analysis.** Summary data in **Table S9**. Results for the *ErbB2* locus are presented graphically in **Figure 3B**.

[Click here to download Table S8](#)

**Table S9: Summarised CNV-by-exome analysis.** Gains/losses in analysed tumours with an amplification log ratio >4.00 or a loss log ratio <-2.50. Genes in the predicted amplified/lost segment are indicated, together with a summary of their expression levels from the RNAseq data, in order to conclude whether or not the predicted genomic change has potential as a driver event.

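Expression around Erbb2 was compared with the median of the 3 not/low-amplified tumours, which the deposited counts allow for each tumour. Besides Erbb2, Grb7 and Mien1, the genes here were chosen after their values were seen. Grb7 was between 2.96 and 3.89 higher on the log2 scale in all 5 high-amplified tumours. Stard3, on the proximal side of Erbb2 on chromosome 11, was 4.98 higher in MS1163.1, 5.12 in MS1163.2 and 4.58 in MS1218.2, and was −0.42 in MS1213.1 and −0.38 in MS1155.3. Med1, farther from Erbb2, was 3.96 higher in MS1218.2 and between 0.28 and 0.51 in the other 4. Stac2, farther still on that side, was between 3.09 and 5.28 higher in all 5 tumours. Ormdl3, on the distal side, was between 3.66 and 4.76 higher in 4 of them and −0.16 in MS1163.1.

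**Figure D7:**
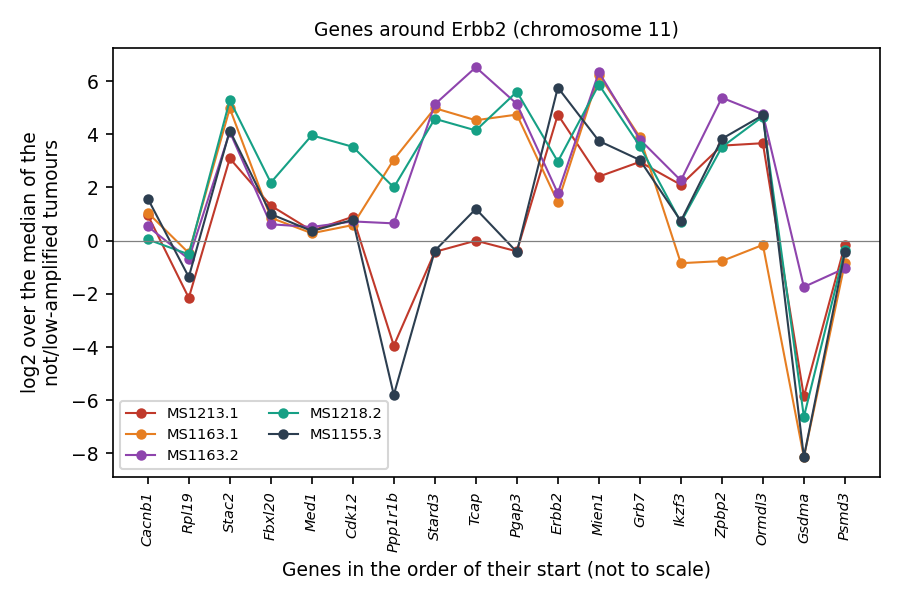
Normalized count of each gene over the median of the 3 not/low-amplified tumours (y-axis, log2 ratio with 1 added to each count) for genes in order of their start around Erbb2 on chromosome 11 (x-axis), 1 line per high-amplified tumour. Grb7 and Stac2 are raised in all 5 tumours and Med1 in MS1218.2.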

[Click here to download Table S9](#)

**Table S10: ddPCR analysis of *NeoR*, *Neu*, *ErbB2*, *Grb7*, *Mien1*, *Pten* and *Atad1*.** Data for each locus are provided as a mean and 95% confidence intervals ('Error max' and 'Error min' based on triplicate technical replicates of each tumour and eight biological replicates, each of three technical replicates, for the wild type and *NeuKI* organoids) for the control organoid samples and the tumours. A summary sheet for the *NeoR* – *Neu* – *ErbB2* locus is also provided, and a sheet showing the concordance of results across different methods. The majority of analyses were carried out on snap frozen material, however for some samples only DNA extracted from FFPE sections was available. For four samples, the analysis was carried out on both. See **Figures S2 – S4** for graphical presentation of the data.

[Click here to download Table S10](#)

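FPKM values divide the reads on a gene by its length and by the total of the library, so that genes can be compared within a tumour. The values deposited for the same tumours are counts and counts divided by a size factor, which compare tumours for a given gene and are not divided by gene length.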

**Table S11: Normalised FPKM values for tumours analysed by RNAseq.** Differentially expressed genes are listed in **Table S12** and GO/Pathway analysis in **Table S13**.

[Click here to download Table S11](#)

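Of the 61 genes called higher in the high-amplified tumours, all 61 were higher in every high-amplified than in every not/low-amplified tumour, and 67 of the 68 called higher in the not/low-amplified tumours were separated in the same way. The exception was Endou, named after its values were seen. Among all 14007 genes tested, 2183 (15.6%) were separated in either direction, against 3.57% by chance. The median exon length was 6395 bases for the 61 genes, 3151 bases for the 68 and 4461 bases for all genes tested.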

**Table S12: Significantly differentially expressed genes in high amplified and non/low amplified tumours.** Relative expression levels for all genes are shown as well as genes with a significant (FDR P value <0.05 and a fold change >2) expression difference comparing tumours with a highly amplified with a non/low amplified *Neu* allele. Genes significantly upregulated in highly amplified tumour are, by definition, significantly downregulated in non/low amplified tumours, and vice versa.

[Click here to download Table S12](#)

**Table S13: Functional annotation and functional annotation clustering of genes differentially expressed in highly amplified and non/low amplified tumours.** Clustering by DAVID v6.8 using GO Bioprocess and KEGG pathway annotation. Annotations of particular interest are highlighted in red. See also **Table 1**.

[Click here to download Table S13](#)

**Table S14: Genomic locations of differentially expressed genes.** Genomic locations by chromosome number and locus start site from Mouse Genome Informatics database (JAX).

[Click here to download Table S14](#)

**Table S15: qrtPCR analysis results for  $\beta$ -catenin expression and canonical WNT target genes.** See **Figure 5** for graphical presentation of the data.

[Click here to download Table S15](#)

How the deposited data were processed for this re-analysis (not part of the article)

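RNA from 9 mammary tumours was analysed, with 1 library per tumour: 5 high-amplified and 3 not/low-amplified epithelial tumours and 1 sarcoma. The condition, parity and histotype of each tumour were taken from the sample labels. Those of the 8 epithelial tumours were set beside Fig. 4B, which gives the same characteristics for the same tumour numbers, and the sarcoma was set beside Fig. 3A and 3B, which name the same tumour as the sarcoma.

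For all 9 tumours the count values deposited by the authors are reads per gene. According to the paper's methods, reads sequenced in pairs were aligned with STAR with at most 3 mismatches, only reads with a unique position were kept, and reads were counted with HTSeq-count. These values are whole numbers that sum to a different total in each tumour, so they were taken as unscaled counts. The signal values deposited by the authors for the 8 epithelial tumours are the same counts divided by a single size factor per tumour. The factors lay between 0.776 and 1.42 and equalled the median-of-ratios factors that DESeq2 gives for these 8 tumours. Each of the files lists the same 18484 genes, of which 18213 are protein-coding, and 11 gene symbols occur more than once. Positions and exon lengths came from the GENCODE M21 annotation.

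The depth, as reads counted on genes, was 16017474 in MS1213.1, 14940450 in MS1163.1, 12501225 in MS1163.2, 18327792 in MS1218.2, 12734222 in MS1155.3, 13058738 in MS1156.1, 23703980 in MS1210.1, 23912429 in MS1349.1 and 15265197 in MS1166.1. At these depths, a gene with 3 counts holds between 1.25e-05% and 2.4e-05% of a library. Intervals for shares of counts are Wilson 95% intervals, which cover counting error and not the differences between tumours.

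The planned test depended on what the files held: limma on log2 values if they held normalized values, and edgeR's quasi-likelihood test if they held raw counts. Since the files hold raw counts, edgeR 4.0.16 was used (TMM normalization, glmQLFit and glmQLFTest with default settings, Benjamini-Hochberg adjustment). Genes entered with at least 10 counts in at least 3 of the 8 tumours, and were called with an adjusted p-value under 0.05 and a log2 fold change beyond 1 in either direction. The comparisons were high-amplified against not/low-amplified, virgin against parous, and ASQC against AC(NST), each without covariates. The sarcoma was left out of these tests, as in the paper, except in 1 alternative that set it with the not/low-amplified tumours. It entered the matrix factorization, the scan of neighbouring genes and the share of milk protein genes. Each tumour was a replicate; 2 of them carry the number of the same mouse.

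Silhouette widths, hierarchical clustering and matrix factorization used numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0 under Python 3.11.15, and the tests across genes ran under R 4.3.3. The factorization used multiplicative updates, at most 500 iterations and 50 random starts for each rank. Figures were drawn with matplotlib 3.10.9. Scores are means of z-scored log2 values (pseudocount 1) over lists of genes, each gene having at least 10 normalized counts in some tumour, and were compared by exact permutation of the tumours, two-sided. All lists were written before the values were seen, except that the list of ERK target genes was added after the counts had been tested and before the values of its genes were looked at. Neighbouring genes were scanned in windows of 5 genes: the median log2 ratio of the window (10 added to each normalized count) to the median of the other tumours was compared with the highest window of each of 200 shuffled gene orders, and a window passed above their 95th percentile.

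The genes named are those that the paper names for its RNA-seq data, the 10 genes with the largest fold change in each direction among called genes that did not overlap between the groups, and genes in which a single tumour lay far from the others of its group. Any other gene is marked as chosen after its values were seen.

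The alternatives were limma 3.58.1 on the signal values with pseudocounts of 1, 0.1 and 10 and without a trend, DESeq2 1.42.0, no filter on low counts, a mean count of at least 50, upper-quartile and median-of-ratios scaling, another group for MS1218.2, an average of the 2 tumours of the same mouse, parity as a covariate, parous tumours alone, AC(NST) tumours alone, the sarcoma included, and each tumour left out in turn. Alternatives added after the data were seen were offsets for gene length and GC content, libraries thinned to equal depth, the 100 most abundant genes left out, DESeq2 on the genes past the filter, DESeq2 for parity and histotype, and values per kilobase of exon. Other splits of the 8 tumours into 5 and 3 were tested in the same way, 56 in all.

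The tests were tested on simulated data before they were applied. In counts simulated for 14007 genes with the dispersion of these tumours, 200 genes were changed. EdgeR called 126 of them (63.0%) and 8 unchanged genes, limma 127 (63.5%) and 11, and DESeq2 164 (82.0%) and 51. With 0.1 times that dispersion, edgeR called 199. The scan found all 8 neighbouring genes raised in a simulated order of 14105 genes and no window outside them (0 windows), and the factorization recovered 3 simulated groups of 9 tumours (adjusted Rand index 1).

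Left out were the annotation by DAVID, the estimate of tumour purity and the perturbed matrices of the paper's methods, since the tools for them were not used here, and the FPKM values, the exome sequencing and the ddPCR data, which were not used here. Counts of the rat sequence of the NeuKI allele were not analysed here. Some results of the analysis are not reported here.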

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

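The tests of the neighbours of Erbb2 and of the muscle genes were chosen only after the results they measure were seen; the test of stromal and immune genes in MS1218.2 was set beforehand. Among 64 groups of values of the 5 high-amplified tumours (named genes, scores and library totals), 5 had a tumour whose gap to the nearest of the others was above 0.71 of the range of the group. By chance 1 in 20 groups has such a tumour, which is 3.2 groups here, and the groups are not independent. MS1218.2 was that tumour in 3 of the 5.

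In MS1218.2 the log2 normalized count of Apc2 was 6.51, against 3.92 to 4.65 in the other 4 high-amplified tumours. That of Lrp6 was 12.60, against 13.28 to 13.53. That of Spink12 was 0.95, against 0 in the other 4, a gene at or near the smallest count in all 5. The stroma score of MS1218.2 exceeded the highest of the other 4 by 1.24 and its immune score did so by 0.791, so that more stromal or immune cells in the piece sequenced may account for part of the distance of this tumour. The log2 differences of genes from their mean over the 8 tumours also had the strongest trend with GC content in MS1218.2 (rank correlation 0.508). Length and GC content together explained 23.1% of the variance of these differences in that library. Bias with length and GC content was not tested as an explanation for these 3 genes. No biological explanation was tested, since the design gives none for a single tumour.

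In MS1163.2 the log2 normalized count of S100a14 was 4.30, against 6.25 to 6.77 in the other 4 high-amplified tumours. It was lower in each of these 5 tumours than in every not/low-amplified tumour. No technical or biological explanation was tested for this distance.

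The muscle score of MS1163.2 was 2.11, against −0.559 to −0.247 in the other 4 high-amplified tumours. Its adipocyte score was the highest of the 8 tumours, by 0.319 over the next. Normal tissue carried over with the tumour is a candidate explanation, and no biological explanation was tested.

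Expression of genes beside Erbb2, of which the paper discusses Grb7 and Mien1, stood above 200 shuffled gene orders in 3 tumours. The highest median log2 ratio of 5 neighbouring genes to the other tumours was 4.58 in MS1163.1 (raised from Ppp1r1b to Mien1), 4.69 in MS1163.2 (from Stard3 to Grb7) and 4.20 in MS1218.2 (from Stac2 to Mien1). These neighbours were chosen after their values were seen. In each of the 3 tumours the window includes Erbb2, and 0 of 200 shuffles reached it. Erbb2 itself was not more than 4-fold above the median of the other tumours in any of the 3, so that its neighbours carry the window. In MS1213.1 and MS1155.3, which the paper's exome sequencing also calls amplified, windows with Erbb2 reached 1.43 and 1.53 and did not pass. The scan cannot show an absence there, since the other high-amplified tumours are part of its reference: over the median of the not/low-amplified tumours, Erbb2 was 4.74 and 5.76 higher in these 2 tumours on the log2 scale and Grb7 2.96 and 3.03. In the sarcoma and the 3 not/low-amplified tumours the windows lay between −1.09 and 0.081. Amplified DNA at the Erbb2 locus in the piece used for RNA may thus account for the block in MS1218.2, where genomic qPCR gave amplification and exome sequencing and ddPCR did not, according to the paper. Reads from another library of the series would leave no gene of the block far higher than in every other tumour, yet Med1 was 10.9-fold higher in MS1218.2 than in any other. Blocks of neighbouring genes passed the same threshold elsewhere too, in each of the 9 tumours except MS1163.2 and up to 7 in a tumour (gene families such as the keratins among them), so that a block alone does not tell amplification from shared regulation. Once the trend of each tumour with GC content was taken out, the window in MS1218.2 was 3.84 and 0 of 200 shuffles reached it, so that bias with GC content does not account for all of the block.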

How the results depend on the processing

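The main tests, the filters, the lists of genes and all alternatives were chosen before the data were examined, except the list of ERK target genes, the length and GC content offsets, the libraries thinned to equal depth, the set without the 100 most abundant genes, values per kilobase of exon, DESeq2 on the genes past the filter, DESeq2 for parity and histotype, tumours left out for parity and histotype, clustering with each gene centred, and DESeq2, no filter or histotype for the EDC, which were chosen after seeing the data. Where a value below changed and no test is named, the cause was not tested. Alternatives that give no value were counts of genes and the EDC odds ratio among AC(NST) tumours, where a single not/low-amplified tumour allows no test, Erbb2 without the 100 most abundant genes, of which it is 1, and any gene that the filter of a setting removes. No paired analysis was possible because the groups share no replicate numbers.

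With all 129 genes called by amplification status, 61 were higher in the high-amplified and 68 in the not/low-amplified tumours (47.3% higher in the high-amplified). Limma on the signal values called 122 and 75 (197 in all, 61.9% higher in the high-amplified), 118 and 66 with a pseudocount of 0.1 (64.1%), 121 and 89 with a pseudocount of 10 (210 in all, 57.6%) and 87 and 46 without a trend (65.4%). Without a filter 89 and 138 genes were called (227 in all), and with a mean count of at least 50, 92 and 92. DESeq2 called 907 and 694 (1601 in all), and on the genes past the filter 884 and 605 (1489 in all, 59.4%). Upper-quartile scaling gave 77 and 64 and median-of-ratios scaling 59 and 67. Of the 129 genes, 128 were also called by DESeq2, 126 with median-of-ratios scaling, 125 with upper-quartile scaling and 122 by limma.

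The counts also moved with the choice of tumours. With MS1218.2 grouped as not/low-amplified, 485 and 276 genes were called (761 in all, 63.7%), 46 of the 129 among them. The median log2 fold change of all genes was then −0.11, against 0.025 with the main grouping. With MS1163.1 and MS1163.2 averaged, 18 and 13 were called (31 in all). With parity as a covariate 0 and 0 were called (2051 genes with an unadjusted p-value under 0.05), among parous tumours 0 and 0 (1423 genes), and with the sarcoma among the not/low-amplified tumours 3 and 0 (1584 genes; 3 in all, namely Nrg2, Papln and Chrm3). Across the 8 fits that each left out 1 tumour, between 0 (without MS1210.1; 2364 genes with an unadjusted p-value under 0.05) and 751 genes (without MS1218.2) were higher in the high-amplified, between 1 and 504 higher in the not/low-amplified, and between 1 and 1255 called in all; the 1255 include all 129. After offsets for gene length and GC content 66 and 111 genes were called (37.3%), in thinned libraries 81 and 75, and without the 100 most abundant genes 56 and 71. The counts of genes thus depend on single tumours.

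By parity 0 genes were called with limma at each pseudocount, without a filter and with a mean count of at least 50 (between 1883 and 2244 genes with an unadjusted p-value under 0.05), and among high-amplified tumours (857 genes); DESeq2 called 516. With each tumour left out, between 0 and 147 were called, the highest without MS1155.3. By histotype, 33 genes became 19, 14 and 52 with limma at pseudocounts of 1, 0.1 and 10, 171 without a filter, 87 with a mean count of at least 50 and 522 with DESeq2, and between 7 and 84 with each AC(NST) tumour left out; the 2 ASQC tumours were not left out, since 1 would remain.

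The log2 fold change of Erbb2 passed its exact test with all 8 tumours (4.16, two-sided p = 0.0357) and no longer did so with MS1218.2 grouped as not/low-amplified (2.98, p = 0.114), with the MS1163 tumours averaged (4.44, p = 0.0571), among parous tumours (4.90, p = 0.1, the smallest possible) or with any tumour left out (from 3.27 to 4.45). Its sign was the same throughout. The silhouette width was 0.216 by histotype with the 1000 most variable genes and 0.235 with 1 minus Pearson's correlation (one-sided p = 0.0357 for each); with each tumour left out it ranged from 0.159 to 0.231 by amplification, from 0.0313 to 0.154 by parity and from 0.0440 to 0.217 by histotype. The adjusted Rand index of the matrix factorization fell to 0.278 at rank 2 and 0.363 with the Frobenius loss, where MS1349.1 and the sarcoma each stood alone, and stayed at 1 with the other alternatives at rank 3. Clustering on all 61 genes of Table 1 in place of the 36 WNT-associated genes gave 0.505.

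The odds ratio of the EDC (20.8, p = 0.0522, Fisher's exact test, two-sided) passed the threshold against chromosome 3 alone (67.4, p = 0.0318), without a filter (25.0, p = 6.91e-11), with DESeq2 (22.2, p = 1.19e-14) and with DESeq2 on the genes past the filter (12.5, p = 0.000951). By the same exact test it did not pass with the wider stretch of Fig. 4A (3.32, p = 0.129) or with length and GC content offsets (12.6, p = 0.084). At an adjusted p-value under 0.01 no gene was called (0), so that no odds ratio could be given. With each tumour left out it ranged from 0 (without MS1210.1, where no EDC gene was called) to 277, and p was under 0.05 in the 7 other fits (from 1.79e-05 to 0.0104, same exact test). In 5 of these 1 EDC gene was called, as with all tumours, among 6 to 13 genes in place of 68, so that the smaller p shows no more EDC genes but fewer others. Between ASQC and AC(NST) tumours it was 107 (p = 0.000259, same exact test), and without a filter 15 of the 67 EDC genes tested were called in that comparison (34.8, p = 2.55e-17, same exact test).

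The canonical WNT target score differed by −1.24 between AC(NST) and ASQC tumours (exact permutation test, two-sided, p = 0.036) and by 0.013 between the high-amplified and the not/low-amplified AC(NST) tumour (a value without a test), and ranged from −1.24 to −0.502 with each tumour left out. The planar cell polarity difference changed its sign with unscaled values (0.185, p = 0.518, same exact test) and with a pseudocount of 10 (0.006, p = 0.982, same exact test), was 0.271 among AC(NST) tumours, and ranged from −0.144 to 0.193 with each tumour left out, positive in 4 of the 8 fits. The FoxO target score differed by 0.702 between AC(NST) and ASQC tumours (p = 0.036, same exact test) and by −0.145 among AC(NST) tumours, and ranged from 0.211 to 0.678 with each tumour left out. The proliferation score differed by −0.418 between AC(NST) and ASQC tumours (p = 0.607, same exact test) and by −1.835 among AC(NST) tumours, and ranged from −1.37 to −0.724 with each tumour left out.

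Of the 129 genes, 1 changed sign with MS1218.2 grouped as not/low-amplified and 7 did with the sarcoma included. Of the named genes, 4 values changed sign: with MS1218.2 grouped as not/low-amplified, Wnt2 (−0.24, adjusted p = 0.906, edgeR) and Apc2 (−0.37, adjusted p = 0.865, edgeR), and with the sarcoma included, Apc2 (−4.21, adjusted p = 0.447, edgeR) and Cdh19 (−1.42, adjusted p = 0.784, edgeR). Among the other values of named genes under alternatives that kept all groups, 647 kept their direction and, where there was a test, their side of the threshold, 91 no longer passed it, 69 newly passed it and 25 moved. The 647 include 21 values among AC(NST) tumours alone, which have no test and so no side of the threshold. The 25 are the other values of that setting. With each tumour left out, 248 kept both, 79 no longer passed and 19 newly passed.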

Differences from the paper's values

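The paper gives 619 genes higher in the not/low-amplified tumours, where edgeR's quasi-likelihood test called 68. Of the alternatives set before the data were examined, DESeq2, the tool that the paper's methods name, gave 694 and edgeR without MS1218.2 gave 504, both within 1.5 times the paper's value. The other alternatives set before the data were examined gave between 0 and 276 and did not close the gap. DESeq2 on the genes past the filter, an alternative chosen after seeing the values, gave 605.

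For both directions together the paper gives 1484 genes, against 129 here. DESeq2 gave 1601 and edgeR without MS1218.2 gave 1255, within the same limits, and the other alternatives set before the data were examined gave between 0 and 761. DESeq2 on the genes past the filter, chosen after seeing the values, gave 1489. For genes higher in the high-amplified tumours, where the paper writes its count in words, 61 were called here, 907 by DESeq2, 751 by edgeR without MS1218.2 and 884 by DESeq2 on the genes past the filter.

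The paper chose rank 3 for its matrix factorization, where the rank with the largest gap between real and permuted cophenetic correlation was 5 here. With the 5000 genes of highest coefficient of variation and with log2 values this rank was 3, and with the Frobenius loss it was 6. Values per kilobase of exon, chosen after seeing the data, gave 2. The clusters at rank 3 itself were those of the paper.

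The paper lists Erbb2 as differentially expressed, and edgeR did not call it (log2 fold change 4.16, higher in 5 of 5 high-amplified tumours than in every not/low-amplified tumour, adjusted p = 0.0879). DESeq2 called it (adjusted p = 6.63e-05), as did DESeq2 on the genes past the filter (adjusted p = 5.19e-05), chosen after seeing the values. The other alternatives gave adjusted p-values between 0.0517 and 0.298 (edgeR or limma). Of the 61 genes of Table 1, which the paper lists as differentially expressed, edgeR called 6, and of the 16 genes annotated in the expanded part of Fig. 4A it called 2. DESeq2 called 61 and 16. EdgeR called 31 and 6 without MS1218.2, 13 and 11 without a filter, 11 and 3 with MS1218.2 grouped as not/low-amplified, 8 and 7 with a mean count of at least 50, and 7 and 3 without MS1166.1. It called 5 and 2 with upper-quartile scaling, 1 and 1 with the MS1163 tumours averaged and without any 1 of MS1213.1, MS1163.1, MS1163.2, MS1155.3 and MS1349.1, 1 and 0 with the sarcoma included, and 0 and 0 without MS1210.1, with parity as a covariate and among parous tumours (2364, 2051 and 1423 genes of all those tested with an unadjusted p-value under 0.05). Limma on the signal values called 7 and 2, with Sfrp4 and Sostdc1 added. At pseudocounts of 0.1 and 10 it called 6 and 2 each time, with Sfrp4 added at 0.1 and Sostdc1 at 10. Without a trend limma called 4 and 1 and added no gene. Among the alternatives chosen after seeing the data, DESeq2 on the genes past the filter called 52 and 7, length and GC content offsets 7 and 3, and thinned libraries 6 and 3 (S100a9 added).

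The paper states that the genes of chromosome 3 higher in the not/low-amplified tumours cluster to the EDC. By edgeR, 1 EDC gene of 11 tested was called and the odds ratio was 20.8 (Fisher's exact test, two-sided, p = 0.0522). With chromosome 3 as the background p was 0.0318 (same exact test). Without a filter, with DESeq2 and with DESeq2 on the genes past the filter, all chosen for this result after seeing the values, it was 6.91e-11, 1.19e-14 and 0.000951 (same exact test).

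The paper states that the expression of WNT-associated genes is distinct between the high-amplified and the not/low-amplified tumours in Fig. 4B. With all 61 genes of Table 1, the 2 groups here were the ASQC and the AC(NST) tumours (adjusted Rand index with amplification status 0.505). With the 36 WNT-associated genes they were the amplification groups, under each setting that was run. The paper states that the differentially expressed genes cluster the tumours by amplification status in Fig. S6B. Read by eye, the first branch of that figure sets MS1213.1, MS1155.3 and MS1218.2 apart from the other 5 tumours, while the lists of called genes gave the amplification groups here (adjusted Rand index 1).

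The paper proposes activation of the non-canonical WNT pathway in the AC(NST) tumours. The planar cell polarity score of AC(NST) tumours differed from that of ASQC tumours by −0.19 (exact permutation test, two-sided, p = 0.321), lower in AC(NST). This score is the mean RNA of 23 genes of the pathway and does not measure its activity, so that it cannot decide on the proposal. The paper reports a lower mitotic index, from histology, in ASQC than in AC(NST) tumours. In the RNA of 2 ASQC and 6 AC(NST) tumours the proliferation score was lower in AC(NST), by −0.418 (p = 0.607, same exact test). The paper's ranking of Erbb2 counts more high-amplified tumours than the 5 among the deposited tumours.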

Other observations

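The tests of the EDC score by histotype, of the ribosomal protein genes, of the MS1163 pair, of the ratio of Erbb2 to Grb7 and of the milk protein genes were chosen only after the result was seen; the others were set beforehand.

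The split of the 8 tumours by amplification status gave more genes than any other: 1 of the 56 splits into 5 and 3, the real split, gave as many as 129 genes called by edgeR, and the next highest gave 3. The same held for genes higher in the high-amplified tumours (1 of 56), for genes higher in the not/low-amplified tumours (1 of 56) and for DESeq2 on the genes past the filter (1 of 56, with 1489 genes against 768 for the next split, which sets MS1218.2, MS1210.1 and MS1349.1 apart). Technical explanations were tested on the 129 genes. After offsets for gene length and GC content 104 were still called, in libraries thinned to equal depth 126, and without the 100 most abundant genes 124, so that none of these accounts for all of the calls. Among parous tumours, where parity does not differ, 126 of the 129 genes kept a 2-fold change in the same direction, but the genes had been chosen on the same tumours, so that this shows little. No gene was called there, in a fit of 2 against 3 tumours (0, with 1423 at an unadjusted p-value under 0.05). With parity as a covariate, in a fit of all 8 tumours, 0 of the 129 genes stayed called and no other gene was (2051 at that p-value). Parity among high-amplified tumours gave 857 of 13472 genes at that p-value, and amplification among parous tumours 1423 of 13518. Over the other splits of the 8 tumours into 5 and 3, such counts ran from 134 to 2421. The 2 counts thus cannot rank parity and amplification. How much of the difference between the amplification groups is of parity or, with no high-amplified ASQC, of histotype cannot be told. For genes called by parity, 56 of 56 splits gave at least the 0 genes of the real split, a test that had no other outcome.

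DESeq2 called many more genes than edgeR. In counts simulated with the dispersion of these tumours, 200 of 14007 genes were changed. Of DESeq2's calls there, 23.7% were unchanged genes, against 6.00% of edgeR's. EdgeR also found fewer of the changed genes, 126 against 164. The share of false calls depends on how many genes change, which is not known for the real counts. On the real counts, edgeR's own calls rose from 129 to 1255 without MS1218.2. False calls by DESeq2 and changed genes missed by edgeR may each account for part of the excess. The simulation cannot give their shares. The simulated counts contain no outlying tumours, and which of the calls on the real counts are false cannot be told from this test.

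With edgeR, 1 EDC gene was called higher in the not/low-amplified tumours; 1 of the 56 splits, the real split, gave as many in the smaller group. All but 1 of the other splits called no gene at all (0) higher in the smaller group, so that this count says little. With DESeq2 on the genes past the filter, the real split gave 4 EDC genes and other splits up to 3. The EDC score of MS1166.1, the not/low-amplified AC(NST) tumour, was −0.416, within the range of the high-amplified tumours (−0.597 to −0.175), whereas the ASQC tumours had 1.09 and 1.56. Histotype in place of amplification is thus a candidate explanation, resting on a single tumour. Between ASQC and AC(NST) tumours, 2 of the 11 EDC genes tested were called (odds ratio 107, Fisher's exact test, two-sided, p = 0.000259), and without a filter 15 of 67 (34.8, p = 2.55e-17, same exact test). The same was seen for canonical WNT target genes, whose score in MS1166.1 was −0.320, within the range of the high-amplified tumours.

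Skin carried over with the tumour was tested as a source of the EDC genes. Hair follicle genes were higher in both ASQC tumours than in every AC(NST) tumour (by 0.988 between the nearest), which would be seen if skin were present. Sebaceous gland genes were not (−0.192), and of the 5 melanocyte genes in the files 2 were expressed, of which 0 were higher in both ASQC tumours, too few to decide. Skin could thus not be excluded, and hair follicle genes may also be part of the squamous differentiation of these tumours, which was not tested apart from it. Squamous genes outside the EDC differed between AC(NST) and ASQC tumours by −1.707 (exact permutation test, two-sided, p = 0.036, the smallest possible), lower in AC(NST), and the score of MS1166.1 (−0.232) lay within the range of the high-amplified tumours.

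Etv1 and Etv5 were called higher in the high-amplified tumours (log2 fold change 6.03, adjusted p = 0.0287, and 3.58, adjusted p = 0.0183, edgeR; each higher in 5 of 5 high-amplified tumours than in every not/low-amplified tumour). Etv5 was chosen after its values were seen. As a hypothesis, the output of the ERK pathway may be higher in these tumours: the score of 15 other ERK target genes differed by 0.893 (exact permutation test, two-sided, p = 0.036). The score of the not/low-amplified AC(NST) tumour was 1.009 under the mean of the high-amplified AC(NST) tumours and lower than that of either ASQC tumour. Among parous tumours it was 0.326 and 0.635 in the high-amplified and at most −0.365 in the not/low-amplified tumours. These values go against histotype or parity alone as the source of the difference, but exclude neither. The first comparison rests on a single not/low-amplified AC(NST) tumour and the second on 2 against 3 parous tumours. The test was not adjusted for the number of scores computed, and bias with gene length and GC content was not tested for the score, so that this bias remains as an explanation.

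Counts of Erbb2 were low beside those of Grb7 in the MS1163 tumours. The ratio of normalized counts was 0.428 in MS1163.1, 0.577 in MS1163.2, 1.56 in MS1218.2, 7.99 in MS1213.1 and 15.5 in MS1155.3, and between 1.82 and 5.51 in the not/low-amplified tumours. Reads of the rat NeuNT allele lost in the alignment are a candidate explanation, as is a difference in which genes were amplified. The allele of the amplified copies was not analysed here, so the 2 cannot be told apart.

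MS1163.1 and MS1163.2 had the highest correlation across genes of the 10 pairs of high-amplified tumours (0.115 after the mean of each gene over the 5 tumours was taken out, next −0.024). Without chromosome 11 it was 0.108 and the next −0.051, so that shared genes beside Erbb2 do not account for it. The 2 tumours carry the number of the same mouse; whether this, the sequencing or shared tissue explains the correlation was not tested.

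Milk protein genes (9 genes) took 9.31% of the counts of MS1349.1 (Wilson 95% interval 9.30% to 9.33%) and between 0.00109% and 0.768% in the other 8 tumours. Normal mammary tissue carried over would also bring adipocyte genes. The adipocyte score of MS1349.1 was the second highest of the 8 (0.969, against 0.471 in the next), −0.319 from that of MS1163.2, in which normal tissue is also a candidate explanation, so that the pattern cannot be told apart from tissue carried over. Other sources of these transcripts were not tested, and no biological explanation was tested. Ribosomal protein genes (78 genes) took 7.20% of the counts of MS1166.1 (7.19% to 7.21%), against 1.03% to 3.16% in the other 7 epithelial tumours. The other genes of that library, relative to their mean over the tumours, fell with gene length (rank correlation −0.232), as they would with an excess of short transcripts. MS1218.2, MS1349.1 and MS1210.1 had similar trends (−0.264, −0.221 and −0.197) and far smaller rises (median log2 difference from the mean 0.03, 0.335 and 0.263, against 1.58 in MS1166.1), so that a trend with gene length alone does not account for the rise. No biological explanation was tested for it.

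For 13978 of the genes tested, each gene's log2 difference from its mean over the 8 tumours was set against exon length. The rank correlation lay between −0.24 and −0.20 in the 3 not/low-amplified tumours. It lay between 0.143 and 0.334 in the high-amplified tumours except MS1218.2, where it was −0.263. These values are relative to the other tumours. Among genes that the paper measured by other methods, Myc (log2 fold change −1.03, adjusted p = 0.0912, edgeR) and Tcf7 (−2.09, adjusted p = 0.0826, edgeR) were higher in every not/low-amplified than in every high-amplified tumour. Ctnnb1 (−0.93, adjusted p = 0.286, edgeR) and Trp63 (−1.87, adjusted p = 0.38, edgeR) overlapped between the groups. The proliferation score differed by −1.09 between high-amplified and not/low-amplified tumours (exact permutation test, two-sided, p = 0.107), the FoxO target score by 0.404 (p = 0.125, same exact test) and the luminal score by −0.776 (p = 0.018, same exact test, the smallest possible). The luminal difference was −0.794 with a pseudocount of 10 (p = 0.018) and −0.669 with unscaled log2 values (p = 0.071, same exact test for both). With each tumour left out it ranged from −0.968 to −0.609, with p between 0.029 and 0.057 (same exact test).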
